# Adhesion G protein–coupled receptor Gpr126/Adgrg6 is essential for placental development

**DOI:** 10.1126/sciadv.abj5445

**Published:** 2021-11-12

**Authors:** Rebeca Torregrosa-Carrión, Rebeca Piñeiro-Sabarís, Marcos Siguero-Álvarez, Joaquím Grego-Bessa, Luis Luna-Zurita, Vitor Samuel Fernandes, Donal MacGrogan, Didier Y. R. Stainier, José Luis de la Pompa

## Abstract

Mutations in the G protein–coupled receptor *GPR126/ADGRG6* cause human diseases, including defective peripheral nervous system (PNS) myelination. To study GPR126 function, we generated new genetic mice and zebrafish models. Murine *Gpr126* is expressed in developing heart endocardium, and global *Gpr126* inactivation is embryonically lethal, with mutants having thin-walled ventricles but unaffected heart patterning or maturation. Endocardial-specific *Gpr126* deletion does not affect heart development or function, and transgenic endocardial *GPR126* expression fails to rescue lethality in *Gpr126*-null mice. Zebrafish *gpr126* mutants display unaffected heart development. *Gpr126* is also expressed in placental trophoblast giant cells. *Gpr126*-null mice with a heterozygous placenta survive but exhibit GPR126-defective PNS phenotype. In contrast, *Gpr126*-null embryos with homozygous mutant placenta die but are rescued by placental *GPR126* expression. *Gpr126*-deficient placentas display down-regulation of preeclampsia markers *Mmp9*, *Cts7*, and *Cts8*. We propose that the placenta-heart axis accounts for heart abnormalities secondary to placental defects in *Gpr126* mutants.

## INTRODUCTION

Adhesion G protein–coupled receptors (aGPCRs) are a large family of cell surface receptors that participate in signaling events through their large extracellular domain (ECD), which contains several adhesion-like domains that mediate cell-cell and cell-matrix interactions. aGPCRs also contain a characteristic seven–transmembrane helix (7TM) domain involved in canonical signaling and a short intracellular domain (*1*, *2*). The membrane-proximal portion of the ECD, adjacent to the 7TM, is a conserved GPCR autoproteolysis inducing (GAIN) domain. During receptor processing in the endoplasmic reticulum, autoproteolysis in the GAIN domain cleaves aGPCRs into N- and C-terminal fragments (NTF and CTF) that remain noncovalently associated at the cell surface (*3*). The NTF includes most of the ECD, whereas the CTF is formed by the remaining ECR, the 7TM domain, and the intracellular region (*1*). Key amino acids in the CTF portion of the GAIN domain (the *Stachel* sequence) can function as a tethered agonist for CTF activation (*2*). However, upon ligand interaction or mechanical removal of the NTF, the *Stachel* sequence is exposed and able to bind the 7TM, thus activating the G protein–signaling cascade (cis signaling) (*2*). Another mode of GPR126 activation is via the action of NTF independently of the CTF (trans activation) (*4*, *5*). The 7TM is defined by its ability to bind heterotrimeric G proteins, leading to increased production of the second messenger molecule cyclic adenosine monophosphate (cAMP), which initiates a signaling cascade via activation of cAMP-dependent protein kinases.

*Gpr126* is encoded by 25 exons in mice and zebrafish and exists in several alternatively spliced forms, which differ in the presence of exon 6 and exon 25 (*6*). The *Gpr126* locus is highly conserved in vertebrates, and the synteny of the genomic region surrounding these genes is conserved in fish, birds, reptiles, and mammals, indicating that the predicted genes are true orthologs (*7*). Gpr126 functions in multiple essential processes, including peripheral nervous system (PNS) myelination (*8*, *9*), bone formation (*10*), and inner ear development (*11*). In addition, human *GPR126* mutations are linked to several diseases, including adolescent idiopathic scoliosis (*12*) and arthrogryposis multiplex congenita (AMC) (*13*). We identified *Gpr126* as a Notch-regulated gene during cardiac chamber development in mice and suggested that endocardial Gpr126 might non–cell autonomously influence the proliferation and differentiation of adjacent cardiomyocytes within the developing ventricles (*14*). Independent proposals for a role of Gpr126 in heart development in mice (*5*, *7*) are supported by evidence from morpholino studies in zebrafish (*5*); however, the role of Gpr126 in cardiac development has not been definitely established.

In this study, we show that Gpr126 is not required for heart development and describe an essential role for Gpr126 in placentation. We show that global *Gpr126* inactivation in mice leads to embryonic death but that endocardium-specific *Gpr126* deletion does not affect cardiac development or function. In addition, *GPR126* expression in the endocardium does not rescue lethality in *Gpr126-*deficient mice, indicating that embryonic demise is not due to defective cardiac development. Accordingly, *gpr126*-deficient zebrafish mutants display wild type (WT)–like heart development. *Gpr126* is also expressed in trophoblast giant cells (TGCs) in the placenta. *Gpr126* homozygous inactivation in the embryo proper allows survival if the placenta is *Gpr126* heterozygous, but *Gpr126* inactivation in the embryo and in the placenta leads to embryonic death. *Gpr126* mutant placentas display reduced expression of proteases involved in trophoblast invasion and maternal uterine vasculature remodeling. Defective remodeling leads to an impaired fetal blood supply, intrauterine growth restriction, preeclampsia, and early pregnancy loss. These results demonstrate that Gpr126 is essential in the trophoblast lineage for the promotion of spiral artery remodeling during placental development. We propose that heart abnormalities in *Gpr126* mutants are secondary to placental defects, reflecting the intimate relationship between the placenta and fetal heart. Research into therapies aimed at modulating aGPCR signaling must consider potential deleterious effects in pregnancy.

## RESULTS

### *Gpr126*^Δ*7/*Δ*7*^-null mutants show defective cardiac development and die in embryogenesis

In situ hybridization (ISH) showed *Gpr126* expression in the somites and heart of E9.5 mouse embryos (Fig. 1, A and B). Cardiac *Gpr126* expression was confined to the chamber endocardium throughout development (fig. S1, A to C). Real-time quantitative polymerase chain reaction (qPCR) revealed significant enrichment in E11.5 hearts (Fig. 1C). To study whether Gpr126 is required for heart development, we generated a *Gpr126-*null allele using CRISPR-Cas9 genome editing technology (see Methods). Computational analysis of exon 7 deletion predicted a translational frameshift to generate a premature termination codon (PTC) in exon 8, thus preventing translation of all Gpr126 isoforms (fig. S2, A and B). *Gpr126* transcript levels were abrogated in homozygous *Gpr126*^Δ*7/*Δ*7*^ mutants (Fig. 1D), indicating that the *Gpr126*^Δ*7*^ mutation is a null allele. Intercrosses of heterozygous *Gpr126*^Δ*7/+*^ animals yielded no viable homozygous mutant offspring, and homozygous *Gpr126*^Δ*7/*Δ*7*^ mutants died predominantly at E13.5 (table S1, sheet 1). These results are consistent with previous reports showing that Gpr126 is essential for embryonic progression (*5*, *7*). Histological analysis of E11.5 embryos revealed cardiac defects in *Gpr126*^Δ*7/*Δ*7*^ mutant hearts, with dilated ventricles (Fig. 1, E and F), thin compact myocardium and trabeculae (Fig. 1, E′ and F), and poorly developed interventricular septa (Fig. 1, E″ and F″). The atrioventricular canal and outflow tract (OFT) cushions were normal, suggesting that cardiac epithelial-to-mesenchyme transition was unaffected. The *Gpr126*^Δ*7/*Δ*7*^ mutant phenotype thus represents a true Gpr126 loss of function because it recapitulates the cardiac abnormalities described for the various *Gpr126* knockout mouse models (*5*, *7*, *15*). ISH confirmed the abrogation of endocardial *Gpr126* expression in E11.5 *Gpr126*^Δ*7/*Δ*7*^ hearts (Fig. 1, G and H). However, there was no detectable effect on the cardiac transcription of *Hey2* (*16*–*18*), *Bmp10* (*19*), and *Irx5* (*20*), which delineate the compact and trabecular myocardium and the ventricular endocardium (Fig. 1, I to N). We further assessed ventricular maturation in E12.5 hearts. ISH of the glycolytic genes lactate dehydrogenase a (*Ldha*) and pyruvate dehydrogenase kinase I (*Pdk1*) revealed similar chamber expression in control and *Gpr126*^Δ*7/*Δ*7*^ mutant hearts (fig. S3, A to D). The glucose transporter Glut1 was similarly unaffected (fig. S3, E and F). Hypoxia drives glycolysis in the developing heart (*21*), and hypoxyprobe immunoreactivity was restricted to the cushion-associated myocardium of the OFT in both E12.5 control and *Gpr126*^Δ*7/*Δ*7*^ hearts (fig. S3, G and H). We also detected no effect on cellular proliferation in E12.5 mutant hearts (Fig. 1, O to Q). These results indicated that chamber patterning, cardiac energy metabolism, hypoxia, and cellular proliferation were unaffected and thus were not the primary cause of defective ventricular wall development and death in *Gpr126*^Δ*7/*Δ*7*^ mutants.

**Fig. 1.**
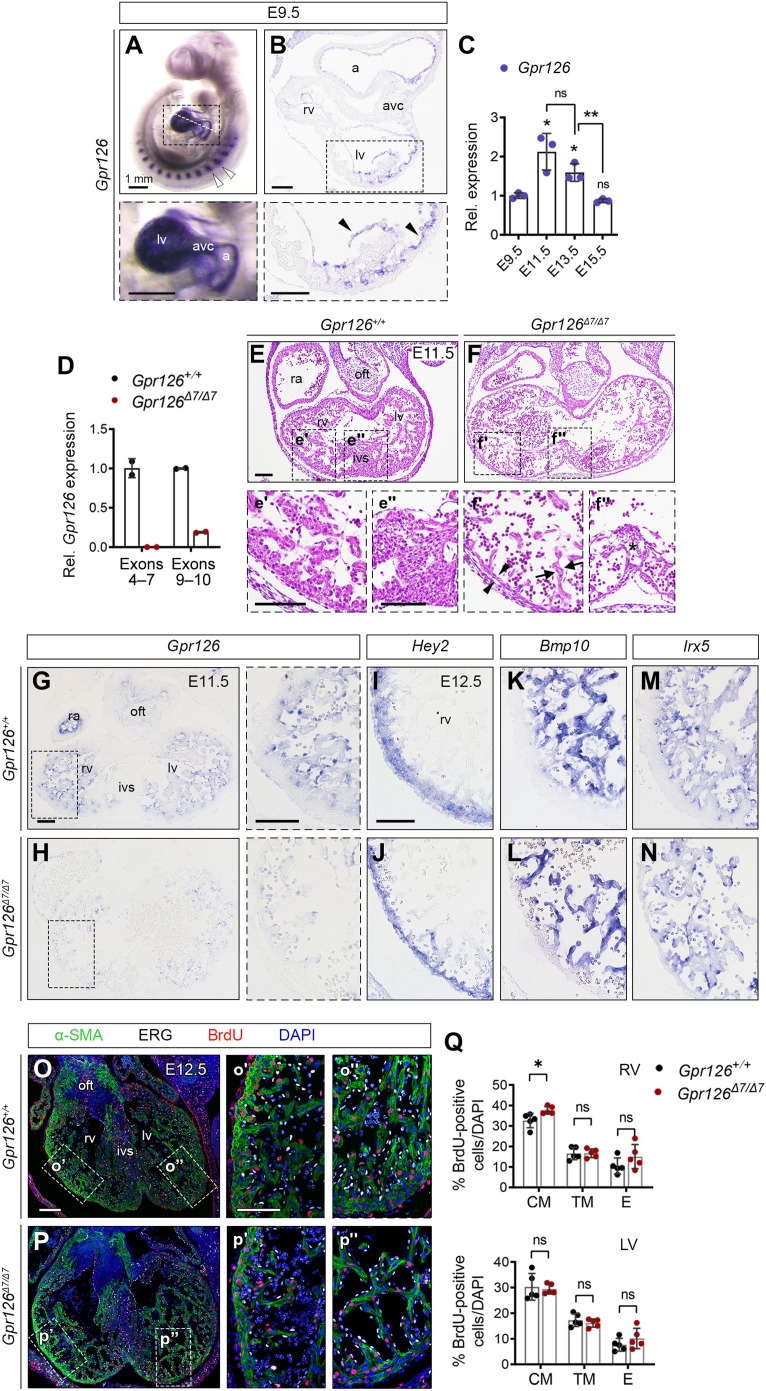
Defective chamber development in *Gpr126*^Δ*7/*Δ*7*^ mutant embryos is not associated with altered patterning or proliferation. (**A**) E9.5 WT embryo. Whole-mount in situ hybridization (WISH) showing *Gpr126* mRNA in somites (arrowheads) and heart (bottom). (**B**) Transverse heart sections. Bottom: Arrowheads indicate endocardial *Gpr126* expression. (**C**) Quantitative reverse transcription polymerase chain reaction (qRT-PCR): *Gpr126* transcription (relative to *Gapdh*) in embryonic WT hearts. Data are means ± SD (*n* = 3 pools of three hearts per pool per stage). Relative values normalized to E9.5. Statistics: Unpaired Student’s *t* test (ns, not significant; *P < 0.05; **P < 0.01). (**D**) qRT-PCR. *Gpr126* gene expression (relative to *Gapdh*) in *Gpr126 ^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ E12.5 hearts, using primers spanning exons 4 to 7 and exons 9 and 10. Data are means ± SD (*n* = 2 hearts). (**E** to **F″**) Hematoxylin and eosin (H&E)–stained E11.5 *Gpr126^+/+^* (E to E″) and *Gpr126*^Δ*7/*Δ*7*^ heart sections (F to F″). Bottom panels: High magnifications of chamber (′) and septum (″). Note compact myocardium (arrowheads) and trabeculae (arrows) thinning and poorly cellularized ventricular septum (asterisk) in the mutant (F′ and F″). (**G** and **H**) *Gpr126* ISH, E11.5 *Gpr126^+/+^* (G) and *Gpr126*^Δ*7/*Δ*7*^ (H) heart sections. Right: Higher magnifications. (**I** to **N**) ISH of compact myocardium [*Hey2* (I and J)], trabecular myocardium [*Bmp10* (K and L)], and chamber endocardium [*Irx5* (M and N)] markers in E12.5 *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ hearts. (**O** to **P″**) BrdU immunostaining (red) of E12.5 *Gpr126^+/+^* (O to O″) and *Gpr126*^Δ*7/*Δ*7*^ (P to P″) hearts. α-Smooth muscle actin (α-SMA) (green) counterstains the myocardium, ERG (white) counterstains the endocardium, and 4′,6-diamidino-2-phenylindole (DAPI) (blue) counterstains the nuclei. The panels (′ and ″) show high magnifications of boxed areas in (O) and (P). (**Q**) BrdU-positive nuclei quantification as a percentage of total nuclei (DAPI^+^) in the compact (CM), trabecular myocardium (TM), and endocardium (E) of E12.5 *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ hearts. Data are means ± SD. Statistics: Unpaired Student’s *t* test. Scale bars, 100 μm (low magnification) and 50 μm (high magnification). a, atrium; avc, atrioventricular canal; ivs, interventricular septum; la, left atrium; lv, left ventricle; oft, outflow tract; ra, right atrium; rv, right ventricle.

### Gene profiling of *Gpr126*^Δ*7/*Δ*7*^ hearts

To identify the molecular targets downstream of Gpr126 in the heart, we profiled E12.5 *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ mutant ventricles by RNA sequencing (RNA-seq) (fig. S4A). 

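RNA was sequenced from 4 pools of mutant and 4 pools of wild-type E12.5 ventricles. Each pool held 4 ventricles, with the atria and the valve region removed. The targeted gene, listed under its current symbol Adgrg6 (ENSMUSG00000039116), was at 26.8 ± 2.51 CPM (SD, n = 4 pools) in the mutant and 157 ± 4.07 CPM (SD, n = 4) in the wild type. The mutant thus retained 17.1% of the wild-type level. Adgrg6 lies on chromosome 10 of GRCm38 from 14402583 to 14545659, on the minus strand. The wild-type pools, numbered 1 to 4, measured 158, 151, 160 and 157 CPM. The mutant pools, numbered 2 to 5, measured 23.3, 28.0, 27.1 and 29.0 CPM. The log2 fold change was -2.55 (standard error 0.06, adjusted p = 1.0e-11 from limma). Every mutant pool was below every wild-type pool (two-sided exact permutation test, p = 0.0286, the smallest p that 4 pools against 4 allow). A value for the whole gene does not separate reads of the deleted exon from reads of the other exons. Exon 7 makes up 0.815% of the transcript, so the loss of its reads alone cannot account for a fall to 17.1%.
The authors trimmed the single-end reads of 60 bases with Cutadapt, mapped them to the mouse transcriptome and quantified them with RSEM. They discarded 1 knockout sample as an outlier and kept genes expressed at a minimum of 1 CPM. The deposited values are the authors' CPM for 13799 genes on rescaled library sizes, with 0.5 read added to each count. Multiplying by 1 factor per library and subtracting 0.5 gave whole reads for 100% of values within 1e-06. Over the listed genes these sum to 14465389 to 16443087 reads per mutant pool (median 15679576.5). The wild-type pools hold 14101562 to 17261913 reads (median 15166789). A single read corresponds to 0.0579 to 0.0712 CPM, depending on the pool. Log2 values were compared between genotypes with limma, with a variance prior that follows expression and no further pseudocount or filter. P values were adjusted by Benjamini-Hochberg over all 13799 genes.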

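In mutant ventricles, 88 genes were higher and 80 were lower than in the wild type at an adjusted p under 0.05 from limma. The balance moved with single pools, with 45 higher and 75 lower without mutant pool 5, and 120 higher and 80 lower without mutant pool 3. Most of these 168 differences were small, with a median absolute log2 fold change of 0.42. By 2-fold or more, 3 genes rose and 10 fell. The largest decline was in Apob, the structural protein of lipoprotein particles, at 0.483 ± 0.148 CPM (SD, n = 4) in the mutant and 4.16 ± 0.442 CPM (SD, n = 4) in the wild type. Its log2 fold change was -3.16 (standard error 0.28, adjusted p = 8.9e-05), with as few as 4 reads in a mutant pool. Slco2a1, a prostaglandin transporter, had a log2 fold change of -1.19 (standard error 0.10, adjusted p = 6.4e-05). Oit3 was at -1.20 (adjusted p = 7.2e-04) and Cdh4, which encodes R-cadherin, at -1.17 (adjusted p = 9.3e-04).
Among the genes with large rises was Postn, a secreted matrix protein, at 271 ± 49.5 CPM (SD, n = 4) in the mutant and 143 ± 11.1 CPM (SD, n = 4) in the wild type. Its log2 fold change was 0.91 (standard error 0.10, adjusted p = 6.0e-04). The muscarinic receptor Chrm3 rose by 1.20 (adjusted p = 0.0119) and the steroidogenic enzyme Cyp17a1 by 1.33 (adjusted p = 0.0110) on the log2 scale. The levels of both were low, with as few as 20 and 16 reads in a pool. The log2 fold changes of Stmn2, Kbtbd11, Lrrc73, Slc7a14 and Nts were 1.39, 0.91, -2.24, -1.10 and -1.01. Leaving out 1 pool at a time, the calls of these 5 genes held in 1, 5, 5, 6 and 7 of 8 runs. Their highest adjusted p in such runs was 0.0862 (Stmn2, without mutant pool 5), 0.0800 (Kbtbd11), 0.0876 (Lrrc73), 0.0652 (Nts, these 3 without wild-type pool 2) and 0.0536 (Slc7a14, without wild-type pool 1).
In each of the 168 genes, every mutant pool lay on the same side of every wild-type pool. The calls were made on the same pools, so this separation is not independent evidence. Of all genes, 7.07% were separated in this way, where chance gives 2.86% on average. Because genes vary together, a single split can depart from that share by chance. The number of genes past the threshold was 82, 94, 102 and 110 without wild-type pool 1, 2, 3 and 4 in turn. It was 45 (13 higher, 32 lower) with a variance prior that does not follow expression (chosen after seeing the data). That prior ended the calls of Chrm3, Kbtbd11, Lrrc73 and Nts (adjusted p = 0.0626, 0.143, 0.0542 and 0.124). It is the same for all genes, although precision differs with depth. The standard error in the main test was 0.41 for Lrrc73 (3 to 35 reads) and 0.04 for Plxnd1 (6233 to 8703 reads). With limma voom, whose weights follow expression, 156 genes passed, and 185 passed at a mean of at least 5 CPM.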

We identified 156 differentially expressed genes (DEGs), 77 of which were up-regulated and 79 down-regulated (adjusted *P* < 0.05; fig. S4B and table S2). Gene Ontology (GO) analysis revealed the overrepresentation of “vasculature development,” “cell migration,” and “angiogenesis” terms for the down-regulated genes (fig. S4C, top, and table S3), whereas for the up-regulated genes, the most enriched functions were “cellular response to amino acid stimulus,” “skeletal system development,” “cell adhesion,” and “negative regulation of cell signaling” (fig. S4C and table S3). 

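The collagen genes Col3a1, Col1a2 and Col1a1, members of the terms on amino acid stimulus and skeletal development, were higher in the mutant. Col3a1 measured 681 ± 46.9 CPM (SD, n = 4) in the mutant and 449 ± 34.8 CPM (SD, n = 4) in the wild type. Its log2 fold change was 0.60 (standard error 0.06, adjusted p = 1.4e-04 from limma). Col1a2 was at 0.49 (adjusted p = 0.00136) and Col1a1 at 0.44 (adjusted p = 0.0106). In the term on cell migration, Lbp had a log2 fold change of -0.90 (standard error 0.10, adjusted p = 4.3e-04). Sema3a, a secreted guidance cue, was at -0.36 (adjusted p = 0.00260) and the growth factor binding protein Igfbp5 at -0.35 (adjusted p = 0.00148). The members that Table S3 gives for the named terms all passed the threshold in the direction of their term. Lower were 7 genes of vasculature development, 6 of angiogenesis and 9 of cell migration. Higher were 5 genes of the response to amino acid stimulus, 6 of skeletal system development, 12 of cell adhesion and 13 of negative regulation of signaling. The paper chose these members on the same pools, so their direction is not independent evidence.
Of 28 measured genes of fibrous extracellular matrix, 8 were higher and none was lower (16 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.22. Beside Postn and the collagens above, Col6a3 rose by 0.90 (adjusted p = 0.00369) and the matrix protein Mgp by 0.62 (adjusted p = 0.00138) on the log2 scale. The microfibril protein Mfap5 rose by 0.66 (adjusted p = 0.0188). Of 17 basement membrane genes, Tinagl1 (log2 fold change 0.38, adjusted p = 0.00449) and Col18a1 (0.27, adjusted p = 0.0110) were higher and none was lower (4 higher when adjusted over the list alone; list median 0.08). Of 17 genes of collagen modification, the collagen hydroxylases Plod2 and P4ha2 were higher and none was lower (4 higher when adjusted over the list alone; list median 0.10). Both are also in the list of genes induced by low oxygen, so these lists are not independent. Of 12 measured genes of cushion mesenchyme, a tissue of the valve region, none passed the threshold, nor did any when adjusted over the list alone. The median of this list was 0.11 (camera adjusted p = 0.533), with Pdgfra at 0.16 and Foxc2 at -0.38. It was 0.185 without mutant pool 3, where the list passed camera (adjusted p = 0.0491), and 0.0242, 0.0527, 0.0175 and 0.172 without mutant pool 2, mutant pool 5, wild-type pool 3 and wild-type pool 4.
Camera, which tests a list against all other genes, gave adjusted p = 1.7e-15 for fibrous matrix, 4.2e-04 for basement membrane and 1.4e-06 for collagen modification with a preset correlation between genes. With an estimated correlation these were adjusted p = 0.241, 0.412 and 0.313. Among the 35 splits of the 8 pools into 4 and 4, none but the split by genotype reached its camera p for fibrous matrix (exact permutation test, p = 0.0286, adjusted p = 0.162 over the 34 lists). This comparison of splits was chosen after the results were seen, and the lists were written after Tables S2 and S3 had been read. By the same exact permutation test, 2 splits gave as small a p for collagen modification (p = 0.0571) and 8 for basement membrane (p = 0.229), the split by genotype included. The basement membrane median was 0.0406 without mutant pool 5. The call of Mfap5 ended without mutant pool 4 or 5 (adjusted p = 0.0549 and 0.0666) and without wild-type pool 1 or 2 (0.0711 and 0.0733). The calls of Col6a3, Col1a1 and P4ha2 ended with robust estimation of the variance prior (adjusted p = 0.0679, 0.109 and 0.129). With a prior that does not follow expression, the calls of Col3a1, Mgp, Postn and Lbp held, and those of the other genes named here ended (adjusted p up to 0.167).

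**Figure D1:**
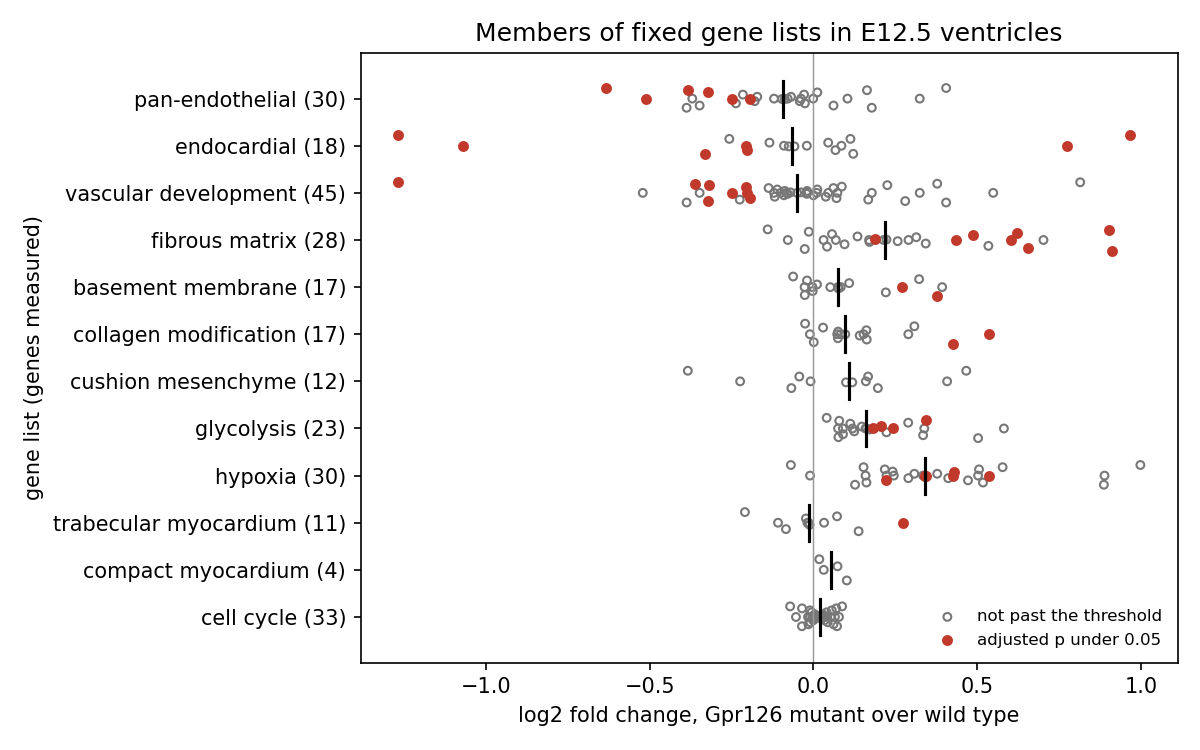
Log2 fold change (horizontal axis, mutant over wild type) of each measured member of the gene lists (vertical axis, number measured in parentheses). Filled points are genes at an adjusted p under 0.05, open points did not pass, bars are list medians (0.22 for fibrous matrix, -0.09 for the pan-endothelial list), and the vertical offset within a list only separates points.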

We detected expression of a subset of down-regulated genes associated with endothelial functions in the embryonic endocardium (*Tmem100*, *Ednrb*, *Stab1*, *Eng*, *Kdr*, *Plxd1*, *Adamts1*, and *Tie1*) (fig. S4D and table S3). Moreover, we detected cardiac up-regulation of two G protein signaling regulators (*Rgs*)—*Rgs2* and *Rgs16—*that participate in the termination of GPCR signaling (fig. S4D and table S2) (*22*). 

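Each of the 8 genes was lower in the mutant, by amounts that differed widely. Tmem100, a transmembrane protein of vascular endothelium, measured 6.53 ± 2.13 CPM (SD, n = 4) in the mutant and 15.2 ± 1.48 CPM (SD, n = 4) in the wild type. Its log2 fold change was -1.27 (standard error 0.17, adjusted p = 0.00179 from limma), and it lies on chromosome 11 of GRCm38 from 90030348 to 90036508. Ednrb, the endothelin receptor type B, was the only other gene of the 8 that fell by more than 2-fold. The scavenger receptor Stab1 measured 130 ± 11.3 CPM (SD, n = 4) in the mutant and 163 ± 4.12 CPM (SD, n = 4) in the wild type. Its log2 fold change was -0.33 (standard error 0.05, adjusted p = 0.00916). Kdr, a receptor for vascular endothelial growth factor, was at -0.25 (standard error 0.04, adjusted p = 0.0133), and Plxnd1, a receptor for semaphorins, at -0.21 (standard error 0.04, adjusted p = 0.0142). The protease Adamts1 was at -0.20 (standard error 0.04, adjusted p = 0.0351) and the receptor tyrosine kinase Tie1 at -0.19 (standard error 0.04, adjusted p = 0.0452). In all 8 genes every mutant pool was below every wild-type pool (two-sided exact permutation test, p = 0.0286 for each, the smallest possible). The paper chose these genes as lower on the same pools, so this separation is not independent evidence.
The smaller differences lost their call when single pools were left out. Kdr had adjusted p = 0.0518 without wild-type pool 3, and Plxnd1 had 0.0556 and 0.0609 without wild-type pool 1 and 4. Adamts1 had 0.0744, 0.0779 and 0.0684 without mutant pool 3, 4 and 5, and 0.141, 0.135 and 0.0985 without wild-type pool 1, 2 and 4. Tie1 had 0.0743 and 0.101 without mutant pool 2 and 4, and 0.146, 0.0956, 0.12 and 0.141 without wild-type pool 1, 2, 3 and 4. With a variance prior that does not follow expression, Ednrb alone of the 8 kept its call (adjusted p up to 0.225 for the others), which was chosen after seeing the data. The call of Tie1 also ended with upper-quartile scaling (0.0522) and a Y-linked covariate (0.0965).

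**Figure D2:**
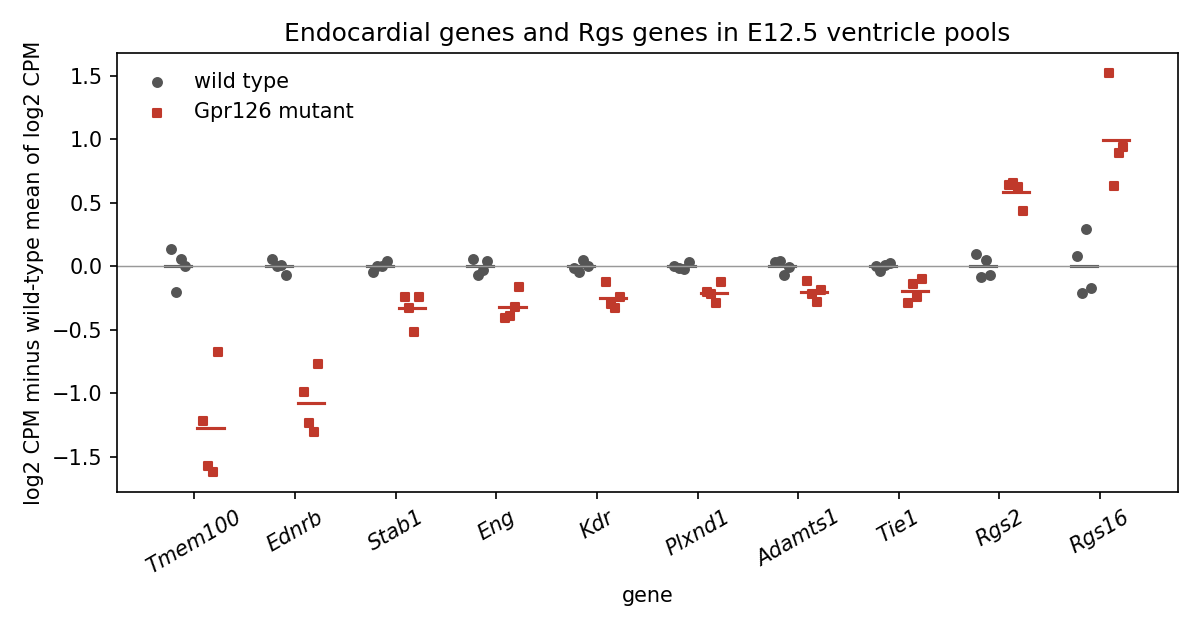
Log2 CPM of each pool minus the wild-type mean of the gene (vertical axis), for the 8 endothelial genes and for Rgs2 and Rgs16 (horizontal axis). Circles are wild-type pools, squares are mutant pools, and horizontal bars are group means (n = 4 pools each), with the mutant mean at -1.27 for Tmem100 and at -0.19 for Tie1.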

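Rgs2, on chromosome 1 of GRCm38 from 143999338 to 144004161, measured 20.0 ± 1.38 CPM (SD, n = 4) in the mutant and 13.3 ± 0.821 CPM (SD, n = 4) in the wild type. The log2 fold change was 0.59 (standard error 0.08, adjusted p = 0.00132 from limma). Rgs16, on the same chromosome from 153740349 to 153745468, measured 8.02 ± 2.23 CPM (SD, n = 4) in the mutant and 3.95 ± 0.655 CPM (SD, n = 4) in the wild type. This was a log2 fold change of 1.00 (standard error 0.18, adjusted p = 0.0135). The mutant pools of Rgs16 ranged from 6.08 to 11.2 CPM and the wild-type pools from 3.39 to 4.80 CPM (two-sided exact permutation test, p = 0.0286, the smallest possible). The paper chose Rgs2 and Rgs16 as higher on the same pools, so the separation of Rgs16 is not independent evidence. Of 10 measured genes of the Rgs family, these 2 were higher, none was lower and 8 did not pass the threshold (2 higher when adjusted over the list alone). The median log2 fold change of the family was -0.05 and its mean 0.16. The family did not pass the test against other genes (camera, upward, adjusted p = 0.12), and passed fry, which asks whether its genes moved one way on balance (adjusted p = 0.0415). Of its genes, 4 were above 0 and 6 below. The list was written after Table S2 had been read, so the fry result is not independent of Rgs2 and Rgs16. Of 17 measured adhesion receptors other than Gpr126, the endothelial receptor Adgrl4 was lower, with a log2 fold change of -0.63 (standard error 0.07, adjusted p = 7.2e-04). The other 16 did not pass, with Adgra2 at -0.03 and Adgrl2 at 0.03 (2 lower when adjusted over the list alone; camera adjusted p = 0.139). The call of Rgs16 ended without wild-type pool 2 (adjusted p = 0.0514) and with a variance prior that does not follow expression (0.11).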

ISH confirmed attenuated expression of *EdnrB* and *Eng* in the endocardium of *Gpr126*^Δ*7/*Δ*7*^ mutants (fig. S4, E to H), in line with the RNA-seq data (fig. S4D and table S2). These results thus suggest that global *Gpr126* deletion affects a set of genes expressed in the embryonic endocardium.

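In the sequenced ventricles, Ednrb (ENSMUSG00000022122; chromosome 14 of GRCm38, 103814625 to 103844402) measured 146 ± 25.0 CPM (SD, n = 4) in the mutant and 304 ± 10.9 CPM (SD, n = 4) in the wild type. The mutant pools were at 153, 129, 123 and 178 CPM and the wild-type pools at 317, 304, 306 and 290 CPM. The log2 fold change was -1.07 (standard error 0.09, adjusted p = 6.2e-05 from limma). Eng, the co-receptor endoglin (ENSMUSG00000026814; chromosome 2, 32646595 to 32682669), averaged 217 ± 17.2 CPM (SD, n = 4) in the mutant and 270.4 ± 11.1 CPM (SD, n = 4) in the wild type. Its mutant pools were at 204, 206, 216 and 241 CPM and its wild-type pools at 281, 258, 265 and 278 CPM. This was a log2 fold change of -0.32 (standard error 0.05, adjusted p = 0.0074). Sequencing of whole ventricles does not locate the RNA to the endocardium. The call of Eng ended with a variance prior that does not follow expression (adjusted p = 0.112).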

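Of 18 endocardial genes measured, 5 were lower in the mutant (Tmem100, Ednrb, Stab1, Plxnd1 and Adamts1), 2 were higher and 11 did not pass the threshold (5 lower and 2 higher when adjusted over the list alone). The transcription factor Irx6 was higher, at 15.6 ± 2.92 CPM (SD, n = 4) in the mutant and 9.08 ± 0.912 CPM (SD, n = 4) in the wild type (log2 fold change 0.77, adjusted p = 0.00664 from limma). Cytl1 was higher with a log2 fold change of 0.97 (adjusted p = 0.0262). Nfatc1 and Npr3, both known as endocardial markers, were at 0.07 (adjusted p = 0.77) and -0.08 (adjusted p = 0.47). Of 30 pan-endothelial genes, 6 were lower, none was higher and 24 did not pass (13 lower and 2 higher when adjusted over the list alone), with a median log2 fold change of -0.09. Beside Adgrl4, Eng, Kdr and Tie1, the lower genes were the membrane protein Clec14a at -0.51 (standard error 0.05, adjusted p = 4.3e-04) and the transcription factor Fli1 at -0.38 (standard error 0.07, adjusted p = 0.0131). Pecam1 was at 0.06 and Cdh5 at -0.09, neither past the threshold. Of 18 measured genes that respond to blood flow in endothelium, Slco2a1 and the cyclooxygenase Ptgs1 (-0.42, adjusted p = 0.00652) were lower and none was higher (3 lower and 2 higher when adjusted over the list alone). That list did not pass the set test (camera adjusted p = 0.89), with a median of 0.09 (0.0300 without mutant pool 2 and 0.0594 without wild-type pool 2).
Camera gave adjusted p = 4.8e-07 for the pan-endothelial list (adjusted p = 0.241 with an estimated correlation). No other split of the pools reached its p (exact permutation test, p = 0.0286, adjusted p = 0.162 over the 34 lists), a comparison chosen after the results were seen. The lists were written after Tables S2 and S3 had been read. For the endocardial list the median was -0.07 and the camera adjusted p = 0.00882 (adjusted p = 0.412 with an estimated correlation), and 5 of the 35 splits reached it (exact permutation test, p = 0.143). Its call ended without wild-type pool 1 (adjusted p = 0.0528), as did that of Fli1 (0.0542). The call of Cytl1 ended without mutant pool 4 or 5 (0.0633 and 0.0866) and without wild-type pool 1, 2 or 3 (0.0918, 0.0587 and 0.0699). A Y-linked covariate ended the call of Cytl1 (0.0564), and a variance prior that does not follow expression those of Fli1, Cytl1 and Irx6 (0.0529, 0.0846 and 0.0812).
From the lower expression of the endothelial genes in mutant ventricles and the in situ hybridization of Ednrb and Eng, the paper proposes that global loss of Gpr126 affects a set of genes that the embryonic endocardium expresses.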

### Conditional *Gpr126* inactivation in the endocardium allows survival

We next generated a conditional *Gpr126^flox^* line, in which Cre-mediated excision of exon 7 results in the same loss of coding sequence as in the global *Gpr126*^Δ*7*^ knockout mice (fig. S2C). We then crossed conditional *Gpr126^flox^* mice with the endocardial-specific driver line *Nfatc1^panCre^*, in which the Cre recombinase is active throughout the endocardium from E8.5 (*23*). Unexpectedly, *Gpr126^fl/fl^;Nfatc1^panCre^* mutant embryos were viable throughout embryogenesis (table S1, sheet 2) unlike *Gpr126*^Δ*7*^ knockout mice (table S1, sheet 1) and showed no heart abnormalities (Fig. 2, A to B″). Viable embryos also resulted from crosses of conditional *Gpr126^flox^* mice with the pan-endothelial driver line *Tie2^Cre^*, active from E7.5 (*24*) (table S1, sheet 3); moreover, *Gpr126^fl/fl^;Tie2^Cre^* mutant embryos had normal cardiac morphology (Fig. 2, A to A″ and C to C″) and reached adulthood. To exclude the possibility that Gpr126 plays an earlier role in cardiac mesoderm progenitors, we crossed *Gpr126^flox^* mice with the *Mesp1^Cre^* line, in which Cre recombinase is active at the onset of gastrulation (E6.5) in the nascent mesoderm that later gives rise to all cardiac cell lineages (*25*). As with the other crosses, *Gpr126^fl/fl^;Mesp1^Cre^* mutants were viable (table S1, sheet 4) and did not show any obvious heart phenotype (Fig. 2, D to D″). qRT-PCR analysis in *Gpr126^fl/fl^*;*Mesp1^Cre/+^* embryonic hearts verified Cre recombination efficiency in *Gpr126^flox^* mutants, with *Gpr126* transcript levels undetectable in E12.5 mutant hearts, similar to global *Gpr126*^Δ*7/*Δ*7*^ (Fig. 2E). Last, to generate the most extreme conditional loss-of-function situation, we combined the *Gpr126* conditional (*Gpr126^flox^*) and standard (*Gpr126*^Δ*7*^) alleles in trans configuration. Crosses of homozygous *Gpr126^fl/fl^* mice with double heterozygotes *Gpr126*^Δ*7/+*^*;Tie2^Cre/+^* and *Gpr126*^Δ*7/+*^*;Mesp1-Cre/+* mice yielded trans heterozygous *Gpr126*^*fl/*Δ*7*^*;Tie2^Cre/+^* (table S1, sheet 5) and *Gpr126*^*fl/*Δ*7*^*;Mesp1^Cre/+^* (table S1, sheet 6) offspring, respectively. Neither of these mutants showed evidence of embryonic lethality or cardiac defects (Fig. 2, F to H).

**Fig. 2.**
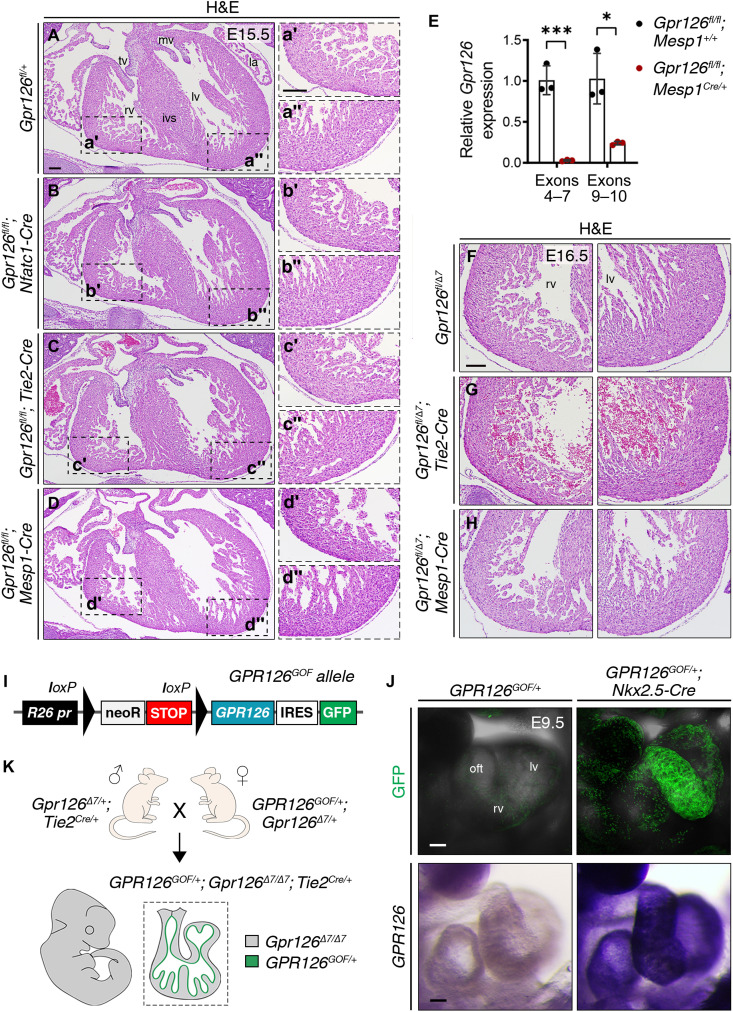
Conditional *Gpr126* deletion in either the endocardium or all cardiac tissues allows embryonic survival. (**A** to **D″**) H&E staining of transverse heart sections from WT (A to A″), *Gpr126^fl/fl^;Nfatc1^Cre/+^* (B to B″), *Gpr126^fl/fl^;Tie2^Cre/+^* (C to C″), and *Gpr126^fl/fl^;Mesp1^Cre/+^* (D to D″) embryos at E15.5. Magnified views of the right ventricle are shown in (′) and of the left ventricle in (″). (**E**) qRT-PCR analysis showing relative *Gpr126* gene expression (to *Gapdh*) in *Gpr126^fl/fl^;Mesp1^+/+^* and *Gpr126^fl/fl^;Mesp1^Cre/+^* embryonic hearts at E12.5 using primers spanning exons 4 to 7 and exons 9 and 10. Data are means ± SD (*n* = 3 embryonic hearts); *t* test, *P < 0.05 and ***P < 0.001. (**F** to **H**) H&E staining of transverse heart sections from WT *Gpr126*^*fl/*Δ*7*^ (F), *Gpr126*^*fl/*Δ*7*^*;Tie2^Cre/+^* (G), and *Gpr126*^*fl/*Δ*7*^*;Mesp1^Cre/+^* (H) embryos at E16.5. Left panels: Right ventricle; Right panels: Left ventricle. (**I**) Schematic of the conditional gain-of-function *R26-GPR126^GOF^* construct. *GPR126* expression is activated upon the Cre-mediated excision of the *NeoR-STOP* cassette. (**J**) Top panels: Confocal images showing eGFP expression in E9.5 *GPR126^GOF/+^* and *GPR126^GOF/+^;Nkx2.5^Cre/+^* hearts. Bottom panels: WISH showing *GPR126* expression in E9.5 *GPR126^GOF/+^* and *GPR126^GOF/+^;Nkx2.5^Cre/+^* hearts. (**K**) Representation of *GPR126^GOF/+^;Gpr126*^Δ*7/*Δ*7*^*;Tie2^Cre/+^* embryos from crosses of *Gpr126*^Δ*7/+*^*;Tie2^Cre/+^* males with *GPR126^GOF/+^;Gpr126*^Δ*7/+*^ females. Scale bars, 100 μm. GFP, green fluorescent protein; IRES, internal ribosome entry site; mv, mitral valve; neoR, neomycin resistance gene; *R26 pr*, *Rosa26* promoter; tv, tricuspid valve.

cAMP modulates several cardiac functions, including heart rate and contractility (*26*). Because cAMP/cAMP-dependent protein kinase (PKA) are downstream mediators of *Gpr126* signaling (*9*, *27*), we asked whether Gpr126 was required for adult cardiac electrical activity or homeostasis. Electrocardiograms (ECGs) obtained from 31- to 36-week-old male and female *Gpr126^fl/fl^;Tie2^Cre/+^* mice revealed unaltered values for all measured ECG parameters compared with sex-matched controls (fig. S5A). Cardiac function measured by ultrasound was similarly normal (fig. S5B). Moreover, *Gpr126^fl/fl^;Tie2^Cre/+^* mice showed no differences from controls in heart size determined as the heart weight–to–tibia length ratio (fig. S5C) or in cardiac morphology or collagen deposition, assessed by Masson’s trichrome staining on histological sections (fig. S5, D to E″). Collectively, these data demonstrated that endothelial *Gpr126* function is dispensable for cardiac development and adult heart homeostasis and that the embryonic demise of *Gpr126*^Δ*7*^ homozygous mutants is therefore due to an essential role of Gpr126 in noncardiac tissues.

### Conditional *GPR126* expression in the endocardium does not rescue *Gpr126*^Δ*7*^ embryonic lethality

To confirm the noninvolvement of cardiac Gpr126 signaling in embryonic progression, we generated a transgenic line conditionally overexpressing human *GPR126* complementary DNA (cDNA) under the control of the ubiquitous *Rosa26* promoter (*GPR126^GOF^*; see Methods) (Fig. 2I and fig. S6) (*28*). *Nkx2.5^Cre^*-mediated (*29*) removal of the *NeoSTOP* sequences resulted in *Rosa26*-driven *GPR126-EGFP* expression in the heart. Analysis of E9.5 transgenic *GPR126^GOF/+^;Nkx2.5^Cre/+^* embryos revealed widespread cardiac green fluorescent protein (GFP) expression (Fig. 2J, top), and whole-mount ISH (WISH) revealed *GPR126* mRNA expression throughout the heart (Fig. 2J, bottom). Similarly, *GPR126^GOF/+^;Tie2^Cre/+^* embryos overexpressing *GPR126* in the endothelium and endocardium showed normal cardiac morphology (fig. S7, A to F″) and were viable (table S1, sheet 7). We then generated embryos in which endogenous *Gpr126* is globally disrupted and *GPR126* expression is confined to the *Tie2-Cre* lineage (*GPR126^GOF/+^;Gpr126*^Δ*7/*Δ*7*^;*Tie2^Cre/+^*; Fig. 2K). These embryos died at the same gestational stages as *Gpr126*^Δ*7/*Δ*7*^ mutants (table S1, sheet 8), indicating that forced GPR126 expression in the endocardium does not rescue the embryonic lethality caused by global Gpr126 loss.

### The Gpr126 CUB and PTX domains are dispensable in the heart but essential for PNS development

The Gpr126 NTF has been proposed to be required for heart development in mice and zebrafish (*5*). The NTF contains five domains: the complement C1r/C1s, Uegf, Bmp1 (CUB) domain; the pentraxin (PTX) domain; the hormone-binding domain (HBD); the GAIN domain (*30*); and the recently described sperm protein, enterokinase, and agrin (SEA) domain (*31*) (fig. S2D). The CUB domain contains a conserved calcium-binding site necessary for a close ECR conformation and is critical for zebrafish gpr126 function (*5*). To determine whether the adhesive CUB and PTX domains in the NTF are necessary for heart development, we generated a *Gpr126* knockout mouse model with an in-frame deletion of exons 3 and 4 (*Gpr126*^Δ*3*,*4*^; fig. S2, E and F). This mutation is predicted to encode a shortened NTF lacking the CUB and PTX domains (fig. S2G). *Gpr126*^Δ*3*,*4/+*^ heterozygous mating yielded homozygous offspring in the expected Mendelian inheritance ratio during embryonic development and in live births (table S1, sheet 9). Histological analysis revealed normal heart morphology in *Gpr126*^Δ*3*,*4*^ homozygotes from E12.5 to postnatal day 2 (P2) (fig. S8, A to F). Nevertheless, the forelimbs and hindlimbs of *Gpr126*^Δ*3*,*4*^ homozygous mutant pups were severely affected. Mutants were slightly smaller in size than their control and heterozygous littermates and had joint contractures that impeded body balance and normal locomotion (fig. S8G). This limb phenotype has been linked to the requirement of *Gpr126* for Schwann cell myelination in mammals and zebrafish (*15*) and recapitulates the human disorder called AMC (*13*). Reverse transcription PCR (RT-PCR) with primers spanning exon 24 and the 3′ untranslated region (3′UTR) detected normal *Gpr126* mRNA levels in control, heterozygous, and homozygous mutant embryos by qPCR (fig. S8, H and I), suggesting that the mutants expressed a shorter Gpr126 protein lacking exons 3 and 4. Together, our results demonstrate that lack of the CUB and PTX domains within the Gpr126 NTF compromises PNS myelination but does not affect heart development in mice.

### Generation of zebrafish *gpr126* loss-of-function mutants

Our mouse results raised the intriguing possibility that the defective cardiac development and death of global *Gpr126* mutants were secondary to the loss of Gpr126 in another organ. The zebrafish has been widely used to study the role of *gpr126* in development. One report described a morpholino-based model in which the NTF of Gpr126 acts as a paracrine signal required for ventricular trabeculation (*5*). Paradoxically, despite the large number of *gpr126* zebrafish mutant lines analyzed, no heart phenotype has been described thus far (*3*, *4*, *8*, *31*, *32*). The phenotypic discrepancies observed between knockdown and knockout animals, along with our mouse results, prompted us to study the function of Gpr126 in zebrafish heart development.

We used CRISPR-Cas9 technology to generate two *gpr126* mutant alleles: *gpr126^bns341^* and *gpr126^bns342^* (see Methods). In the zebrafish *gpr126^bns341^* allele, a deletion of exons 7 and 8 leads to a frameshift and a PTC in exon 10 (fig. S9, A and B). Because mouse and zebrafish *Gpr126* are considered true orthologs (*7*, *33*), the similarity to our *Gpr126*^Δ*7*^ mouse line would illustrate the parallels in gene function between these animal models. The *gpr126^bns341^* mutation is predicted to truncate the protein between the linker region (encoded by exon 5) and the SEA domain (*31*) encoded by exons 7 to 10 (fig. S9C). In contrast, the *gpr126^bns342^* allele is a promoter-less allele (fig. S9, D and E).

*gpr126* is not duplicated in the zebrafish genome (*7*), and we searched for genes with high sequence similarity to identify potential compensatory paralogs or “adapting genes” (*34*), which might attenuate a potential cardiac phenotype of *gpr126* mutants (see Methods). In agreement with previous reports (*7*, *33*), the closest homologs that we found to zebrafish *gpr126* were *adgrg4b* (also known as *gpr112b*), *adgrg4a* (or *gpr112a*), and *adgrg2a* (or *gpr64a*) (table S4, sheet 1). The same *Gpr126* homologs (*Adgrg4*/*Gpr112* and *Adgrg2*/*Gpr64*) were found in mice (table S4, sheet 2), and the zebrafish genes are expressed during zebrafish development (*33*). Moreover, zebrafish Gpr112 has been reported to share more protein homology with Gpr126 than is the case for the mammalian proteins (*7*), suggesting that *gpr112* might be a candidate compensating gene for the loss of *gpr126*.

We next determined the effect of the *gpr126^bns341^* and *gpr126^bns342^* mutations on gene transcription by examining *gpr126* and *gpr112a* mRNA levels at 73 hours postfertilization (hpf), when *gpr126* starts to be expressed (*33*). RT-qPCR revealed similar *gpr126* transcript levels using 5′UTR primers in *gpr126^+/+^*, *gpr126^bns341/+^*, and *gpr126^bns341/bns341^* larvae and no transcripts of exons 7 to 10 in *gpr126^bns341/bns341^* larvae (Fig. 3A), while similar amounts of *gpr112a* mRNA were found in all three genotypes (Fig. 3A). These results suggest that although the *gpr126^bns341^* mutation generates a PTC in *gpr126* exon 10, it does not lead to mutant mRNA degradation, and up-regulation of *gpr112a* is not observed. It thus seems likely that the *gpr126^bns341^* mutant allele produces a truncated protein formed by the SP, CUB, PTX, and linker domains of the ECD (fig. S9C). In contrast, *gpr126* mRNA levels in *gpr126^bns347bns3422^* larvae are very substantially reduced (Fig. 3B), and *gpr112a* levels remain unchanged compared with control siblings (Fig. 3B).

**Fig. 3.**
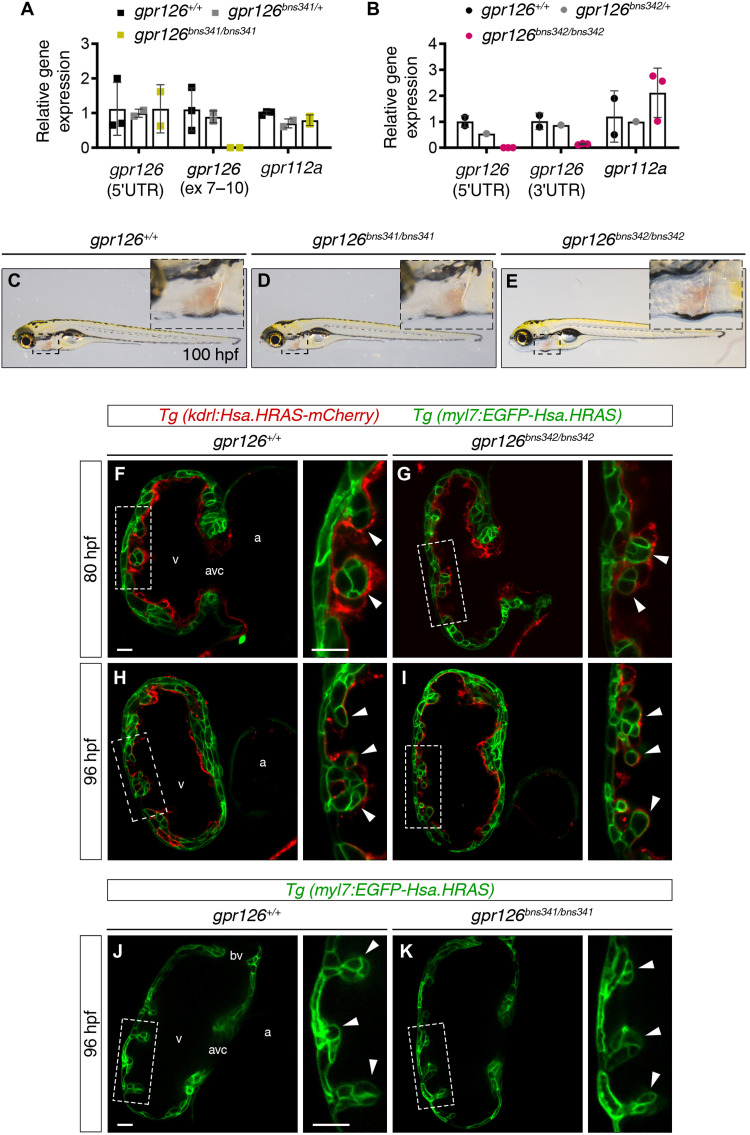
Trabeculation is unaffected in *gpr126^bns341^* and *gpr126^bns342^* zebrafish mutants. (**A** and **B**) RT-qPCR analysis of relative *gpr126* and *gpr112a* mRNA expression (to the housekeeping gene *rpl13a*) in WT zebrafish and heterozygous and homozygous *gpr126^bns341^* (A) and *gpr126^bns342^* (B) zebrafish mutants at 48 hours postfertilization (hpf). Data are means ± SD (*n* = 1, 2, or 3 pools of three hearts per pool). (**C** to **E**) Lateral views of 100 hpf *gpr126^+/+^* (E), *gpr126^bns341/bns341^* (D), and *gpr126^bns342/bns342^* (E) zebrafish larvae. Inset panels: High-magnification views of the heart (boxed area). (**F** to **I**) Mid-sagittal confocal sections of *gpr126^+/+^* and *gpr126^bns342/bns342^* zebrafish hearts at 80 hpf (F and G) and 96 hpf (H and I) in larvae derived from *gpr126^bns342/+^;Tg(kdrl:Hsa.HRAS-mCherry);Tg(myl7:EGFP-Hsa.HRAS)* incrosses. (**J** and **K**) Mid-sagittal confocal sections of *gpr126^+/+^* and *gpr126^bns341/bns341^* zebrafish hearts at 96 hpf in larvae derived from *gpr126^bns341/+^;Tg(myl7:EGFP-Hsa.HRAS)* incrosses. Endocardial and myocardial membranes in (F) to (K) are labeled red and green, respectively. Right panels: High-magnification views of the outer curvature of the ventricular wall corresponding to the boxed areas. Arrowheads indicate emerging trabeculae. Scale bars, 25 μm. bv, bulboventricular valve; v, ventricle.

### Zebrafish *gpr126^bns341^* and *gpr126^bns342^* mutants display WT-like cardiac trabeculation

Zebrafish *gpr126* plays an essential role in inner ear development, and mutants can be easily identified by a swollen ear phenotype caused by abnormal semicircular canal morphogenesis (*3*, *11*, *31*). As reported in other zebrafish *gpr126* mutants (*11*), *gpr126^bns341^* and *gpr126^bns342^* homozygous mutants display an enlarged ear phenotype at 5 days postfertilization (dpf) (fig. S10, A to E), indicating Gpr126 loss of function. In the zebrafish heart, *gpr126* is expressed at 48 hpf, before the onset of trabeculation (*5*, *14*). Homozygous *gpr126^bns341^* and *gpr126^bns342^* fish reached adulthood and exhibited no gross developmental phenotype (not shown). Overall heart morphology also appeared unaffected in these mutants, and there was no evidence of pericardial edema at 100 hpf, when trabeculation is well advanced (Fig. 3, C to E). To examine ventricular development in more detail, we bred *gpr126^bns342/+^* fish into the *Tg(kdrl:Hsa.HRAS-mCherry)*;*Tg(myl7:EGFP-Hsa.HRAS)* background (*35*, *36*) to label the endocardial and myocardial membranes red and green, respectively. Trabeculae start to form in zebrafish around 60 hpf and become evident by 72 hpf (*37*). Confocal imaging at 80 hpf revealed no obvious differences between mutant and control siblings (Fig. 3, F and G). Ventricles in the mutant fish contained delaminated cardiomyocytes forming nascent trabecular ridges, thus indicating normal trabeculation onset (Fig. 3, F and G). No trabeculation defects were observed at 96 hpf, with trabecular projections present throughout the luminal side of the outer ventricular curvature, similarly to control siblings (Fig. 3, H and I). The absence of a heart phenotype in *gpr126^bns342^* mutants, which exhibit strongly reduced *gpr126* transcriptional activity, predicted similar results in *gpr126^bns341^* larvae, which presumably encode a truncated Gpr126 protein. To test this prediction, we bred the *gpr126^bns341^* mutation into the *Tg(myl7:EGFP-Hsa.HRAS)* transgenic line. Confocal microscopy analysis of homozygous *gpr126^bns341^* hearts revealed extensive trabeculation at 96 hpf, as in control siblings (Fig. 3, J and K). These data thus suggest that *gpr126* signaling is not required for trabeculation in zebrafish.

### *Gpr126* is expressed in the spongiotrophoblast layer, TGCs, and endothelium of the maternal spiral arteries in the mouse placenta

*Gpr126* is expressed in the mouse placenta (*7*). The placenta is critical for fetal survival and growth because it forms the interface between the maternal and fetal circulation, facilitating metabolic and gas exchange, as well as fetal waste disposal. The placenta also produces hormones that alter maternal physiology during pregnancy and forms a barrier that protects the fetus against the maternal immune system (*38*). In rodents, the placenta consists of three broad zones (Fig. 4A). The maternal decidua on the outside is devoid of trophoblast cells until mid-gestation, when fetal trophoblast cells invade the decidua and reach the spiral arteries, replacing the endothelium to promote the transition from endothelial cell–lined to trophoblast cell–lined maternal blood spaces (Fig. 4A) (*39*). The next two layers are of fetal origin. The junctional zone (JZ) consists of spongiotrophoblast (SpT) cells and a layer of TGCs that line the implantation site (Fig. 4A). The innermost layer is the labyrinth, a tortuous network of maternal and fetal blood spaces that is the site of nutrient, gas, and waste exchange between the fetal and maternal circulations (Fig. 4A) (*40*). The mouse placenta is mature when the fetal-maternal interface is evidenced by the presence of maternal blood in the labyrinth at E12.5. Human and rodent placentas are hemochorial, so that trophoblast cells and not endothelial cells line the maternal vasculature within the placenta. In mice, the four different TGC subtypes are named according to their location with respect to the maternal circulation (*40*, *41*). There are spiral artery–associated TGCs (SpA-TGCs) that invade into the spiral arteries of the decidua and displace the maternal endothelial cells, canal-associated TGCs (C-TGCs) that line the maternal blood canals as they pass through the JZ to the bottom of the labyrinth, sinusoidal-associated TGCs (S-TCGs) that sit within the maternal blood spaces of the labyrinth, and parietal TGCs (P-TGCs) that surround lacunae of blood leading into the uterine veins and line the implantation site (Fig. 4B) (*42*). Analysis of *Gpr126* expression by ISH during placental development revealed *Gpr126* at E9.5 in the maternal spiral arteries within the decidua (Fig. 4, B to D″), in the P-TGCs that delineate the implantation site (Fig. 4, C″ and D″), and in the S-TGCs lining maternal blood sinusoids within the labyrinth layer of the placenta (Fig. 4, C‴ and D‴). At E10.5, we found a similar pattern but stronger expression (Fig. 4, E to F‴). At E11.5, *Gpr126* expression was maintained in these cells (Fig. 4, G to H″) and was also found in the SpT (Fig. 4, G″ and H″), in the C-TGCs surrounding maternal canal spaces within the labyrinth at the base of the placenta (Fig. 4, G‴ and H‴) and extending through the JZ (Fig. 4, G‴ and H‴). To identify the cell types in which *Gpr126* is expressed, we compared *Gpr126* expression with that of the placental trophoblast marker *Prl2c2* by ISH. At E10.5, *Gpr126* mRNA was detected in P-TGCs (fig. S11, A to A″) and invasive trophoblasts (fig. S11A″) similarly to *Prl2c2* (fig. S11, B to B″). However, distal spiral arteries were *Gpr126* positive (fig. S11A‴) and negative for *Prl2c2* expression (fig. S11B‴), indicating that *Gpr126* is expressed not only in Spa-TGCs but also in the maternal endothelium. At E11.5, *Gpr126* expression in the maternal-fetal interface was compared to that of endogenous alkaline phosphatase (ALP) activity in the labyrinth (fig. S11, C and D). *Gpr126* is strongly expressed in trophoblasts facing maternal blood sinuses, likely being S-TGC (fig. S11, C′ and C″), while ALP is localized to the syncytiotrophoblast layer underneath (fig. S11, D′ and D″). Thus, *Gpr126* is expressed in the SpT layer, in the four TGC subtypes of the mouse placenta, and in the endothelium of the maternal spiral arteries, suggesting a potential association between placental *Gpr126* and embryonic development.

**Fig. 4.**
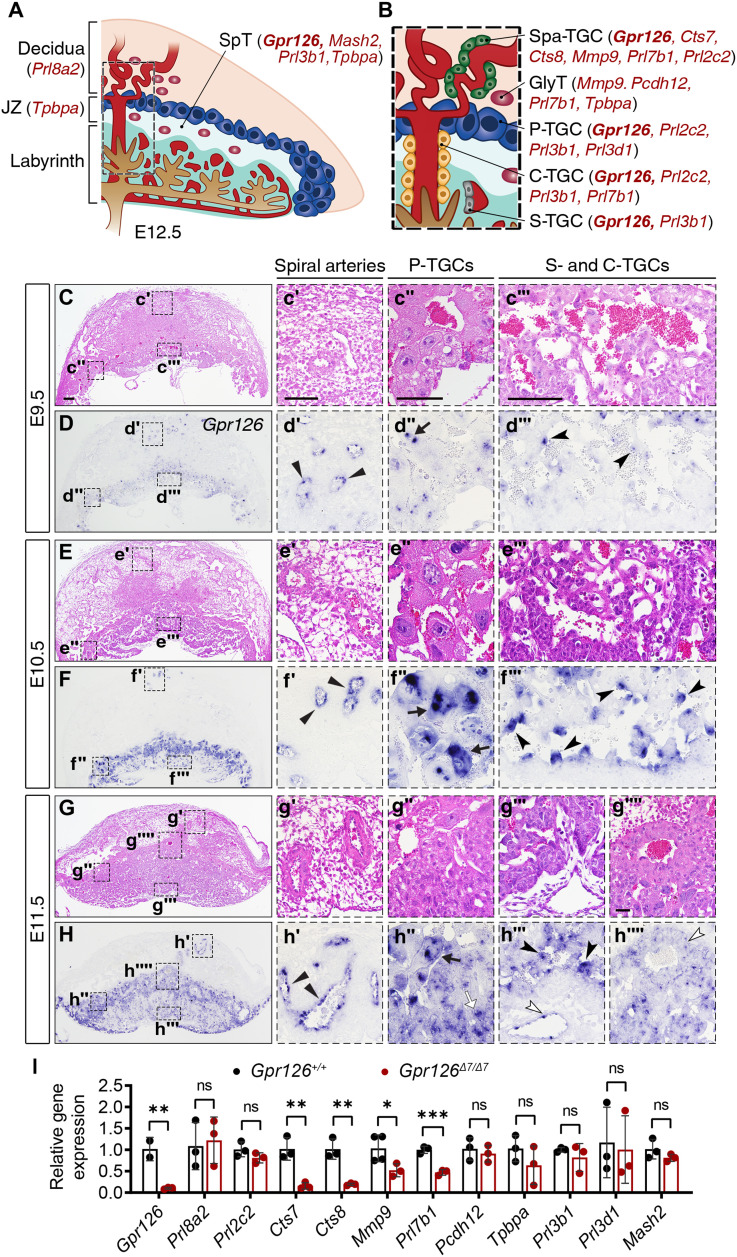
*Gpr126* is expressed in the mouse placenta and controls the expression of Spa-TGC markers. (**A** and **B**) Cartoon illustrating the main tissue layers (A) and cell types (B) of a WT E12.5 mouse placenta and key marker genes that are expressed in each cell type. Note that family members of the trophoblast giant cell–expressed *Prl* (prolactin/placental lactogen/prolactin-like protein) genes are also known as follows: *Prl3d1 = Pl1*, *Prl3b1 = Pl2*, *Prl2c2 = Plf*, *Prl8a2 = Dtprp*, *Prl7b1 = PlpN*. (**C** to **H⁗**) H&E staining (C to C‴, E to E‴, and G to G⁗) and ISH analysis (D to D‴, F to F‴, and H to H⁗) of *Gpr126* on sagittal sections of E9.5, E10.5, and E11.5 WT placentas. Right panels (′, ″, ‴, and ⁗): High-magnification views of the boxed areas, showing the spiral artery-associated trophoblast giant cells (Spa-TGCs) (′, with gene expression marked with black triangular arrowheads), parietal TGCs (P-TGCs) (″, with gene expression marked with black arrows, except for the white arrow in h’’ that points to the SpT), sinusoidal TGCs (S-TGCs) (‴, with gene expression marked with black notched arrowheads), and canal TGCs (C-TGCs) (⁗, with gene expression marked with white notched arrowheads). Scale bars, 200 μm (low magnification); 50 μm (insets). (**I**) qRT-PCR showing relative gene expression of key markers shown in (A and B) in E11.5 *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ placentas. β-Actin was used as a housekeeping gene. Data are means ± SD (*n* = 3 WT and 3 mutant placentas and 4 WT and 4 mutant placentas for *Mmp9* expression analysis). Statistical significance was determined by unpaired Student’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001). GlyT, Glycogen trophoblast cell; JZ, junctional zone; SpT, spongiotrophoblast.

### *Gpr126*^Δ*7/*Δ*7*^ mutants show down-regulation of placental cathepsins and the preeclampsia marker *Mmp9*

*Gpr126* is expressed in the four TGC subtypes and the SpT, which can be distinguished by their spatial localization and gene expression profiles (Fig. 4, A and B) (*41*). To study the requirement of Gpr126 for trophoblast lineage differentiation, we conducted a qRT-PCR gene expression analysis of several hormones and proteases involved in maternal adaptation to pregnancy. First, we confirmed the abrogation of *Gpr126* transcription in *Gpr126*^Δ*7/*Δ*7*^ mutant placentas (Fig. 4I). Among the prolactin-like (*Prl*) gene family members expressed in different placental cell types (*43*) (Fig. 4, A and B), only *Prl7b1* was down-regulated in *Gpr126*^Δ*7/*Δ*7*^ placentas (Fig. 4I). *Prl7b1* is expressed by invasive trophoblast cells [Spa-TGCs, C-TGCs, and Glycogen trophoblast cell (GLyT)] (Fig. 4B) (*43*). We also examined extracellular proteases, such as placental cathepsins, matrix metalloproteases (MMPs), and a disintegrin and metalloproteinases (ADAMs), that confer invasive and vascular remodeling capacity on fetal trophoblasts. *Cts7* and *Cts8*, which are expressed in Spa-TGCs (Fig. 4B), were severely reduced in *Gpr126*^Δ*7/*Δ*7*^ placentas (Fig. 4I). Mmp2 and Mmp9 are the most abundant gelatinases expressed during trophoblast invasion in humans, and reduced expression of Mmp9 is associated with preeclampsia in mice and humans (*44*, *45*). *Mmp2* was expressed at very low levels at E11.5 (not shown), and *Mmp9* was down-regulated in *Gpr126*^Δ*7/*Δ*7*^ mutant placentas (Fig. 4I), suggesting defective remodeling of maternal spiral arteries. *Adam17*, whose expression is induced by oxidative stress in preeclamptic placentas (*46*), was normally expressed (fig. S12A). Invasive trophoblast and decidua cells also express protease inhibitors, like *Timp1* and *Cst3*, which are tissue inhibitors of metalloproteinases and cathepsin inhibitors, respectively. Although preeclampsia associates with high expression of these genes, they were normally expressed in mutant placentas (fig. S12A). The JZ contains the progenitors for invasive trophoblasts (*47*), and examination of the SpT marker *Mash2*/*Ascl2*, the GlyT marker *Pcdh12*, and the JZ marker *Tpbpa* (Fig. 4, A and B) revealed no significant changes in mutant placentas (Fig. 4I). We next performed an ISH analysis of *Prl2c2*, *Mash2*, *Pcdh12*, and *Tpbpa* transcripts on sections of E11.5 WT and *Gpr126*^Δ*7/*Δ*7*^ placenta. *Prl2c2* expression in invading SpA-TGCs revealed thinner spiral arteries in the decidua close to the JZ in *Gpr126*^Δ*7/*Δ*7*^ placentas, whereas expression in the C-TGCs appeared to be unaffected (fig. S12, B and C). The JZ marker *Tpbpa* (fig. S12, D and E) and the SpT marker *Mash2* (fig. S12, F and G) revealed normal structures in mutant placentas. At E11.5, *Mash2* was also transcribed in the labyrinthine trophoblasts (fig. S12, F and G). Wrapping of *Pcdh12*-positive GlyT cells around maternal spiral arteries was impaired in *Gpr126*^Δ*7/*Δ*7*^ placentas (fig. S12, H and I). As expected, *Gpr126* expression was abrogated in *Gpr126*^Δ*7/*Δ*7*^ mutant placentas (fig. S12, J and K), in agreement with the qRT-PCR data (Fig. 4I). *Gpr126*^Δ*7/*Δ*7*^placentas show down-regulation of *Prl7b1*, *Mmp9*, and the placental cathepsins *Cts7* and *Cts8*. Together, these observations suggest that Gpr126 supports the invasive behavior of TGCs and the remodeling of the uterine vasculature by controlling the expression of extracellular proteases.

### Placental *Gpr126* is essential for embryonic survival

To determine the requirement of *Gpr126* for placental development and embryonic survival, we crossed mice bearing the conditional *Gpr126^flox^* allele with the *Sox2^Cre^* driver line (*48*). Paternal inheritance of *Sox2^Cre^* drives recombination in epiblast cells and in the extraembryonic mesoderm that forms the fetal vasculature in the placental labyrinth, but not in trophoblast-derived cells or in the visceral yolk sac endoderm (*48*, *49*). In contrast, if *Sox2^Cre^* is transmitted from the mother, then Cre is active in both embryonic and extraembryonic tissues due to female germline expression of Sox2 (*50*). Therefore, progeny arising from a *Sox2^Cre^* transgenic female will have Cre activity, regardless of genotype.

We first introduced the *Sox2^Cre^* transgene paternally by crossing *Gpr126^fl/+^;Sox2^Cre/+^* males with *Gpr126^fl/fl^* females to produce embryonic-specific deletion of *Gpr126* while the trophoblast tissue was heterozygous for *Gpr126* (Fig. 5A). If defective placentation was the cause of *Gpr126*^Δ*7/*Δ*7*^ embryonic lethality, then we would expect survival of *Gpr126^KO/fl^;Sox2^Cre/+^* offspring after E13.5, a stage when the standard knockout is already dead. This was the case; 73% of *Gpr126^KO/fl^;Sox2^Cre/+^* mutants were viable beyond E13.5, and 64% survived to birth (table S1, sheet 10). However, these mutant pups were distinguishable by their smaller size and stiff joint contractures in the forelimbs and hindlimbs (Fig. 5B), resembling the phenotype of *Gpr126*^Δ*3*,*4/*Δ*3*,*4*^ mutants (fig. S8G). Histological analysis of mutant embryonic hearts at E16.5 revealed no morphological defects (Fig. 5, C to D″). Examination at postnatal stages (P1) also showed normal heart structure, but the hearts were smaller (Fig. 5, E to F″), likely because the mutant embryos were also substantially smaller overall. We next introduced the *Sox2^Cre^* transgene maternally, by crossing *Gpr126^fl/fl^* males with *Gpr126^fl/+^;Sox2^Cre/+^* females to generate animals lacking *Gpr126* in both embryonic and extraembryonic tissues, regardless of the presence of the *Cre* transgene (Fig. 5G) (*50*). In these crosses, the percentage of homozygous mutants (referred to as *Gpr126^KO/KO^*) was increased from 25 to 50%, and they phenocopied standard *Gpr126*^Δ*7/*Δ*7*^ mutant embryos and did not survive past E13.5 (table S1, sheet 11). These results indicate that Gpr126 is required for the development of the maternally derived extraembryonic tissues of the placenta. To support this finding, we investigated whether forced expression of *GPR126* in the epiblast, or in the epiblast and the placenta, could rescue the lethality of *Gpr126*^Δ*7/*Δ*7*^ mutants. For this, we introduced the *Sox2^Cre^* transgene paternally or maternally in crosses involving *R26-GPR126^GOF/GOF^;Gpr126*^Δ*7/+*^ and *Gpr126*^Δ*7/+*^*;Sox2^Cre/+^* animals to generate *R26-GPR126^GOF/+^;Gpr126*^Δ*7/*Δ*7*^*;Sox2^Cre/+^* embryos. Within the *Gpr126*^Δ*7/*Δ*7*^ mutant class, offspring inheriting *Sox2^Cre^* paternally would express *GPR126* only in the embryo, whereas maternal inheritance would allow *GPR126* expression also throughout the trophoblast-derived cells of the placenta (Fig. 5H). Paternal inheritance of *Sox2^Cre^* did not support survival of *R26-GPR126 ^GOF/+^;Gpr126* ^Δ*7/*Δ*7*^*;Sox2^Cre/+^* mutants beyond E13.5 (table S1, sheet 12), whereas maternal inheritance of *Sox2^Cre^* allowed survival of *R26-GPR126^GOF/+^;Gpr126*^Δ*7/*Δ*7*^*;Sox2^Cre/+^* pups to birth—regardless of the presence of the Cre transgene (table S1, sheet 13)—and prevented abnormal PNS-related phenotypes (not shown). These data demonstrate that the embryonic lethality of *Gpr126*^Δ*7/*Δ*7*^-null mutants is due to defective placenta formation resulting from loss of Gpr126 function in trophoblast cells.

**Fig. 5.**
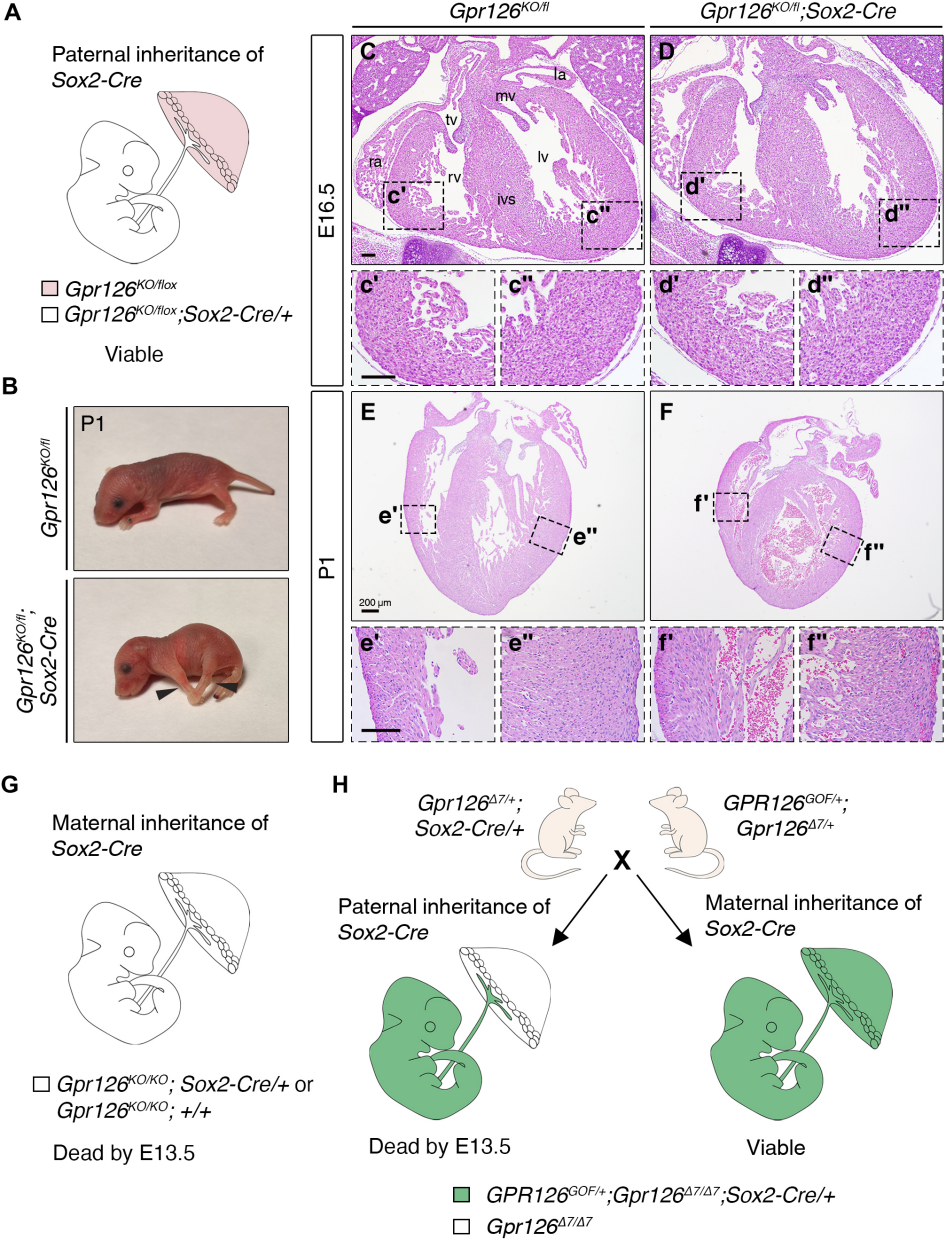
Dissection of embryonic and trophoblast-induced effects of *Gpr126* mutation. (**A**) Representation of the embryonic and extraembryonic genetic constitution of *Gpr126^fl/fl^;Sox2^Cre^* embryos when the *Sox2^Cre^* transgene is inherited paternally. Zygotic *Sox2^Cre^* expression deletes *Gpr126* in the embryo proper and in the embryonic component of the placenta (white). *Gpr126* is not inactivated in the maternal component of the placenta (pink). (**B**) Images of *Gpr126^KO/fl^* and *Gpr126^KO/fl^;Sox2^Cre^* mouse pups at P1. Arrowheads point to joint contractures in the forelimbs and hindlimbs of the mutants. (**C to F″**) H&E staining of transverse heart sections from *Gpr126^KO/fl^* and *Gpr126^KO/fl^;Sox2^Cre^* mutant embryos at E16.5 (C to D″) and P1 (E to F″). Bottom panels: High-magnification views of the right ventricle (′) and left ventricle (″) corresponding to the boxed areas in the main panels. Scale bars, 100 μm. (**G**) Representation of the embryonic and extraembryonic genetic constitution of *Gpr126^fl/fl^;Sox2^Cre^* embryos when the *Sox2^Cre^* transgene is inherited maternally. Note *Gpr126* inactivation in both the embryo proper and in the placenta. (**H**) Breeding strategy used to obtain *GPR126^GOF/+^;Gpr126*^Δ*7/*Δ*7*^*;Sox2^Cre/+^* embryos. The parental origin of the *Cre* transgene determines whether forced *GPR126^GOF^* expression (green) will take place only in the epiblast (paternal inheritance) or will be widespread in embryonic and extraembryonic tissues (maternal inheritance).

### *Gpr126*^Δ*7/*Δ*7*^ mutant placentas show maternal vascular abnormalities in the labyrinth and poorly remodeled spiral arteries

To address how Gpr126 contributes to placental development, we first examined the morphology of *Gpr126*^Δ*7/*Δ*7*^ mutant placentas at E11.5, before embryonic death occurs. Histological examination by hematoxylin and eosin (H&E) staining revealed grossly normal organization of the three main placental layers: the decidua basalis, the JZ, and the innermost labyrinth (fig. S13, A and B). High-magnification analysis revealed a similar intricately branched network of fetal and maternal blood spaces in the labyrinth (fig. S13, A′ and B′) but smaller decidual spiral arteries (fig. S13, A″ and B″) in mutant placentas.

Because the remodeling of maternal spiral arteries is critical to establish the definitive uteroplacental circulation (*51*), and key Spa-TGC markers were down-regulated in *Gpr126*^Δ*7/*Δ*7*^ mutant placentas, we then analyze the morphology and architecture of decidual spiral arteries in greater detail. We stained E11.5 WT and *Gpr126*^Δ*7/*Δ*7*^ mutant placentas with antibodies against endomucin to label maternal endothelial cells in the decidua and fetal endothelial cells in the labyrinth, α-smooth muscle actin (α-SMA) to mark unremodeled spiral arteries in the decidua and maternal canals in the labyrinth, and pan-cytokeratin to identify trophoblast cells. We detected strong cytokeratin staining in the JZ (Fig. 6, A and A′) and surrounding endomucin-positive but SMA-negative maternal spiral arteries in the decidua of the WT placenta (Fig. 6, A and A″). In contrast, *Gpr126*^Δ*7/*Δ*7*^ placentas show a severe reduction in trophoblast cells in both the JZ (Fig. 6, B and B′) and around the maternal spiral arteries. Consistent with this, strong endomucin and SMA staining were found in mutant spiral arteries, indicative of impaired remodeling (Fig. 6, B and B″). These results suggest that trophoblast invasion and spiral artery remodeling depend on Gpr126.

**Fig. 6.**
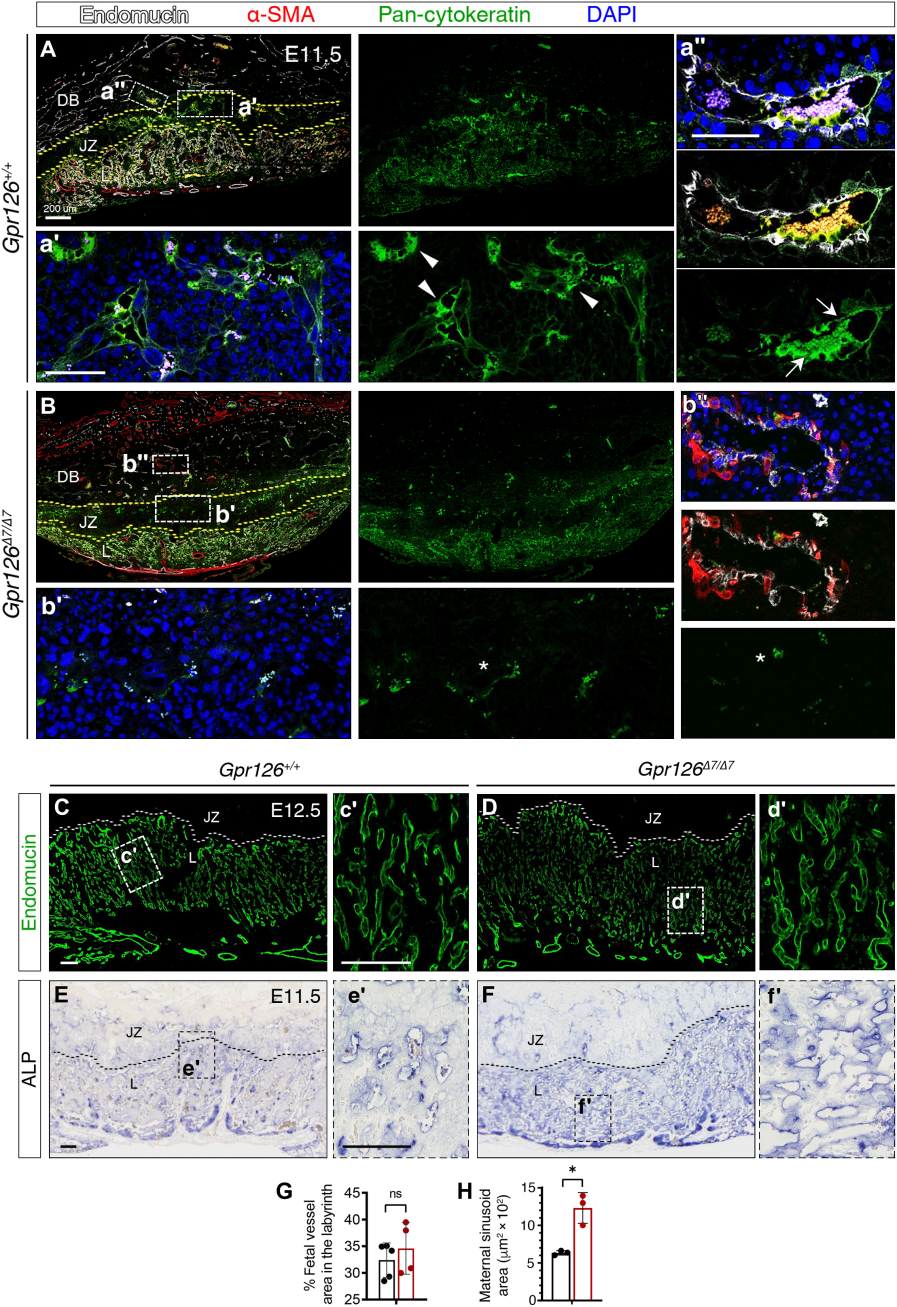
*Gpr126*^Δ*7/*Δ*7*^ mutant placentas show defective maternal spiral arteries remodeling and aberrant organization of maternal sinusoids in the labyrinth. (**A** to **B″**) E11.5 *Gpr126^+/+^* (A) and *Gpr126*^Δ*7/*Δ*7*^ (B) sagittal placental section immunostainings. Endomucin (white) labels maternal endothelial cells in the decidua basalis (DB) and fetal endothelial cells in the labyrinth (L); pan-cytokeratin (green) marks trophoblasts in DB, JZ, and L; α-SMA (red) detects unremodeled spiral arteries in DB and maternal canals in L. Sections were DAPI counterstained (blue). The yellow dotted lines delineate the borders of JZ with DB and L. (A′, A″, B′, and B″) High magnifications corresponding to boxed areas. Arrowheads in (A′) indicate pan-cytokeratin–positive trophoblasts in JZ; arrows in (A″) mark trophoblasts surrounding maternal spiral arteries in the proximal DB; asterisks in (B′ and B″) indicate reduced pan-cytokeratin expression. (**C** to **D′**) E12.5 *Gpr126^+/+^* (C) and *Gpr126*^Δ*7/*Δ*7*^ (D) sagittal placental sections. Endomucin immunostaining (green) in fetal endothelial cells of L. The white dotted lines delineate the JZ and L border. Boxed regions (C and D) are magnified in (′). (**E** to **F′**) ALP staining on E11.5 *Gpr126^+/+^* (E) and *Gpr126*^Δ*7/*Δ*7*^ (F) sagittal placental sections. Maternal blood sinusoids in L are detected by ALP activity of the syncytiotrophoblast layer. Black dotted lines delineate the JZ and L border. Boxed regions (E and F) are magnified in (′). (**G**) Quantification of fetal vessel area in relation to total placental L area in E12.5 *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ placentas. Data are means ± SD (*n* = 5 *Gpr126^+/+^* and 4 *Gpr126*^Δ*7/*Δ*7*^ placentas). Statistical significance: Unpaired Student’s *t* test. (**H**) Quantification of maternal sinusoid area in L of E11.5 *Gpr126^+/+^*and *Gpr126*^Δ*7/*Δ*7*^ placentas: Sinusoids are larger in mutant placentas. Data are means ± SD (*n* = 3 *Gpr126^+/+^* and 3 *Gpr126*^Δ*7/*Δ*7*^ placentas). Statistical significance: unpaired Student’s *t* test (*P < 0.05). Scale bars, 100 μm; otherwise, it is indicated.

The placental labyrinth is the site of nutrient and gas exchange between the maternal and fetal circulatory systems. Defective labyrinth formation is a leading cause of placental failure, fetal growth restriction, and death (*38*, *52*). The crucial role of the labyrinth layer in sustaining embryonic development, together with the detection of *Gpr126* expression in the S-TGCs within this tissue, prompted us to examine the labyrinth organization of *Gpr126*^Δ*7/*Δ*7*^ mutant placentas. Immunostaining for endomucin, which labels fetal endothelial cells, revealed an intricate vascular branching at E12.5 similar to control littermates (Fig. 6, C, D, and G). The size of trophoblasts-lined maternal sinusoids was evaluated by the endogenous ALP activity of the syncytiotrophoblast layer at the maternal-fetal interface (fig. S14G) (*53*). Maternal blood sinusoids were enlarged in mutant placentas (Fig. 6, E, F, and H), which may diminish the surface area available for material exchange between the maternal and fetal blood niches. To visualize the blood pools in the placental labyrinth, we injected the fluorescent dye rhodamine 123 into pregnant females and analyzed the fluorescence intensity derived from dye accumulation in E10.5 placentas, before embryonic death. *Gpr126*^Δ*7/*Δ*7*^ placentas showed increased blood accumulation in the labyrinth, leading to large opaque areas and lower fluorescence intensity (fig. S13, C to F and I). These results indicate that Gpr126 is required for the organization of the trophoblast-lined maternal sinusoid spaces.

To determine whether the exchange of gases between maternal and fetal blood was affected, we measured hypoxia in *Gpr126*^Δ*7/*Δ*7*^ placentas by hypoxyprobe staining. Pimonidazole immunostaining revealed the JZ as the main hypoxic area (*54*), together with the P-TGC layer and the decidua (fig. S14, A to B′). Comparison between control and *Gpr126*^Δ*7/*Δ*7*^ mutant placentas revealed no significant differences in staining intensity or distribution (fig. S14, C and D). We next assessed maternal-fetal nutrient transport by measuring expression of the Glut1 glucose transporter (*55*). At E12.5, Glut1 was ubiquitously expressed in the placenta (*56*, *57*), but protein levels were similar in control and mutants (fig. S14, E to F′). To measure transplacental passage efficiency, we injected pregnant females with the fluorescent dye rhodamine 123 and examined embryo fluorescence after 2 hours. Dye accumulation was similar in E11.5 *Gpr126*^Δ*7/*Δ*7*^ mutants and control siblings (fig. S14, G, H, and J). Similarly, qRT-PCR analysis revealed no effect on key genes expressed in the interhaemal membrane, the interface that mediates selective and bidirectional exchange between the fetal and maternal circulations (fig. S14, G and H) (*52*). These findings indicate that Gpr126 is required for the organization of the trophoblast-lined maternal sinusoid spaces during placental development but does not appear to influence transplacental transport capacity.

## DISCUSSION

aGPCRs form a large family of GPCRs essential for multiple biological processes. Lack of knowledge about the function of specific receptors has hampered their development as therapeutic drug targets. Here, we reveal a previously unknown role for Gpr126 in placental development. Earlier studies reported a requirement for Gpr126 in PNS and heart development in zebrafish and mice (*4*, *5*, *7*, *8*, *15*). However, our results demonstrate that cardiac abnormalities associated with global *Gpr126* inactivation are secondary defects arising from placental insufficiency, highlighting the existence of an essential placenta-heart axis (*58*, *59*). Our analysis of conditional loss- and gain-of-function mutant mice shows that heterozygous and homozygous *Gpr126* mutant embryos associated with *Gpr126*-null placentas die around E13.5, like global knockouts, whereas homozygous mutant embryos with a heterozygous placenta survive to birth. Moreover, restoring Gpr126 function in the placental trophoblast lineage is sufficient to rescue the embryonic lethality of homozygous mutants. We provide evidence for roles of Gpr126 in the organization of the maternal blood sinusoids in the labyrinth and on vascular remodeling in the decidua. The dispensability of Gpr126 for heart development is supported by our findings in zebrafish, showing that larvae homozygous for *gpr126* loss-of-function alleles have no trabeculation defects and survive to adulthood. We also show that the adhesive CUB and PTX domains within the NTF are dispensable for placentation but critical for PNS myelination.

In previous mouse studies, *Gpr126* exons 3 and 4 (2 and 3 in the original publication) were replaced with a 4.6-Kb β-geo-puromycin cassette, thus generating a null allele; 8% of homozygous carriers survived to birth, showing abnormal limb joint contractures and uncoordinated locomotion due to defective PNS myelination, and died postnatally (*15*). Our *Gpr126*^Δ*3*,*4/*Δ*3*,*4*^ mutants survive embryogenesis and recapitulate these limb joint contractures at birth. The *Gpr126*^Δ*3*,*4*^ allele encodes an mRNA that is likely translated into a shorter protein lacking the CUB and PTX domains. The survival of *Gpr126*^Δ*3*,*4/*Δ*3*,*4*^ mutants reveals a distinct Gpr126 domain dependence in the embryo proper and the placenta, with the Gpr126 CUB and PTX domains being essential for PNS myelination but dispensable for embryonic progression. The joint phenotype of *Gpr126*^Δ*3*,*4/*Δ*3*,*4*^ and *Gpr126^fl/fl^;Sox2^Cre/+^* mutants is reminiscent of the human disease AMC, defined by the presence of congenital joint contractures in two or more body regions and sometimes associated with fetal or neonatal death (*13*). Loss-of-function mutations in human *GPR126* have been identified in three consanguineous families affected by lethal AMC, providing the first evidence that *GPR126* mutations disrupt myelination in humans (*13*). AMC is thought to be related to decreased fetal movement in the uterus. It is conceivable that abnormal PNS development caused by *GPR126* abrogation could diminish fetal movement, resulting in congenital contractures. The *Gpr126*^Δ*3*,*4*^ mouse line could therefore be used to model AMC pathogenesis in humans. In this regard, although AMC patients have a normal life span (*60*), all fetuses and newborns carrying homozygous *GPR126* mutations were aborted or dead at birth, concurrent with intrauterine growth retardation or severe preeclampsia (*13*). Thus, the requirement for GPR126 in the placenta might be common to mice and humans, with its loss here causing fetal death, whereas disruption of GPR126 function in embryonic PNS development could lead to AMC. Confirmation of this hypothesis would open an avenue for future research and a future clinical application in preimplantation genetic diagnosis.

Despite the large number of *gpr126* mutant lines generated in zebrafish, no cardiac defects have been reported (*2*, *3*, *4*, *8*, *31*, *32*). The evidence for a role of gpr126 in zebrafish heart development is based on morpholino experiments, suggesting that the NTF signals to control trabeculation (*5*). Our *gpr126^bns341^* allele lacks exons 7 and 8, and a shorter *gpr126* mRNA was detected in mutants, suggesting the possible existence of a protein containing only the signal peptide, CUB, and PTX domains. Homozygous *gpr126^bns341^* larvae have ear defects but normal heart development, a phenotype resembling that of *gpr126^st86^* mutants that harbor a PTC codon in exon 7 (*3*). Likewise, we found no heart phenotype in homozygous *gpr126^bns342^* mutants, which lack the promoter and fail to transcribe *gpr126*. Recently, a mechanism termed transcriptional adaptation has been described in zebrafish, by which aberrant mRNA degradation triggers the up-regulation of a potential compensatory gene or genes able to provide normal function (*34*). However, neither the *gpr126^bns341^* allele, expressing a shorter mRNA, nor the “promoter-less” *gpr126^bns342^* allele, with no mRNA expression, would promote the up-regulation of potential compensatory genes. In either case, our data indicate that *gpr126* inactivation allows zebrafish development and survival.

Previous studies with *Gpr126* knockout mouse lines have shown that homozygous deletion leads to embryonic death associated with cardiac abnormalities. One study described thinning of the ventricular wall at E11.5 and suggested that ventricular function might fail under increased load (*7*). Another study reported ventricular wall and trabeculae thinning and aberrant mitochondrial function in *Gpr126*-deficient hearts and suggested that the endocardium communicates through Gpr126 to regulate metabolism, contractility, and trabeculation (*5*). However, there are no previous reports on the tissue-specific requirement for *Gpr126*. Our global and conditional knockout models both efficiently blocked *Gpr126* mRNA expression. The global *Gpr126*^Δ*7/*Δ*7*^ mutants (lacking exon 7 and with a PTC in exon 8) had thinner ventricular walls and trabeculae and were dead by E13.5; nevertheless, chamber patterning, cardiac metabolism, and cellular proliferation were unaffected. In the conditional *Gpr126^flox^* model (in which exon 7 is flanked by loxP sites), endocardium-specific *Gpr126* inactivation (*Gpr126*^*flox/*Δ*7*^ or *Gpr126^flox/flox^*) in the *Nfatc1^pan-Cre^* or the *Tie2^Cre^* lines did not recapitulate the cardiac defects observed in the global *Gpr126*^Δ*7/*Δ*7*^ mutants. In addition, *Gpr126* ablation in the early cardiogenic mesoderm with the *Mesp1^Cre^* driver did not disrupt development or viability, indicating that cardiac Gpr126 is not essential for embryogenesis. Last, death of *Gpr126*-null embryos could not be rescued by endothelium-specific *GPR126* expression, consistent with the notion that lethality is not due to defective development of the heart. Moreover, the normal ECG, echocardiography, and histology in *Gpr126^fl/fl^;Tie2^Cre^* hearts exclude a requirement for *Gpr126* in adult heart homeostasis. Together, these findings argue against a primary requirement of Gpr126 for heart development or function.

Our data support an extraembryonic requirement for Gpr126. First, *Gpr126* is expressed in the SpT and all TGC subtypes of the mouse placenta. Second, epiblast-specific deletion of *Gpr126* by paternally inherited *Sox2^Cre^* allows survival of homozygous mutant offspring (*Gpr126*^*flox/*Δ*7*^;*Sox2^Cre/+^*) with a *Gpr126* heterozygous placenta. In contrast, germline deletion of *Gpr126* via maternal inheritance of *Sox2^Cre^* leads to fully penetrant embryonic lethality. The idea that placental trophoblast defects cause death in *Gpr126*^Δ*7/*Δ*7*^-null embryos is also supported by the failure of GPR126 function restoration in the epiblast to rescue embryonic lethality; *GPR126*-expressing embryos associated with a *Gpr126*-deficient placenta are dead by E13.5, resembling global knockouts.

In the hemochorial placentas of humans and rodents, fetal vessels are lined by endothelial cells, whereas maternal blood spaces are built by invasive fetal trophoblast cells (*42*). *Gpr126*^Δ*7/*Δ*7*^ mutant placentas had abnormally enlarged maternal sinusoids, resulting in accumulation of maternal blood in the labyrinth. Moreover, they showed reduced expression of proteases involved in trophoblast invasion and maternal spiral artery remodeling (*Mmp9*, *Cts7*, and *Cts8*), concomitant with fewer trophoblasts in the JZ and around maternal spiral arteries. GlyTs were also abnormally distributed around decidual spiral arteries. Defective trophoblast invasion and spiral artery remodeling are key features of preeclampsia, and a recent study reported altered *GPR126* expression in preeclamptic human placentas (*61*). Preeclampsia manifests clinically as gestational hypertension, proteinuria, and vascular dysfunction. Given the relatively early embryonic lethality, *Gpr126*^Δ*7/*Δ*7*^ mutants likely die as a result of a severe disruption of the maternal vascular remodeling before clinical manifestations arise in the mother.

We propose that Gpr126 regulates the transcription of proteases involved in trophoblast invasion of the maternal decidua and maternal spiral artery remodeling during placental development (Fig. 7A). Mmp9 participates in the breakdown of collagen IV, the main component of the maternal basal membrane, and plays a critical role in decidual ECM remodeling and cell migration (*62*) (Fig. 7B). Cts8 mediates the loss of SMA in the vessel wall, thus facilitating the transformation of narrow high-resistance, low-flow vessels into dilated low-resistance, high-flow vessels that lack maternal vasomotor control (Fig. 7B). Through the secretion of various proteases, Spa-TGCs lastly replace the endothelial lining of maternal spiral arteries and acquire a pseudoendothelial phenotype (Fig. 7B) (*63*, *64*), resulting in increased blood flow to the developing embryo (*65*). A proportion of GlyT cells also invade the decidua from the JZ and congregate around the maternal spiral arteries (Fig. 7A) (*66*). *Gpr126* inactivation reduces the expression of *Mmp9* and *Cts8*, leading to weak trophoblast invasion, defective vascular remodeling, and impaired GlyT cell accumulation around the maternal spiral arteries (Fig. 7, C and D). Narrow high-resistance, nonremodeled vessels associate with high-perfusion blood pressure into the labyrinth and shear stress in the trophoblast layer, likely resulting in an enlargement of maternal blood spaces and aberrant labyrinth architecture (Fig. 7D). These defects compromise embryonic progression and might be involved in the onset of pregnancy diseases like preeclampsia. Our findings highlight the known connection between the placenta and the heart, referred to as the “placenta-heart axis” and based on the interdependence of the development of both organs and their requirement for common signaling pathways (*67*, *68*). The enlargement of the heart chambers and thinning of the ventricular walls observed in *Gpr126*^Δ*7/*Δ*7*^ embryos have been also described in other global knockout mice as secondary phenotypes linked to a primary placental requirement (*52*, *69*, *70*). Transcriptome profiling of *Gpr126*^Δ*7/*Δ*7*^ mutant ventricles revealed an enrichment in DEGs involved in angiogenesis and vasculature development. 

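Of 45 genes of vascular development, 8 were lower in the mutant ventricles, none was higher and 37 did not pass the threshold (11 lower and 3 higher when adjusted over the list alone). Beside Tmem100, the largest declines among those 8 were in Sema3a, Eng and Flt4. Flt4, a receptor for vascular endothelial growth factor C, was at 35.1 ± 2.56 CPM (SD, n = 4) in the mutant and 43.8 ± 1.93 CPM (SD, n = 4) in the wild type (log2 fold change -0.32, adjusted p = 0.0156 from limma). The growth factor Vegfa was at 0.38 (adjusted p = 0.23), Notch1 at -0.09 (adjusted p = 0.56) and Flt1 at 0.01 (adjusted p = 0.96), none past the threshold. The median log2 fold change of the list was -0.05 (camera adjusted p = 0.00175; adjusted p = 0.412 with an estimated correlation), and -0.0238 without mutant pool 4. The list was written after Table S3 had been read, and 2 of the 35 splits of the pools reached its camera p (exact permutation test, p = 0.0571). The call of Flt4 ended without wild-type pool 1 (adjusted p = 0.0689) or 3 (0.0627) and with a variance prior that does not follow expression (0.108).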

The endocardium senses and responds to blood flow during cardiac development and homeostasis (*71*). Hence, we suggest that transcriptional alteration of endocardial gene expression in *Gpr126*^Δ*7/*Δ*7*^ mice could be a mechanosensitive transcriptional response to altered placental hemodynamics in mutant placentas. Deficient remodeling of uterine spiral arteries can lead to increased resistance of placental vasculature and cardiac overload, thus increasing the mechanical force acting on the heart (*58*). aGPCRs are of ancient origin and are found across vertebrates (*72*). Their signaling versatility is reflected in the observation that although mammalian and fish Gpr126 have a conserved role in PNS myelination (*8*, *15*), mammalian Gpr126 has acquired a new function in mammals, related to spiral artery remodeling during placental development.

**Fig. 7.**
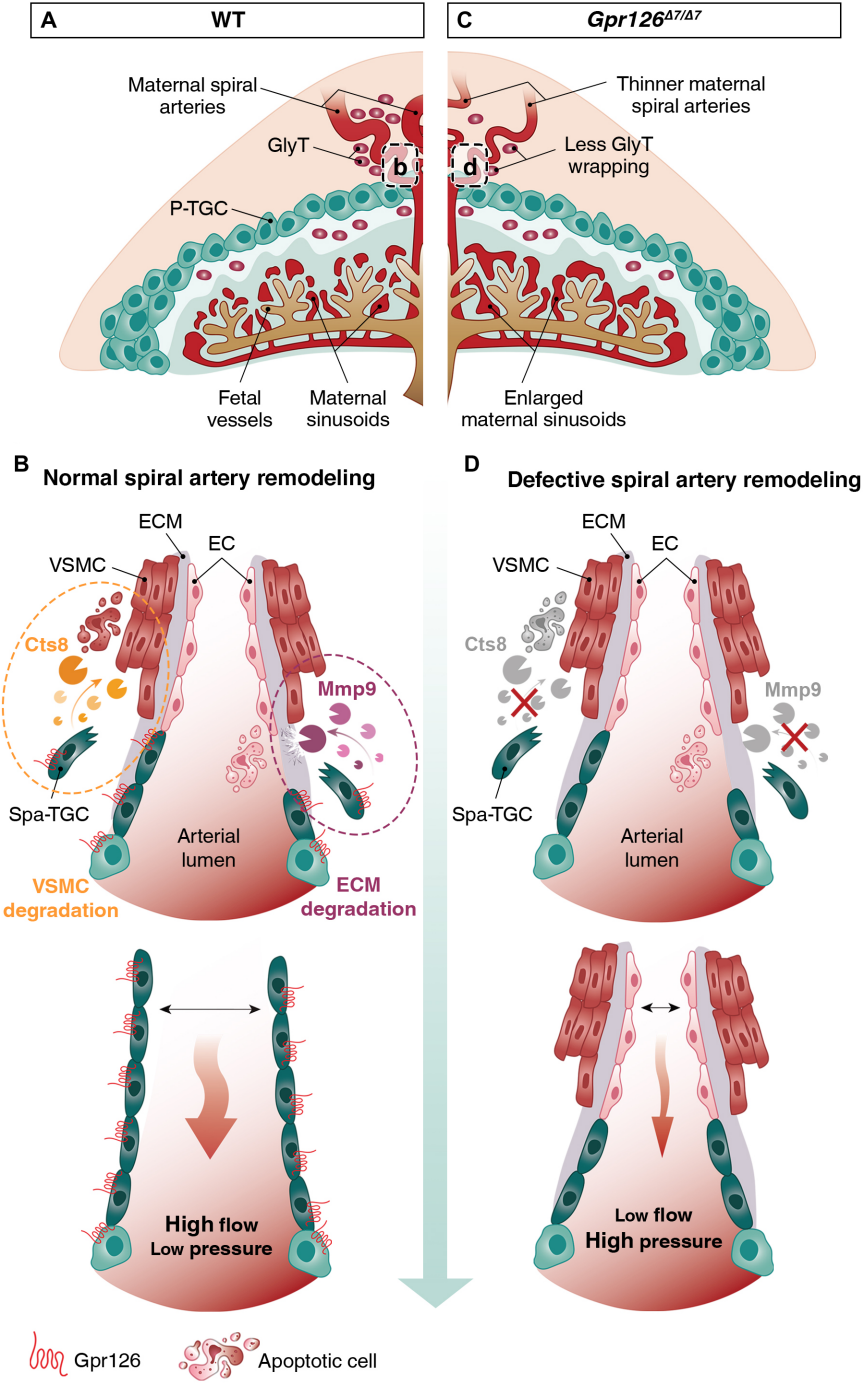
Model of Gpr126 function in the remodeling of the maternal vasculature of the mouse placenta. (**A** to **D**) Illustrations of an E12.5 WT (A) and a *Gpr126*^Δ*7/*Δ*7*^ (C) placenta. In a WT placenta (A and B), *Gpr126* endows TGCs with invasive behavior by regulating the production of *Mmp9*, together with the capacity to degrade vascular smooth muscle cells through the expression of *Cts8*. Both activities are required for uterine trophoblast invasion and vascular remodeling during placental development, through which Spa-TGCs replace the maternal endothelial lining and GlyTs congregate around spiral arteries, transforming the maternal spiral arteries from narrow high-resistance, low-flow vessels into dilated vessels, allowing higher blood flow at lower pressure. The *Gpr126*-null placentas (C and D) fail to express *Mmp9* and *Cts8*, thus impairing trophoblast migration and spiral artery adaptation. Fewer GlyTs wrapped around the unremodeled maternal spiral arteries. As a result of the altered uteroplacental hemodynamics, increased blood pressure triggers an enlargement of the maternal sinusoids. EC, endothelial cell; ECM, extracellular matrix; GlyT, glycogen trophoblasts; VSMC, vascular smooth muscle cell.

## METHODS

### Mice

Animal studies were approved by the Centro Nacional de Investigaciones Cardiovasculares (CNIC) Animal Experimentation Ethics Committee and by the Community of Madrid (ref. PROEX 118/15). All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enacted in Spanish law under Real Decreto 1201/2005. Mouse strains used in this study are as follows: *Gpr126*^Δ*3*,*4*^, *Gpr126*^Δ*7*^, *Gpr126^flox^*, *GPR126^GOF^*, *Tie2^Cre^* (*24*), *Nfatc1^pan-Cre^* (*23*), *Nkx2.5^Cre^* (*29*), *Mesp1^Cre^* (*25*), and *Sox2^Cre^* (*48*). The *Gpr126*^Δ*3*,*4*^, *Gpr126*^Δ*7*^, and *Gpr126^flox^* mouse lines were generated with CRISPR-Cas9 technology. *GPR126^GOF^* mice were generated by homologous recombination in mouse embryonic stem (mES) cells. cDNA encoding human *GPR126* was provided by Torsten Schöneberg’s laboratory (*9*). *GPR126* was cloned into a modified version of the *pROSA26-1* plasmid, preceded by a loxP-flanked *PGK-Neo^R^-STOP* cassette, and followed by an *IRES-EGFP* cassette (fig. S6A). Gene targeting, performed in G4 mES cells, was confirmed by Southern blotting with external 5′- and 3′-hybridization probes (fig. S6B). Mice were generated by injecting targeted cells into B6CRL blastocysts to generate chimeras that were then analyzed for germline transmission. The selected animals were backcrossed to the C57BL/6 background.

### Generation of *Gpr126* mouse mutants

CRISPR RNA (crRNA) sequences were designed with the CRISPOR-TEFOR online tool (http://crispor.tefor.net/crispor.py). The annealed two-part synthetic crRNA [Alt-R^R^ CRISPR-Cas9 crRNA, 2 nmol, Integrated DNA Technologies (IDT)] and tracrRNA (Alt-R^R^ CRISPR-Cas9 tracrRNA, 5 nmol, IDT, 1072532) were diluted in microinjection buffer [1 mM tris HCl (pH 7.5), 0.1 mM EDTA] and incubated with *Sp* Cas9 nuclease (IDT, 1081058). To generate the *Gpr126^flox^* line, two complementary and asymmetric single-stranded oligodeoxynucleotides (ssODNs) were designed according to the published guidelines (*73*) as custom synthetic genes (Megamer single-stranded Gene Fragments, IDT). The final component concentrations were crRNA and tracrRNA (0.61 pmol/μl), Cas9 protein (30 ng/μl), and ssODN (10 ng/μl). Sequences of the crRNAs and ssODNs used in this study and their genomic binding sites are listed in table S5 (sheet 1). Microinjections were performed at one cell–stage fertilized C57BL/6 mouse embryos (*74*). To generate the *Gpr126^flox^* line, microinjected zygotes were treated with RS-1 (7.5 μM) (*75*). Pups were screened for the targeted mutation or insertion by PCR analysis and sequencing, and the selected founders were backcrossed to the C57BL/6 background.

### Zebrafish

All experiments with zebrafish (*Danio rerio*, strain Tüb/AB) were performed in accordance with German and Spanish Animal Protection Laws approved by the regional governments’ animal protection committees. Zebrafish were raised and maintained under standard conditions. All experiments were performed on zebrafish embryos or larvae between 48 hpf and 5 dpf. Transgenic lines used in this study were *Tg(kdrl:Hsa.HRAS-mCherry)* (*35*) and *Tg(myl7:EGFP-Hsa.HRAS)* (*36*). The mutant zebrafish lines *gpr126^bns341^* and *gpr126^bns342^* were generated with CRISPR-Cas9 technology.

### Generation of *gpr126* zebrafish mutants

*gpr126* zebrafish mutants were generated using the CRISPR-Cas9 system. crRNA sequences were designed with the CRISPOR-TEFOR online tool, and those with higher specificity and efficiency scores were selected. To generate the *gpr126^bns341^* (*gpr126*^Δ*7*,*8*^) zebrafish line, one sense and one antisense oligonucleotide (10 μM) were annealed (5 min at 95°C and overnight at room temperature) and cloned into a Bsm BI [New England Biolabs (NEB), R0739]–digested pT7–guide RNA (gRNA) vector (Addgene, plasmid 46759) using T4 ligase (Promega, M1801) for 2 hours at room temperature. The gDNA template was linearized using Bam HI-HF (NEB, R3136S), purified using a Gel DNA Recovery kit (Zymo Research, D4001), and transcribed using the MEGAshortscript T7 Transcription Kit (Invitrogen, AMB13345) following the manufacturer’s instructions for 5 hours at 37°C. To generate the *gpr126^bns342^* (*gpr126^promoterless^*) zebrafish line, double gRNAs were designed to flank the region to be deleted (*76*). *gpr126*-specific oligonucleotides containing the T7 promoter sequence (5′-TAATACGACTCACTATA-3′), the 20-base target site without the protospacer adjacent motif (PAM) sequence, and a complementary region, were annealed to a constant oligonucleotide encoding the reverse complement of the tracrRNA tail (5 min at 95°C, slow cooling at room temperature, and 20 min at 4°C). The single-stranded DNA overhangs were filled in with T4 DNA polymerase (NEB, M0203), bovine serum albumin (BSA; NEB), and deoxynucleotide triphosphates (dNTPs) (10 μM) (Promega, U1511) for 20 min at 12°C. The resulting gRNA template was purified using a QIAquick nucleotide removal kit (QIAGEN, 28304), and in vitro transcription was performed as previously described. Sequences of the gRNAs and their genomic binding sites are listed in table S5 (sheet 1). Cas9 mRNA was transcribed from linearized pT3TS-nCas9n template (Addgene, plasmid 46757) using the mMESSAGE mMACHINE T3 kit (Invitrogen, AM1348) for 3 hours at 37°C according to the manufacturer’s instructions. The microinjection solution for the generation of mutant lines contained each gRNA (75 ng/μl; 2 for the *gpr126^bns341^* line and 4 for the *gpr126^bns342^* line), Cas9 mRNA (200 ng/μl), and phenol red in a final volume of 10 μl. The microinjection solution was injected into the yolk of zebrafish AB zygotes at the one-cell stage using a Narishige IM 300 microinjector. The injected embryos were genotyped at 24 hpf to examine the presence of deletions in the targeted regions. If the deletion was detected, then the embryos were grown to adults for founder identification.

### Genotyping

Mouse genomic DNA was extracted from tail-tip biopsies of weaned or adult mice or from the yolk sac or tail tip of embryonic or fetal samples. Zebrafish genomic DNA was extracted from clipped adult fins or from whole embryos. The primer sequences used for genotyping all mouse and zebrafish lines are listed in table S5 (sheet 2). To screen for mouse and zebrafish carriers, PCR products were sent for sequencing to the Eurofins LightRun Sequencing Service.

### Tissue processing, histology, and ISH

Mouse embryos, hearts, and placentas were fixed overnight at 4°C in 4% paraformaldehyde (PFA) (Electron Microscopy Sciences, 50980487). Adult hearts were perfused with heparin [5 U/ml in phosphate-buffered saline (PBS)] and fixed in 4% PFA for 48 hours at room temperature. All samples were dehydrated through a series of ethanol solutions of increasing concentrations and embedded in paraffin following standard protocols. Serial sections (7 μm) were distributed on several slides, such that each slide contained sections of several levels of the corresponding organ. Embryos used for WISH were washed in PBS containing 0.1% Tween 20 and dehydrated by washing in a methanol series of increasing concentrations. H&E, Masson’s trichrome, and periodic acid–Schiff staining were performed using standard procedures at the CNIC Histology Facility. ISH on paraffin sections and WISH were performed as described previously (*77*, *78*). Antisense RNA probes were designed to be exon spanning or complementary to the 5′UTR or 3′UTR sequences. Digoxigenin-labeled RNA probes were transcribed by in vitro transcription of T7 or Sp6 polymerase using the DIG RNA labeling mix (Roche, 11277073910) following the manufacturer’s instructions and purified using the Illustra AutoSeq G-50 Kit (Cytiva, 27534001). Primer sequences used for probe generation are listed in table S5 (sheet 3).

### Immunofluorescence

Paraffin sections (7 μm) were rehydrated. For antigen retrieval, sections were boiled for 15 min in 10 mM citrate buffer (Sigma-Aldrich, 25114; pH 6). If needed, endogenous peroxidases were quenched with 1% hydrogen peroxide solution (Sigma-Aldrich, H1009) in methanol for 40 min. Tissues were permeabilized with 0.3% Triton X-100 (Bio-Rad, 1610407) in PBS before blocking with 3% BSA (Sigma-Aldrich, A9418), 5% goat serum (Vector Laboratories, S-1000), 20 mM MgCl_2_, and 0.3% Tween 20 in PBS for 1 hour at room temperature. Sections were incubated with primary antibodies overnight at 4°C, followed by 1 hour of incubation at room temperature with a fluorescent dye–conjugated secondary antibody. 5-Bromo-2′-deoxyuridine (BrdU) and pimonidazole stainings were performed using Tyramide Signal Amplification Plus Fluorescein (PerkinElmer, NEL741B001KT) for 3 min at room temperature according to the manufacturer’s instructions. Samples were incubated with Alexa Fluor 647–conjugated Isolectin GS-IB4 from *Griffonia simplicifolia* (Thermo Fisher Scientific, I32450) and rhodamine-conjugated wheat germ agglutinin (WGA) (Vector Laboratories, RL-1022) in PBS (1:200) for 2 hours at room temperature before 4′,6-diamidino-2-phenylindole (DAPI) counterstaining. Slides were mounted in Fluoromount (Southern Biotech, 0100-01) for imaging. All antibodies used are listed in table S5 (sheet 4).

### Quantitative reverse transcription PCR (qRT-PCR)

Mouse embryos, hearts, and placentas were dissected in ice-cold PBS, mixed with TRI Reagent Solution (Invitrogen, AM9738) containing steel beads, and homogenized for 5 min at 50 Hz using a TissueLyser LT Adapter (QIAGEN, 85600). Total RNA was purified using the direct-zol RNA MiniPrep kit (Zymo Research, R2051). cDNA was obtained from 1 μg of total RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814). Zebrafish embryos were homogenized in TRI Reagent Solution using a NextAdvance Bullet Blender Homogenizer (Scientific Instrument Services), and RNA was isolated by phenol-chloroform extraction. cDNA was obtained from 600 ng of total RNA using the Maxima First-Strand cDNA synthesis kit (Thermo Fisher Scientific, K1641). Two to five biological replicates and three technical replicates were performed for mouse gene expression analysis. One to three biological replicates and three technical replicates were performed for zebrafish gene expression analysis. The primer sequences used for qRT-PCR are listed in table S1 (sheet 5). Real-time PCRs were performed using Power SYBR Green PCR Master Mix (2×) (Applied Biosystems, 4367659) in a total reaction volume of 10 μl. For mouse samples, qPCR was performed at the CNIC using an ABI PRISM 7900HT FAST Real-Time PCR System (Applied Biosystems). For zebrafish samples, qPCR was performed using a CFX Connect Real-Time System (Bio-Rad). Relative expression levels were calculated using comparative Ct values after normalizing to the geometric mean of internal control genes (*Gapdh* or β*-actin* for mouse samples and *rpl13a* for zebrafish). Relative gene expression data were analyzed using the 2^−ΔΔCT^ method (*79*). Statistical comparisons were made by two-tailed unpaired Student’s *t* test in GraphPad Prism version 8, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### RNA-seq analysis

E12.5 ventricles were collected from embryonic hearts after removal of the atria and the valve region in sterile ice-cold PBS. Four pools of *Gpr126^+/+^* and *Gpr126*^Δ*7/*Δ*7*^ embryonic ventricles (four ventricles per pool) were placed in TRI Reagent Solution containing steel beads and homogenized with a TissueLyser LT Adapter for 5 min at 50 Hz. RNA was extracted with the PicoPure RNA Isolation kit (Applied Biosystems, KIT0204). RNA integrity was verified with an Agilent 2100 Bioanalyzer instrument (Agilent Technologies). cDNA libraries were prepared using the NEBNext Ultra RNA Library preparation kit (NEB). Libraries were sequenced on a HiSeq 2500 system (Illumina) to generate 60-base single reads. Next-generation sequencing (NGS) experiments were performed at the CNIC Genomics Unit. Sequenced reads were quality control filtered and preprocessed using Cutadapt v1.6 (*80*) to eliminate adaptor remains. The resulting reads were mapped against the mouse transcriptome (GRCm38 assembly, Ensembl release 70) and quantified using RSEM (RNA-Seq by Expectation Maximization) v1.2.3 (*81*). Differential gene expression was analyzed using the Bioconductor EdgeR package (*82*). One global knockout sample was classified as an outlier on the basis of multidimensional scaling plots produced during the pipeline output and was discarded. Only genes expressed at a minimal level of 1 count per million in at least two samples were considered for differential expression analysis. Changes in gene expression were considered significant if associated with a Benjamini-Hochberg adjusted *P* value <0.05 (table S2). NGS data analysis was performed by the CNIC Bioinformatics Unit. For the set of DEGs, GO, and Kyoto Encyclopedia of Genes and Genomes, pathway enrichment analyses were performed in GO-Elite (www.genmapp.org/go_elite/; 1.2.5, EnsMart77Plus database version) (*83*) with a permuted *P* value cutoff <0.05 (table S3). Bar charts representing the *z* score values of the terms belonging to the “biological processes” category were generated with GraphPad Prism version 8.

### Accession number

Data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE166903.

### Sequence similarity analysis of mouse and zebrafish *gpr126* loci

Sequence similarity was analyzed using the Bioinformatics and Deep Sequencing Platform in the MPI-HLR, as described in (*34*). To identify similarity to query nucleotide sequences of zebrafish *gpr126* (ENSDARG00000054137) (table S4, sheet 1) and mouse *Gpr126* (ENSMUSG00000039116) (table S4, sheet 2), the longest respective transcripts were selected (ENSDART00000145927 and ENSMUST00000041168.5, respectively) and compared with the whole genome using BLASTn (*84*). Genes were considered similar to the query gene when a partial match was identified inside the target gene body or the promoter region (2 kb upstream of the transcription start site). Several alignment parameters were surveyed to identify the optimal degree of similarity: alignment length, bit score (the combination of alignment quality and length), and *E* value (the probability that the match resulted by chance, when considering the whole target database). Thresholds were established as follows: from 21 onward for alignment length, from 40 to 100 for the bit score, and from 5 × 10^−15^ to 5.5 for the *E* value. These thresholds translate into local nucleotide sequence alignments ranging from 21 to 273 nucleotides in length and 71.06 to 100% identity.

### BrdU, pimonidazole, and rhodamine 123 injections

Pregnant *Gpr126*^Δ*7/+*^ females were intraperitoneally injected with 300 μl of BrdU (BD Pharmigen, 550891) at 10 mg/ml, 2 hours before sacrifice. Rhodamine 123 (Sigma-Aldrich, R8004) was injected subcutaneously (1 μg/g of body weight) into pregnant mice 20 min before sacrifice. The Hypoxyprobe-1 Plus Kit (Chemicon, HP2-100) was used according to the manufacturer’s instructions. The hypoxia marker pimonidazole hydrochloride (PIMO) was injected intraperitoneally (60 mg/kg of body weight) into pregnant mice 30 min before sacrifice.

### Zebrafish embryo preparation for live imaging

Zebrafish embryos were treated from 28 hpf onward with phenylthiourea (Sigma-Aldrich, P7629) to avoid pigmentation and dechorionated just before live imaging using pronase (30 mg/ml) (Sigma-Aldrich, P6911).

### Microscopy and confocal imaging

Whole-mount images were acquired with a Leica MZFL III binocular microscope coupled to an Olympus DP 71 CCD camera and Olympus cellSense software. Bright-field images were obtained with an Olympus BX51 Microscope and Olympus cellSense software. Confocal images were acquired with a Nikon A1R confocal microscope. For in vivo confocal imaging, zebrafish embryos and larvae were mounted and anaesthetized in 1% low-melting agarose (Sigma-Aldrich, A9414) containing 0.2% (w/v) tricaine on glass-bottom dishes. *Z*-plane images were obtained with a spinning disc confocal microscope (Zeiss, CSU-X1 Yokogawa) fitted with a 40× [1.1 numerical aperture (NA)] water immersion objective. The optical section thickness was 1 μm. Three nonconsecutive single-plane images per larvae were taken using a Zeiss LSM780 confocal microscope and a 40× (1.1 NA) water immersion objective. Confocal data were processed with ZEN 2012 software (black edition), and images were analyzed with ImageJ.

### Quantification of cardiac cell proliferation

Cell proliferation in mouse embryonic hearts was assessed by BrdU incorporation. BrdU-positive cells were detected by immunofluorescence following the protocol described in (*85*). ImageJ was used to count total cells and BrdU-positive cells in the compact myocardium, trabecular myocardium (counterstained with α-SMA), and endocardium [counterstained with ETS-related gene (ERG)] in six nonconsecutive sections (three from the right ventricle and three from the left ventricle) from five embryos of each genotype using the ImageJ software. Statistical comparisons were by unpaired two-tailed Student’s *t* test, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### Quantification of hypoxia

Confocal images were binarized by splitting color channels, and mean PIMO intensity was calculated with ImageJ. PIMO-positive areas were selected using the “Otsu dark” intensity threshold (578, 4095), total placental area was selected manually using DAPI staining, and the ratio between them was calculated. Two nonconsecutive sections were measured per placenta. Statistical comparisons were by unpaired two-tailed Student’s *t* test, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### Quantification of the zebrafish ear area

Ear cross-sectional area was calculated from the perimeter drawn with ImageJ. Statistical comparisons were by unpaired two-tailed Student’s *t* test in GraphPad Prism version 8, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### Quantification of maternal and fetal blood space surface areas

To quantify maternal and fetal blood spaces, confocal images were binarized by splitting color channels with ImageJ and selecting the endomucin-containing channel (fetal vessel area) or the WGA-containing channel (maternal sinusoid area). The contrast was enhanced (14% saturated pixels for endomucin and 100% for WGA), and the Gaussian Blur filter was applied (Sigma 1.5 for endomucin; 2 for WGA). The placental labyrinth was selected manually and thresholded (“RenyiEntropy” 524, end), and the total area was measured. The endomucin-positive area was digitally identified and measured by selecting the RenyiEntropy threshold (0, 14,000). The largest black spaces in the labyrinth (corresponding to maternal sinusoids) were digitally identified and measured by selecting the Otsu threshold (0, 12,000). The percentage of fetal vessels (endomucin positive) in the labyrinth was obtained by calculating the ratio of the endomucin-positive area to the labyrinth area. The percentage of maternal sinusoids (dark lacunae) in the labyrinth was obtained by calculating the ratio of the lacunae area to the labyrinth area. Two nonconsecutive sections were measured per placenta. Statistical comparisons were by unpaired two-tailed Student’s *t* test in GraphPad Prism version 8, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### ALP activity and quantification

For comparison of the maternal sinusoid size within the labyrinthine layer, placental sections processed for ALP activity were analyzed. Placentas were dissected on E11.5, fixed in 4% PFA (in PBS), paraffin embedded, and serially sectioned. Dewaxed sections were incubated with BM-Purple substrate (Merck) for 30 min at room temperature in the dark according to (*86*). The cross-sectional area of the maternal sinusoids was measured with Fiji, delineating the sinusoid with a freehand tool and automatically quantified.

### Quantification of rhodamine 123 fluorescence intensity

Rhodamine 123 fluorescence intensity was quantified with ImageJ. Epifluorescence images were converted to 8-bit grayscale, the sample was manually delineated, and mean intensity was calculated. Statistical comparisons were by unpaired two-tailed Student’s *t* test in GraphPad Prism version 8, and differences were considered statistically significant at *P* < 0.05. Data are presented as means ± SD.

### Electrocardiography

ECGs were recorded in anaesthetized mice as previously described (*87*). Briefly, mice were placed supine on a temperature-controlled surface and were anaesthetized with 1.5 to 2% isoflurane. Four-needle electrodes were inserted subcutaneously in the limbs. ECGs were acquired with a MP36R Biopac Systems and analyzed offline with LabChart7 software (AD Instruments, Australia). A high-pass filter setting of 0.5 Hz was applied to remove baseline wander with a bidirectional filtering strategy. The PR interval was measured from the beginning of the positive deflection of the P wave to the peak of the R wave; the QRS interval was measured from the start of the Q wave to the point where the S wave crosses the isoelectric line; and the QTc interval was measured from the start of the Q wave to the point where the T wave reaches 90% of the decline, including correction for RR intervals according to Bazett’s formula for mouse ECGs (*88*). All intervals were calculated as the mean of ~450 ECG measurements. The following formulae were used to calculate short-term QT variability markers such as QT variance (QTvar), the SD of the QT intervals (SDqt), short-term variability of the QT intervals (STVqt), QT variance normalized for mean QT interval (QTVN), QT variability index (QTVI_HR_), and the root mean square of the successive QT interval differences (RMSSDqt)

**Table:** 

**Qtvar** $\frac{1}{n-1}\sum_{i=1}^{n}{\left(QT_{i}-\text{QTm}\right)}^{2}$	**SDqt** $\sqrt{\text{QTvar}}$	**STVqt** $\sum_{i=1}^{n}\frac{|QT_{i+1}-QT_{i}|}{n\sqrt{2}}$
**QTVN** $\frac{\text{QTvar}}{QT_{m}^{2}}$	**QTVI**_**HR**_ log10[(QTvar∕QTm2)(HRvar)HRm2¯]	**RMSSDqt** $\sqrt{\frac{1}{n-1}\sum_{i=1}^{n-1}{\left(QT_{i+1}-QT_{i}\right)}^{2}}$

Results are presented as the means ± SD for 31- to 36-week-old *Gpr126^fl/fl^;Tie2^+/+^* mice (four males and three females) and *Gpr126^fl/fl^;Tie2^Cre/+^* mice (five males and nine females). Statistical significance was determined by unpaired Student’s *t* test subjected to Welch’s correction. To allow for repeated sample assessments, data were analyzed with multilevel mixed-effects models. Differences were considered statistically significant at *P* < 0.05.

### Echocardiography

Cardiac function, chamber dilatation, and wall thickness were analyzed in 10- to 12-month-old mice by transthoracic two-dimensional (2D) and M-mode echocardiography. Measurements were carried out by a blinded operator using a high-frequency ultrasound system with a 30-MHz probe (Vevo 2100, VisualSonics Inc.). For ultrasound scans, mice were placed on a heating pad and kept under light anesthesia with isoflurane adjusted to obtain a target heart rate of 500 ± 50 bpm. Left ventricular (LV) ejection fraction and LV end-diastolic volume were obtained from the long-axis view, and LV posterior wall in diastole was obtained from the short-axis view. Right ventricular systolic function was assessed indirectly from the tricuspid annular plane systolic excursion and estimated from maximum lateral tricuspid annulus movement obtained from a 2D four-chamber apical view. Images were analyzed offline by an expert using the Vevo 2100 Workstation software. From these images, cardiac output, stroke volume, and LV mass were calculated. These measurements were normalized by the tibial length of each mice.

### Statistical analysis

Sample sizes, statistical tests, and *P* values are specified in the corresponding figure legends and subsections of Methods. Statistical analyses were performed, and graphical representations were prepared in GraphPad Prism version 8. All statistical tests were performed using two-tailed unpaired Student’s *t* tests (subjected to Welch’s correction in Fig. 4A), and numerical data are presented as means ± SD (*P < 0.05, **P < 0.01, and ***P < 0.001). No statistical method was used to predetermine sample size.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Adhesion G protein–coupled receptor Gpr126/Adgrg6 is essential for placental development
**Source:** Sci Adv. 2021 Nov 12;7(46):eabj5445. doi: 10.1126/sciadv.abj5445
**Supplement:** Supplementary file 1 — Figs. S1 to S14

Supplementary Materials for
**Adhesion G protein–coupled receptor Gpr126/Adgrg6 is essential for
placental development**

Rebeca Torregrosa-Carrión, Rebeca Piñeiro-Sabarís, Marcos Sigüero-Álvarez,
Joaquín Grego-Bessa, Luis Luna-Zurita, Vitor Samuel Fernandes, Donal MacGrogan,
Didier Y. R. Stainier, José Luis de la Pompa*

Published 12 November 2021, *Sci. Adv.* 7, eabj5445 (2021)
DOI: [10.1126/sciadv.abj5445](https://doi.org/10.1126/sciadv.abj5445)

The PDF file includes:

Figs. S1 to S14

Other Supplementary Material for this manuscript includes the following:

"Vcdrgu"U3"q"U7
Source data

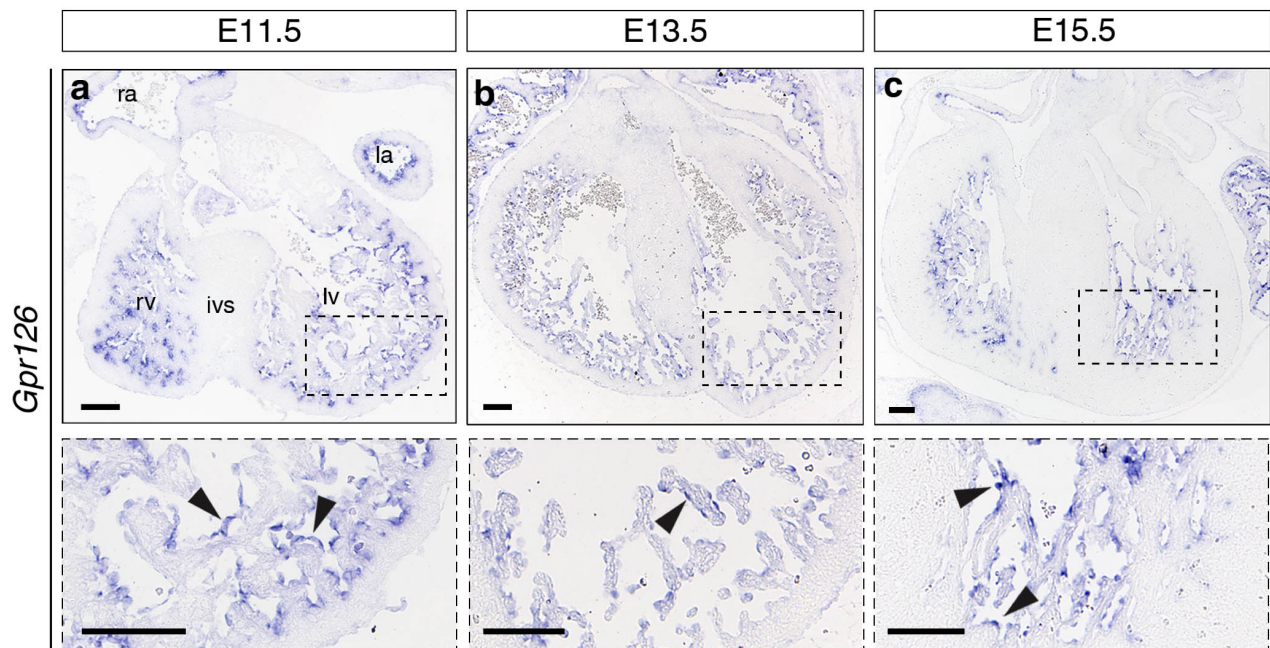

Torregrosa et al_Supplementary Figure 1

Supplementary Figure 1. *Gpr126* is expressed in the chamber endocardium during heart development. (a-c) ISH of *Gpr126* in transverse heart sections from WT embryos at E11.5 **(a)**, E13.5 **(b)**, and E15.5 **(c)**. Arrowheads indicate expression confined to the endocardium. Scale bars, 100 μ m. ivs, interventricular septum; la, left atrium; lv, left ventricle; ra, right atrium; rv, right ventricle.

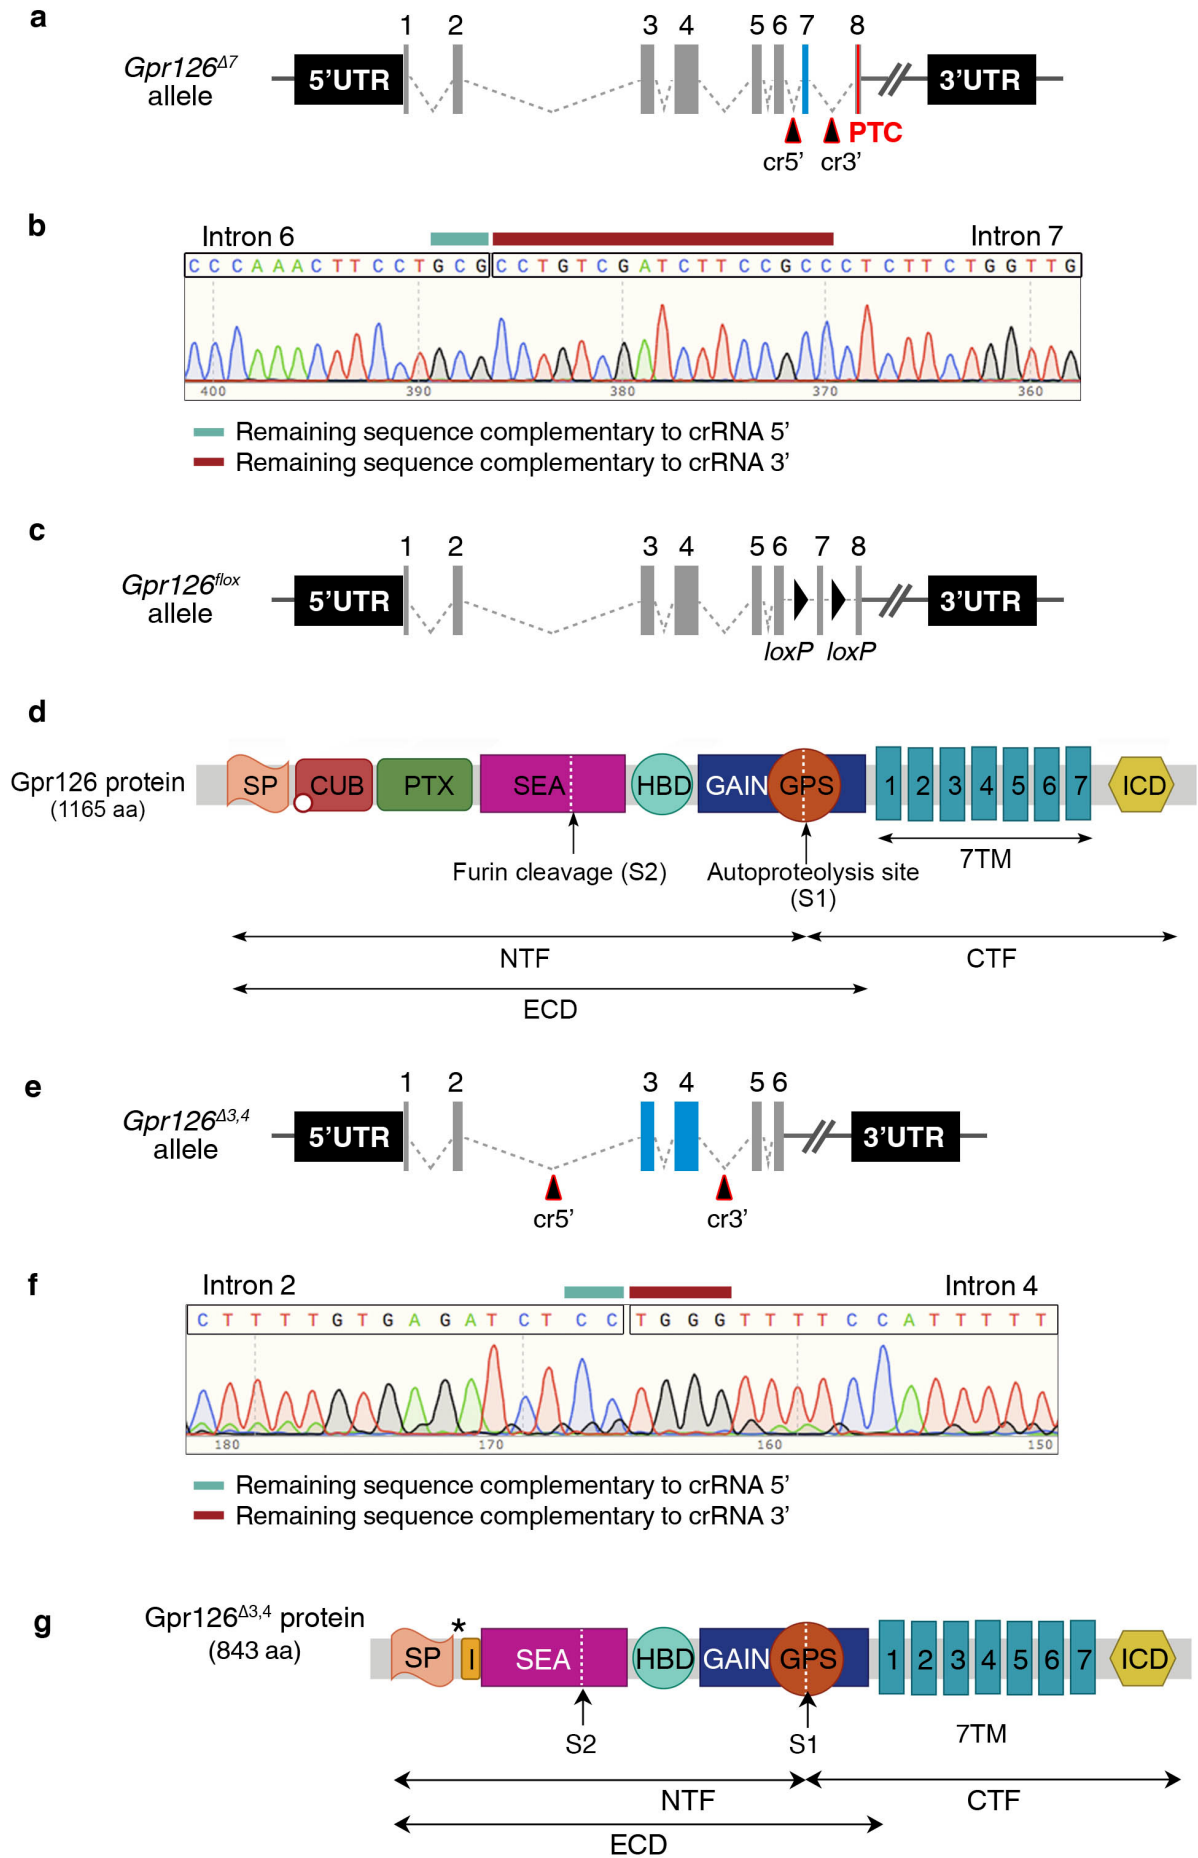

Torregrosa et al_Supplementary Figure 2

Supplementary Figure 2. Generation of mouse *Gpr126* mutant lines using CRISPR-Cas9. (a) Scheme of the mouse *Gpr126* locus and the 2 crRNA (5' and 3') target sites in introns 6 and 7, designed to generate the *Gpr126*^{Δ7} mutant allele. The deletion of exon 7 (shown in blue) leads to a PTC in exon 8 (red). Grey boxes depict exons, dashed grey lines introns. (b) Chromatogram of sequencing data from F1 heterozygous *Gpr126*^{Δ7/+} mice, showing deletion of exon 7. (c) Scheme of the conditional *Gpr126*^{fllox} mutant allele, in which exon 7 is flanked by two loxP sites. (d) Gpr126 protein structure: The S2 (furin) and S1 (autoproteolysis) cleavage sites are indicated by white dashed lines. The white circle in the CUB (complement C1r/C1s, Uegf, and Bmp1-epidermal growth factor) domain depicts a calcium-binding site. SP, signal peptide; PTX, pentraxin domain; SEA, sperm protein, enterokinase and agrin domain; HBD, hormone-binding domain; GAIN, G protein-coupled receptor autoproteolysis-inducing domain; GPS, G protein-coupled receptor proteolytic site; 7TM, type II seven-transmembrane domain; ECD, extracellular domain; ICD, intracellular domain; NTF, N-terminal fragment; CTF, C-terminal fragment. (e) Diagram showing the 2 crRNA (5' and 3') target sites in introns 2 and 4 of the mouse *Gpr126* locus used to generate the *Gpr126*^{Δ3,4} mutant allele. Targeted exons 3 and 4 are shown in blue. (f) Chromatogram of sequencing data from F1 heterozygous *Gpr126*^{Δ3,4/+} mice, showing deletion of exons 3 and 4. (g) Structure of the hypothetical truncated Gpr126^{Δ3,4} protein. The asterisk marks the absence of the CUB and PTX domains. Abbreviations as in (d).

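Exon 7 of Adgrg6 spans 14448818 to 14448870 on chromosome 10 of GRCm38, in a coding transcript of 25 exons and 6507 bp. It is 53 bp long and makes up 0.815% of that transcript. Its length leaves a remainder of 2 when divided by 3, so that the frame shifts when it is left out. In the transcript without it, the first stop codon in frame lies in exon 8.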

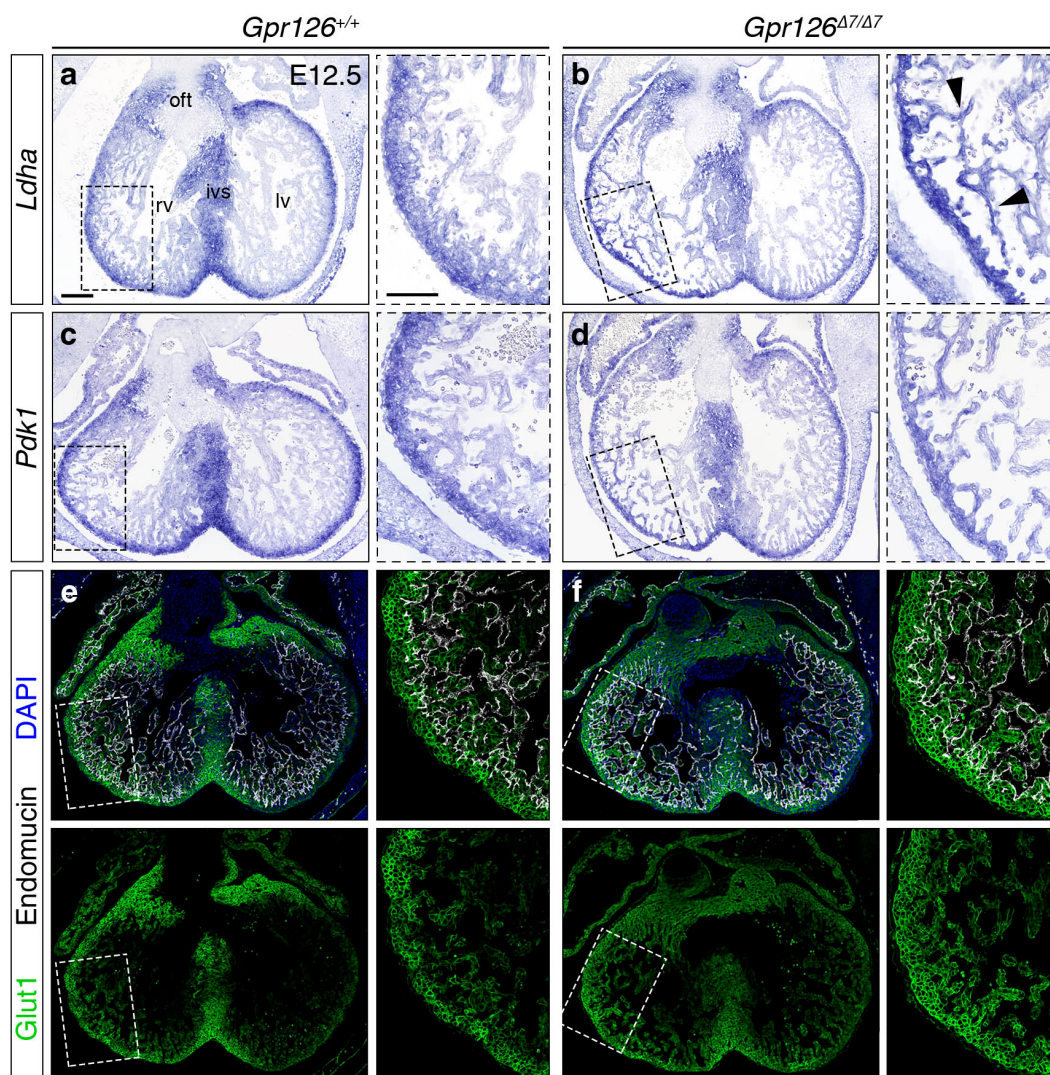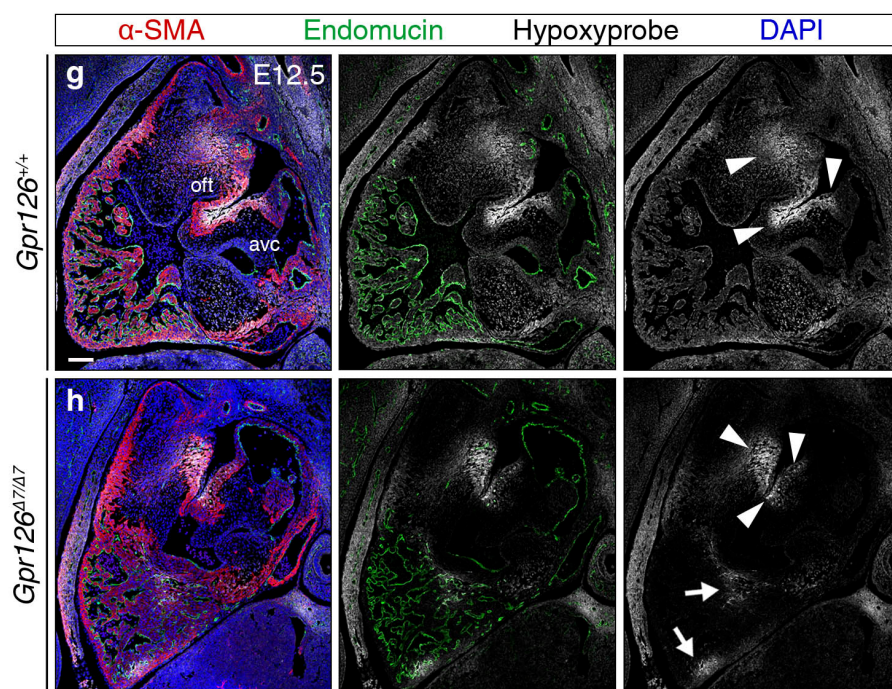

Torregrosa et al_Supplementary Figure 3

Supplementary Figure 3. Cardiac metabolism and hypoxic levels are unaffected in *Gpr126*^{Δ7/Δ7} mutant embryonic hearts. (a-d) ISH analysis of the glycolytic enzymes *Ldha* (a,b) and *Pdk1* (c,d) in heart sections of E12.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} embryos. Arrowheads in (b) indicate *Ldha* expansion to trabeculae in the right ventricle of the mutant embryo. (e,f) Immunostaining for GLUT1 (green), the endocardium endomucin marker (white), and the nuclear counterstain DAPI (blue) in E12.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} heart sections. Magnified views of boxed areas are shown on the right. (g,h) Hypoxypromoter labelling of E12.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} hearts. Sagittal heart sections were stained for hypoxypromoter (white, revealing hypoxic regions), alpha-smooth muscle actin to counterstain the myocardium (α-SMA) (red), endomucin (green), and DAPI (blue). Arrowheads highlight the hypoxypromoter signal in the outflow tract myocardium; arrows indicate the hypoxypromoter signal in the interventricular septum. Scale bars, 100 μm. avc, atrioventricular canal; ivs, interventricular septum; lv, left ventricle; oft, outflow tract; rv, right ventricle.

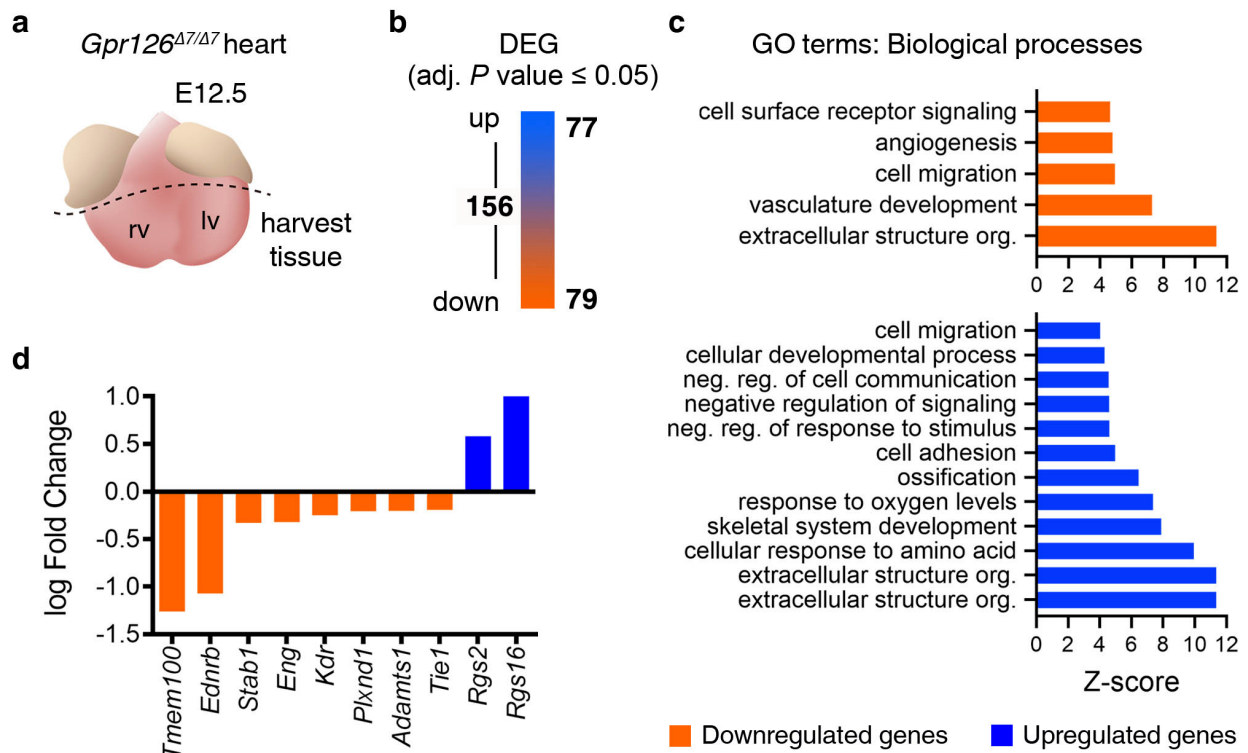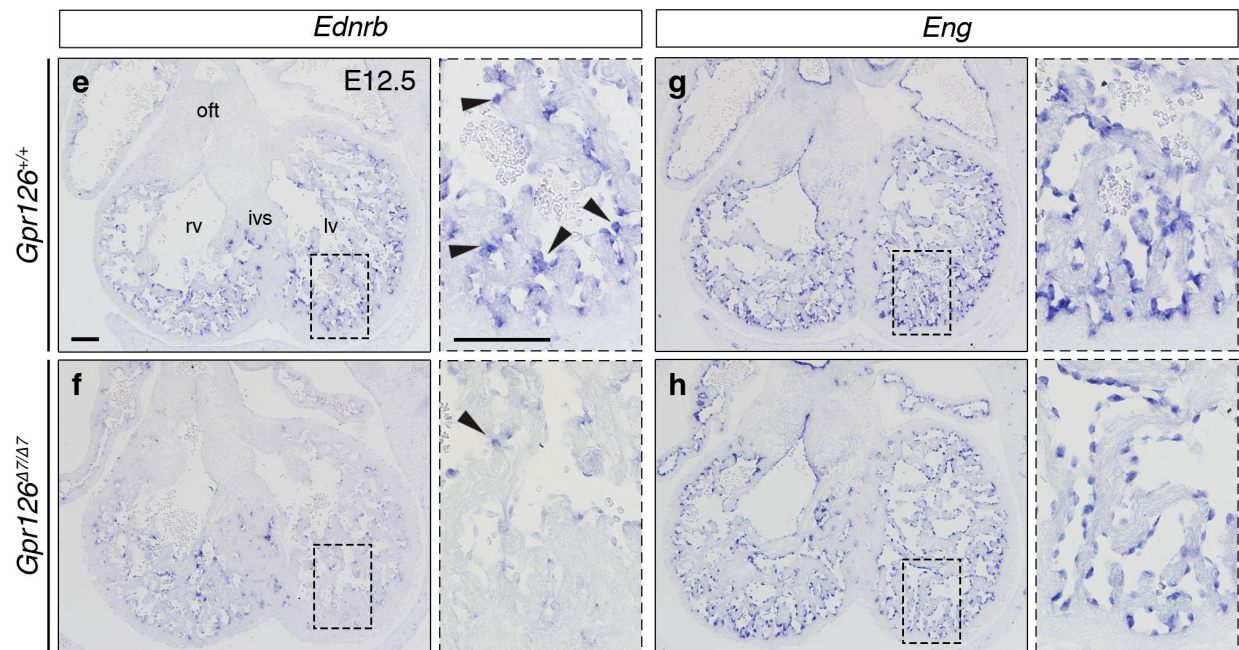

Torregrosa et al_Supplementary Figure 4

Supplementary Figure 4. Disruption of cardiac Gpr126 signalling affects processes related to vasculature development. (a) Cartoon illustrating the dissection of E12.5 heart ventricles (dotted line). (b) Chart showing the total number of differentially expressed genes (DEGs) detected by RNA-seq analysis in *Gpr126*^{Δ7/Δ7} ventricles ($P < 0.05$). Blue indicates upregulated genes, orange downregulated genes. (c) GO enrichment analysis of downregulated genes (orange) and upregulated genes (blue). (d) Graph of log-fold change (logFC), showing the downregulation of endothelial and endocardial genes (orange) and the upregulation of regulators of G-protein signalling genes (*Rgs*). (e-h). ISH analysis of *EdnrB* (e,f) and *Eng* (g,h) in E12.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} hearts. Arrowheads indicate gene expression in the endocardium. Boxed areas are magnified on the right. Scale bars, 100 μm. ivs, interventricular septum; lv, left ventricle; oft, outflow tract; rv, right ventricle.

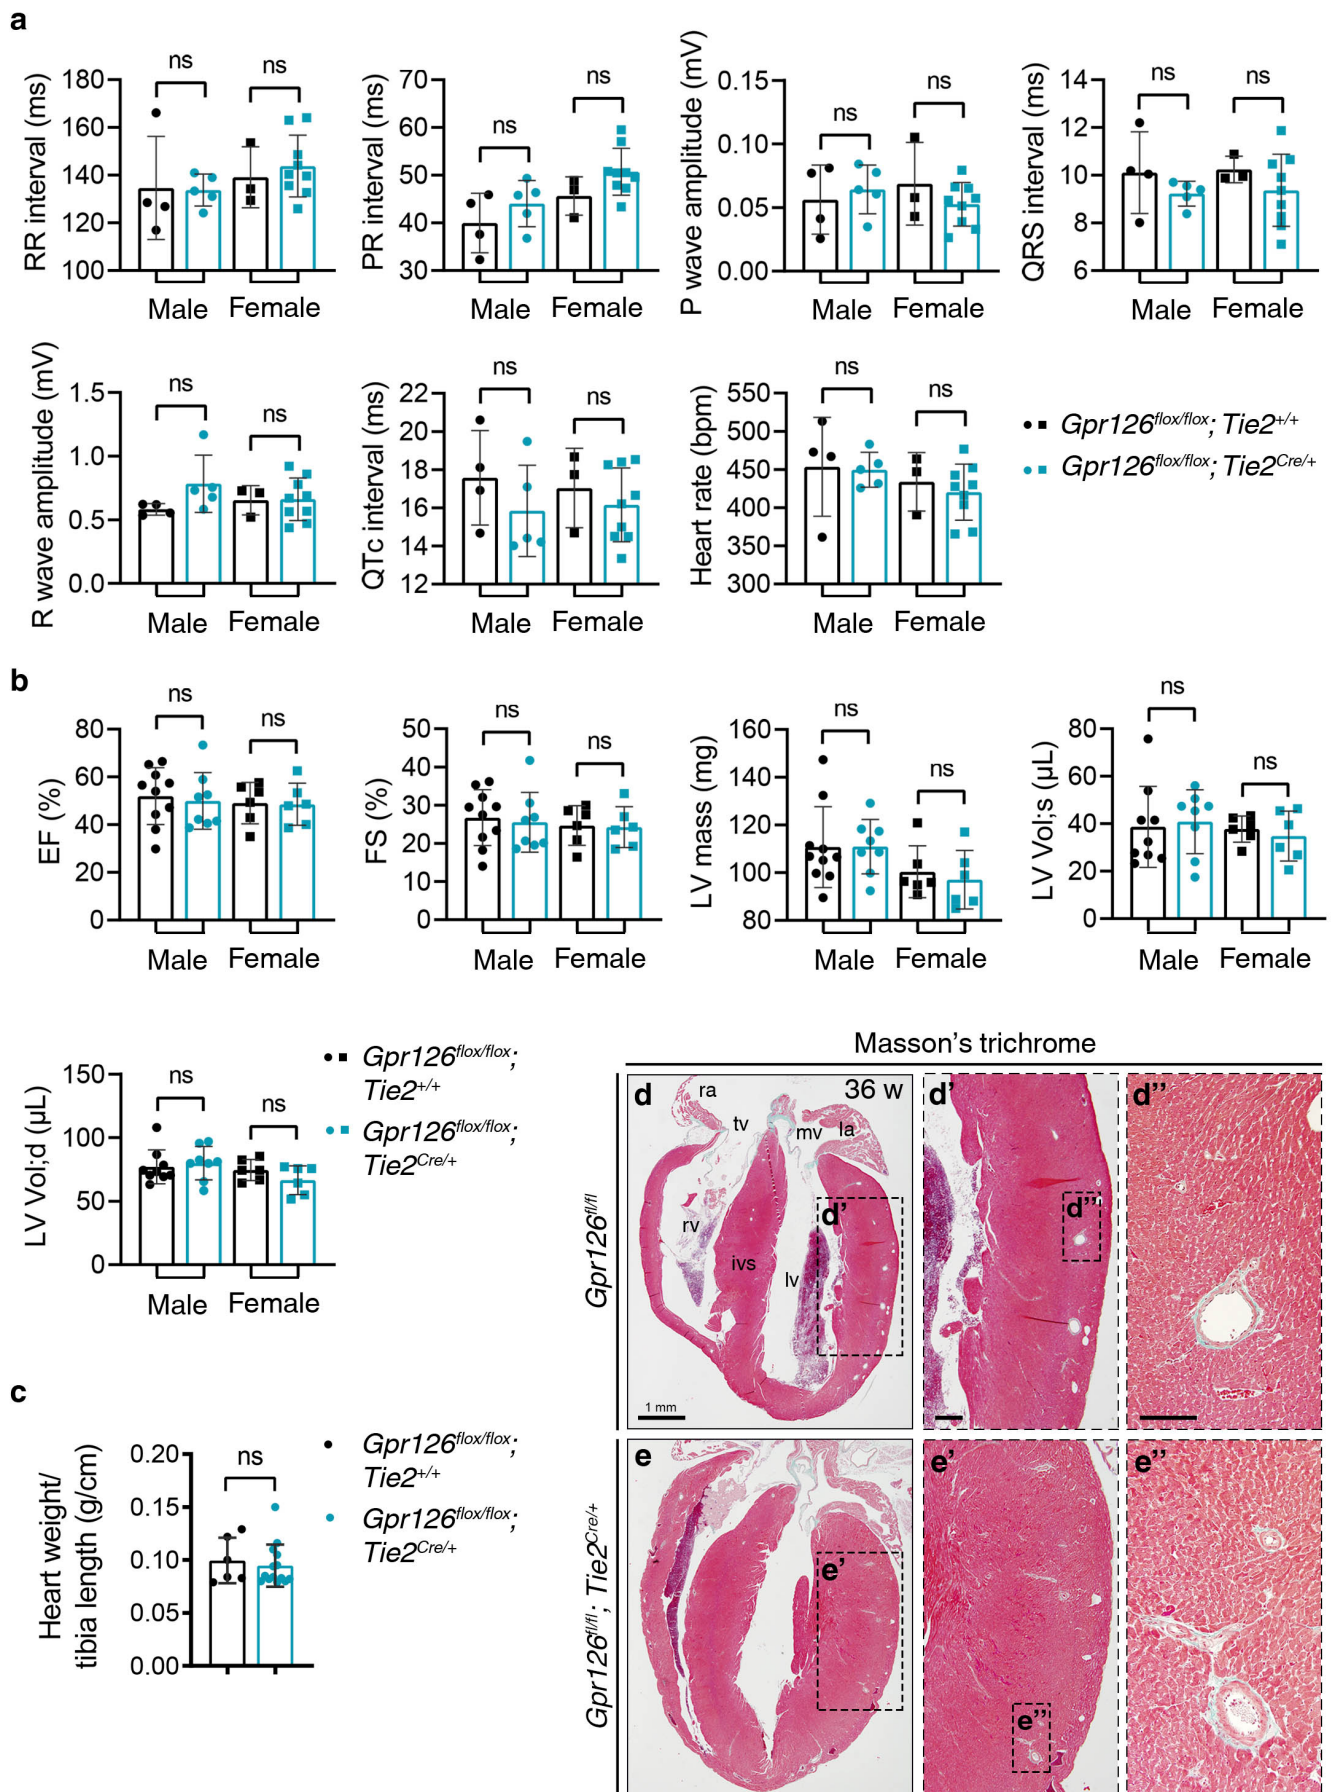

Torregrosa et al_Supplementary Figure 5

Supplementary Figure 5. *Gpr126^{fl/fl};Tie2^{Cre/+}* adult mice have normal cardiac morphology and cardiac function. (a) ECG analysis of 31–36-week-old male and female *Gpr126^{fl/fl};Tie2^{+/+}* (control) and *Gpr126^{fl/fl};Tie2^{Cre/+}* adult mice. The graphs show PR interval, RR interval, P wave amplitude, QRS interval, R wave amplitude, corrected QT interval (QTc), and heart rate, with males (squares) and females (circles) considered separately. Data are means $\pm$ SD (n= 4 control and 5 mutant males; 5 control and 9 mutant females). Statistical significance was determined by unpaired Student's *t*-test with Welch's correction (ns, not significant). (b) Echocardiography analysis of left ventricular (LV) function in *Gpr126^{fl/fl}; Tie2^{+/+}* (control) and *Gpr126^{fl/fl}; Tie2^{Cre/+}* adult mice at 32-43 weeks old. The graphs show left ventricular (LV) ejection fraction (EF), fractional shortening (FS), LV mass, LV end-systolic volume (LV Vol;s) and LV end-diastolic volume (LV Vol;d), considering males (squares) and females (circles) separately. Data are presented as mean $\pm$ SD (n= 10 control and 8 mutant males; 6 control and 6 mutant females). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant). (c) Chart depicting heart weight (mg) to tibia length (cm) ratios in 46–55-week-old *Gpr126^{fl/fl};Tie2^{+/+}* (control) and *Gpr126^{fl/fl};Tie2^{Cre/+}* adult mice. Data are means $\pm$ SD (n= 6 control and 14 mutants). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant). (d-e'') Masson's trichrome staining of transverse heart sections from 46-week-old *Gpr126^{fl/fl}* (d-d'') and *Gpr126^{fl/fl};Tie2^{Cre/+}* mutants (e-e''). Boxed regions in (d,e) are magnified in ('); boxed regions in (d', e') are magnified in ('). Scale bars, 100 μ m unless otherwise indicated. ivs, interventricular septum; la, left atrium; lv, left ventricle; mv, mitral valve; ra, right atrium; rv, right ventricle; tv, tricuspid valve.

a

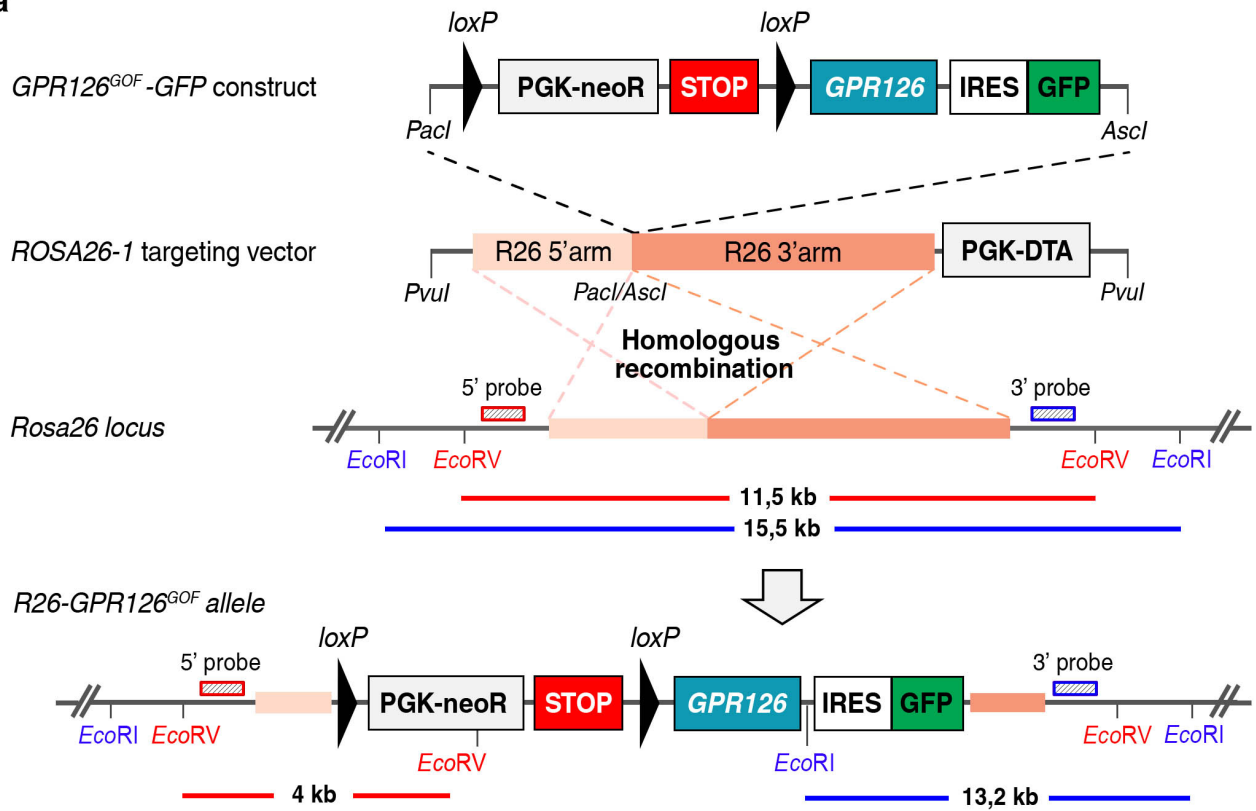

b

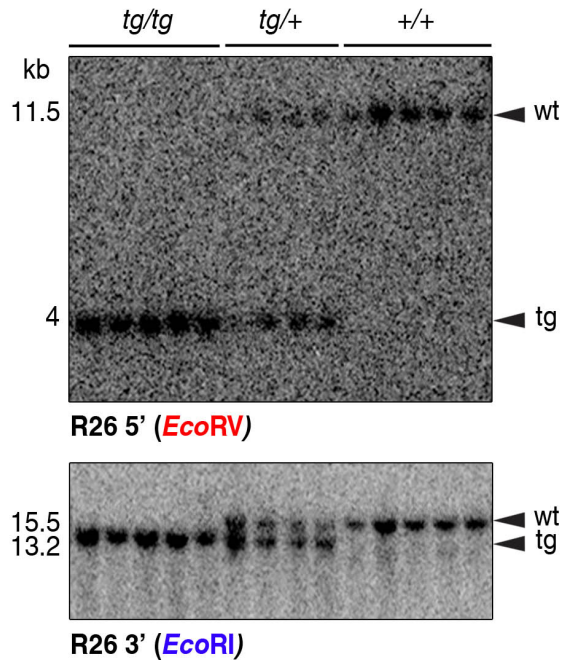

Torregrosa et al_Supplementary Figure 6

Supplementary Figure 6. Gene targeting of the *Rosa26* locus to generate the conditional *R26-GPR126^{GOF}-GFP* transgenic line. (a) Gene targeting strategy. From top to bottom: modified *pROSA26-1* plasmid vector harbouring the *loxP-PGK-NeoR-STOP-loxP-GPR126-IRES-eGFP* construct between the *Rosa26* 5' and 3' homology arms. Targeted *Rosa26* locus, showing the location of the 5' and 3' hybridization probes used for Southern analysis and the *EcoRV* and *EcoRI* sites. The *R26-GPR126^{GOF}* allele generated by homologous recombination in ES cells. PGK, phosphoglycerate kinase; neoR, neomycin resistance gene; IRES, internal ribosome entry site; GFP, green fluorescent protein; DTA, diphtheria toxin. (b) Southern blot analysis of *EcoRV*-digested DNA (top panel) and *EcoRI*-digested DNA (bottom panel) from homozygous (*tg/tg*), heterozygous (*tg/+*), and WT (*+/+*) *GPR126^{GOF}* offspring.

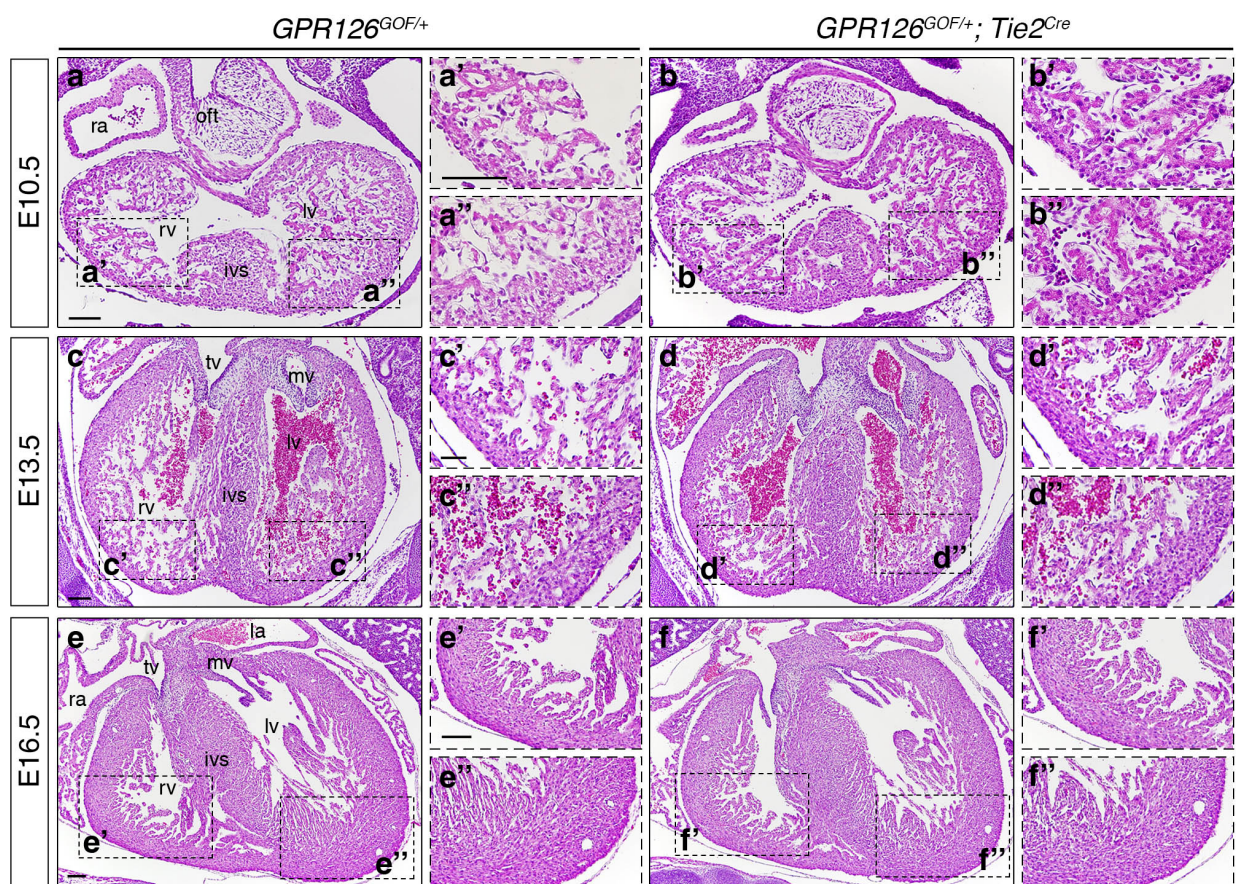

Torregrosa et al_Supplementary Figure 7

Supplementary Figure 7. Conditional *GPR126* overexpression in the *Tie2-Cre* lineage allows normal heart development. (a-f'') H&E staining of transverse heart sections from *GPR126*^{GOF/+} (control) and *GPR126*^{GOF/+};*Tie2*^{Cre/+} embryos at E10.5 (**a-b''**), E13.5 (**c-d''**), and E16.5 (**e-f''**). Magnified views of the right ventricle are shown in ('), and of the left ventricle in (''). Scale bars, 100 μ m. ivs, interventricular septum; la, left atrium; lv, left ventricle; mv, mitral valve; oft, outflow tract; ra, right atrium; rv, right ventricle; tv, tricuspid valve.

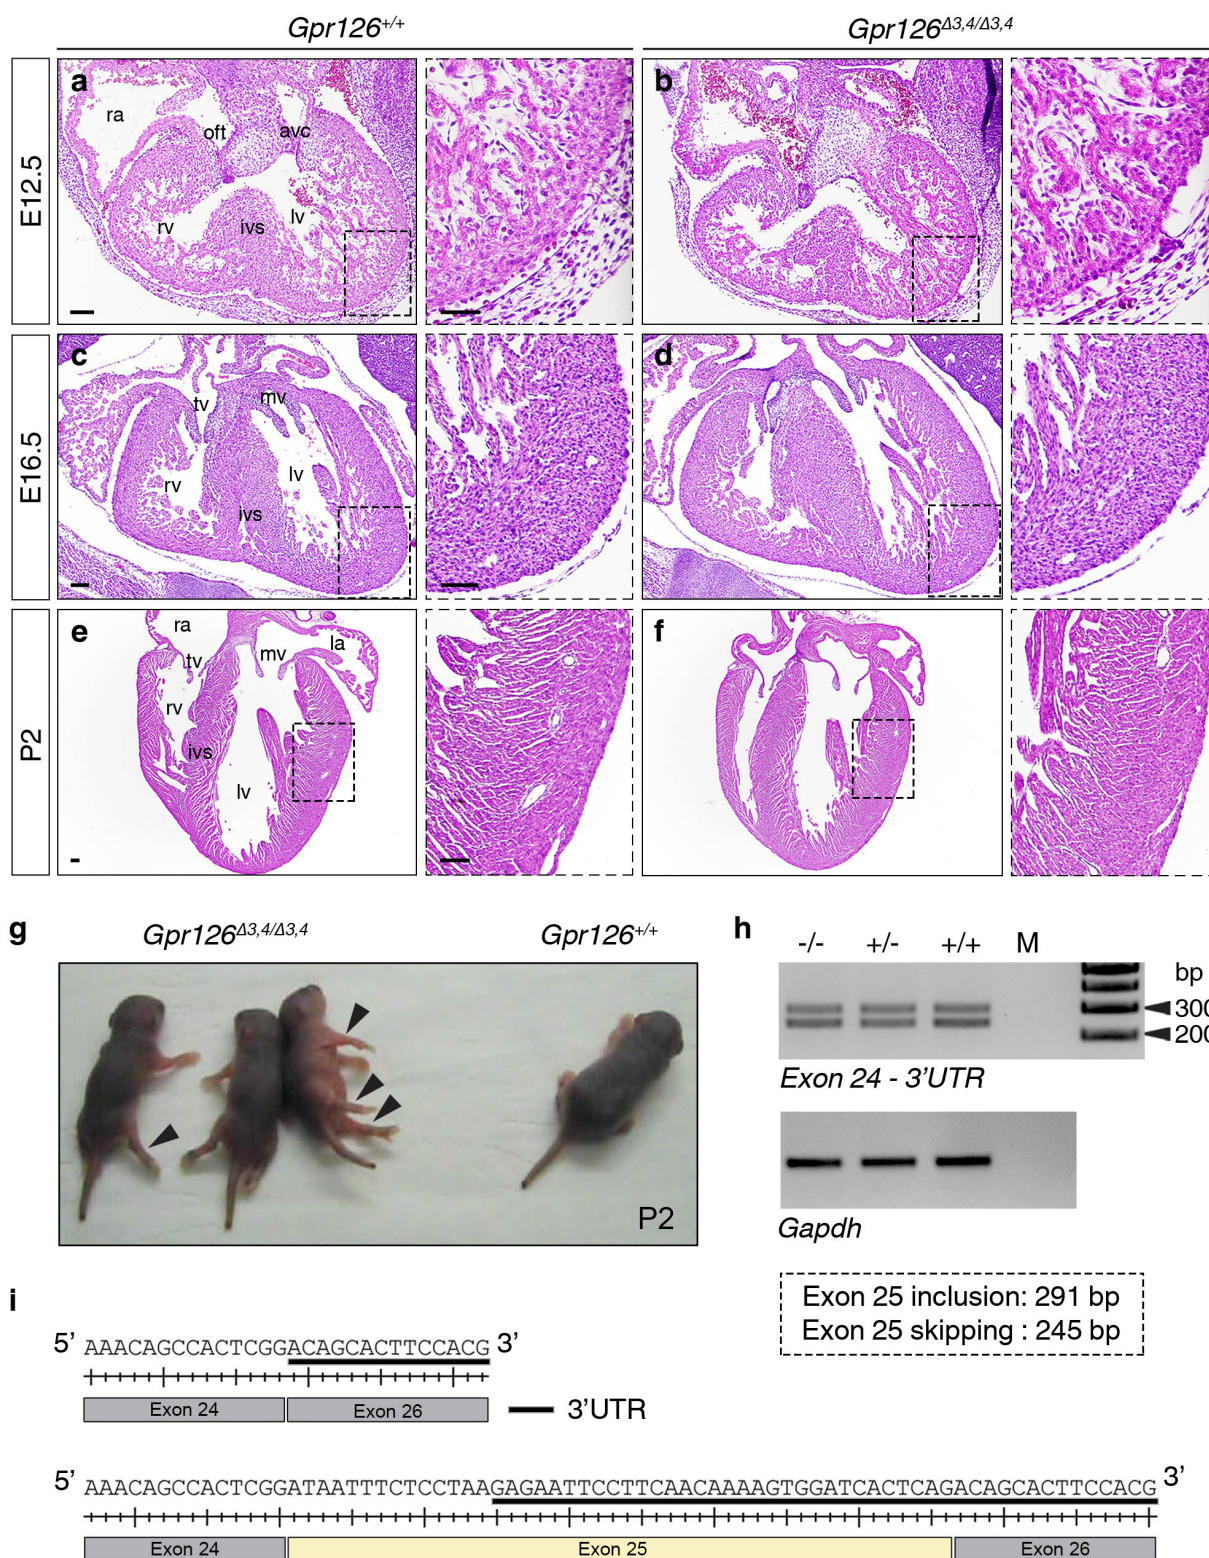

Torregrosa et al_Supplementary Figure 8

Supplementary Figure 8. *Gpr126* ^{$\Delta 3,4$} mutants show defects in PNS development, but not in the heart. (a-f) H&E staining of *Gpr126*^{+/+} and *Gpr126* ^{$\Delta 3,4/\Delta 3,4$} heart sections at E12.5 **(a,b)**, E16.5 **(c,d)**, and P2 **(e,f)**. Boxed regions are shown at high magnification to the right of each panel. Scale bars, 100 μ m. avc, atrioventricular canal; ivs, interventricular septum; lv, left ventricle; oft, outflow tract; ra, right atrium; rv, right ventricle. **(g)** *Gpr126*^{+/+} and *Gpr126* ^{$\Delta 3,4/\Delta 3,4$} littermates at P2. Arrowheads point to joint contractures and rigid limbs in the mutants. **(h)** RT-PCR of *Gpr126* in *Gpr126*^{+/+}, *Gpr126* ^{$\Delta 3,4/+$} and *Gpr126* ^{$\Delta 3,4/\Delta 3,4$} embryos at E9.5. Primers span from exon 24 to the 3'UTR region. The two RT-PCR products represent two *Gpr126* transcript isoforms based on the inclusion or exclusion of exon 25 as an alternative spliced exon. Relative expression was normalized to the housekeeping gene *Gapdh*. **(i)** Sequencing analysis of the two transcript variants shown in **(h)**.

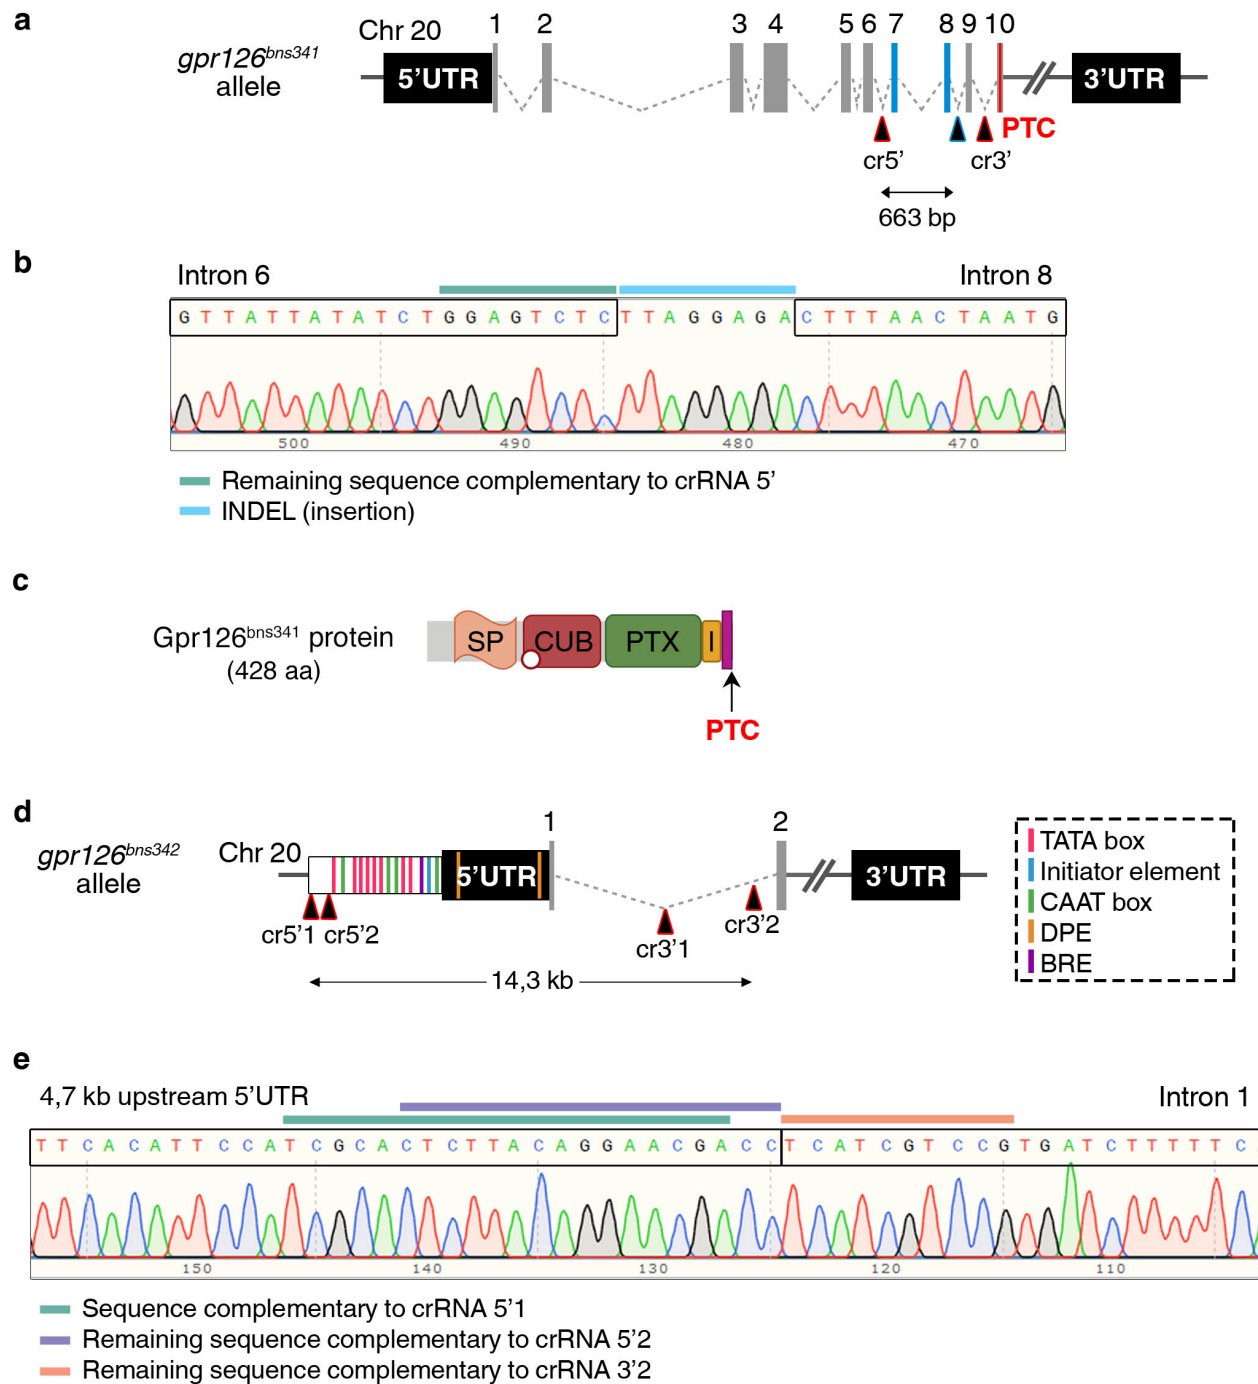

Torregrosa et al_Supplementary Figure 9

Supplementary Figure 9. Generation of zebrafish *gpr126* mutant lines using CRISPR-Cas9. (a) Diagram showing 2 crRNA (5' and 3') target sites in introns 6 and 9 of the zebrafish *gpr126* locus, which resulted in deletion of exons 7 and 8 (shown in blue) to generate the *gpr126*^{bns341} mutant allele. Deletion of exons 7-8 leads to a PTC in exon 10 (shown in red). Grey boxes depict exons, dashed grey lines illustrate introns. (b) Chromatogram of sequencing data from F1 heterozygous *gpr126*^{bns341/+} fish, showing deletion of exons 7 and 8, plus an 8 bp insertion (indel). (c) Scheme of the predicted Gpr126^{bns341} protein, formed by 428 aa. PTC, premature termination codon. Functional domains are as described in *Suppl. Fig. 2d*. (d) Diagram showing the 4 crRNA (5'1, 5'2, 3'1, 3'2) target sites in the promoter region of the zebrafish *gpr126* locus used to generate the *gpr126*^{bns342} mutant allele. Grey boxes depict exons, dashed grey lines illustrate introns. DPE, downstream promoter element; BRE, B recognition element. (e) Chromatogram of sequencing data from F1 heterozygous *gpr126*^{bns342/+} fish, showing deletion of the targeted promoter region.

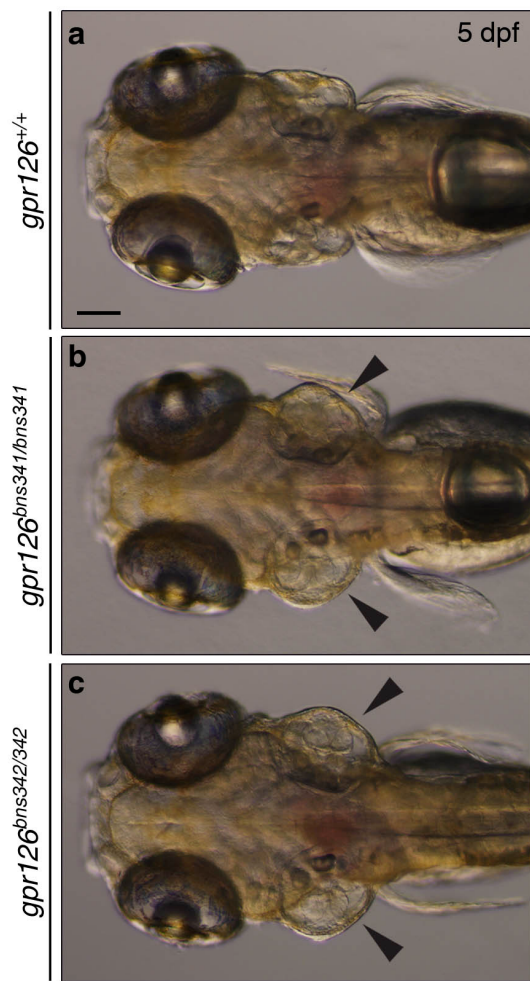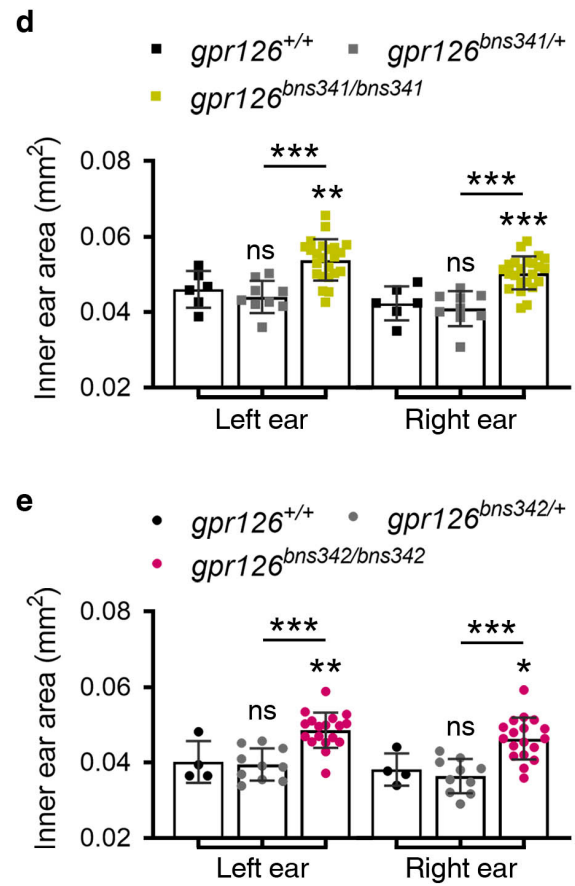

Torregrosa et al_ **Supplementary Figure 10**

Supplementary Figure 10. The *gpr126*^{bns341} and *gpr126*^{bns342} mutations disrupt inner ear development in zebrafish. (a-c) Dorsal view of *gpr126*^{+/+} (a), *gpr126*^{bns341/bns341} (b), and *gpr126*^{bns342/bns342} (c) zebrafish at 5 dpf. Arrowheads mark swollen ears in the mutants. Scale bar, 100 μ m. (d,e) Quantification of left and right ear area in WT, heterozygous and homozygous *gpr126*^{bns341} (d) and *gpr126*^{bns342} (e) zebrafish mutants. Data are means $\pm$ SD. Statistical significance was determined by unpaired Student's *t*-test (ns, not significant, *P < 0.05; **P < 0.01, ***P < 0.001).

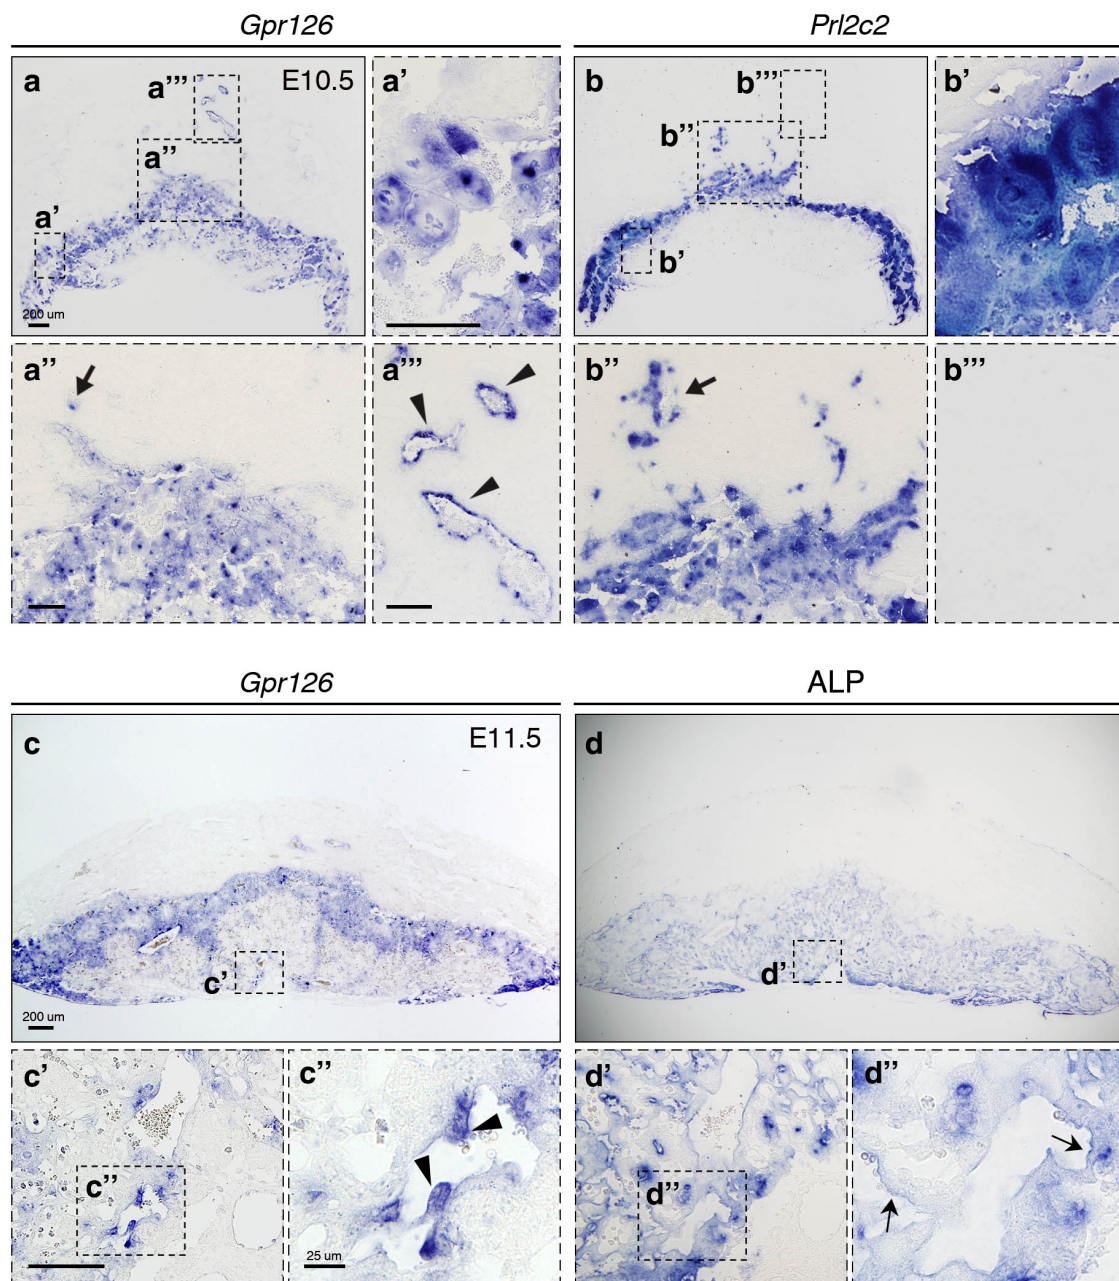

Torregrosa et al. **Supplementary Figure 11**

Supplementary Figure 11. Comparison of *Gpr126* expression with placental trophoblast markers by ISH analysis. (a-b'') ISH of *Gpr126* (a-a'') and *Pr12c2/Plf* (b-b'') on sagittal sections of E11.5 WT placentas. High power magnification views corresponding to boxed areas show P-TGCs (*), the border between the decidua and the junctional zone (**), and the maternal spiral arteries ('). Arrowheads in (a'') indicate *Gpr126*-positive maternal endothelium, which is negative for *Pr12c2* expression (b''). (c-d'') ISH of *Gpr126* (c-c'') and staining of alkaline phosphatase activity (ALP) (d-d'') on sagittal sections of E11.5 WT placentas. Boxed regions in (c,d) are magnified in (*); boxed regions in (c',d') are magnified in (**). Arrowheads in (c'') point to *Gpr126* expression in trophoblasts protruding into maternal blood sinuses, likely S-TGC. Arrows in (d'') indicate the endogenous alkaline phosphatase activity of the syncytiotrophoblast layer underneath. Scale bars, 100 μ m; otherwise it is indicated.

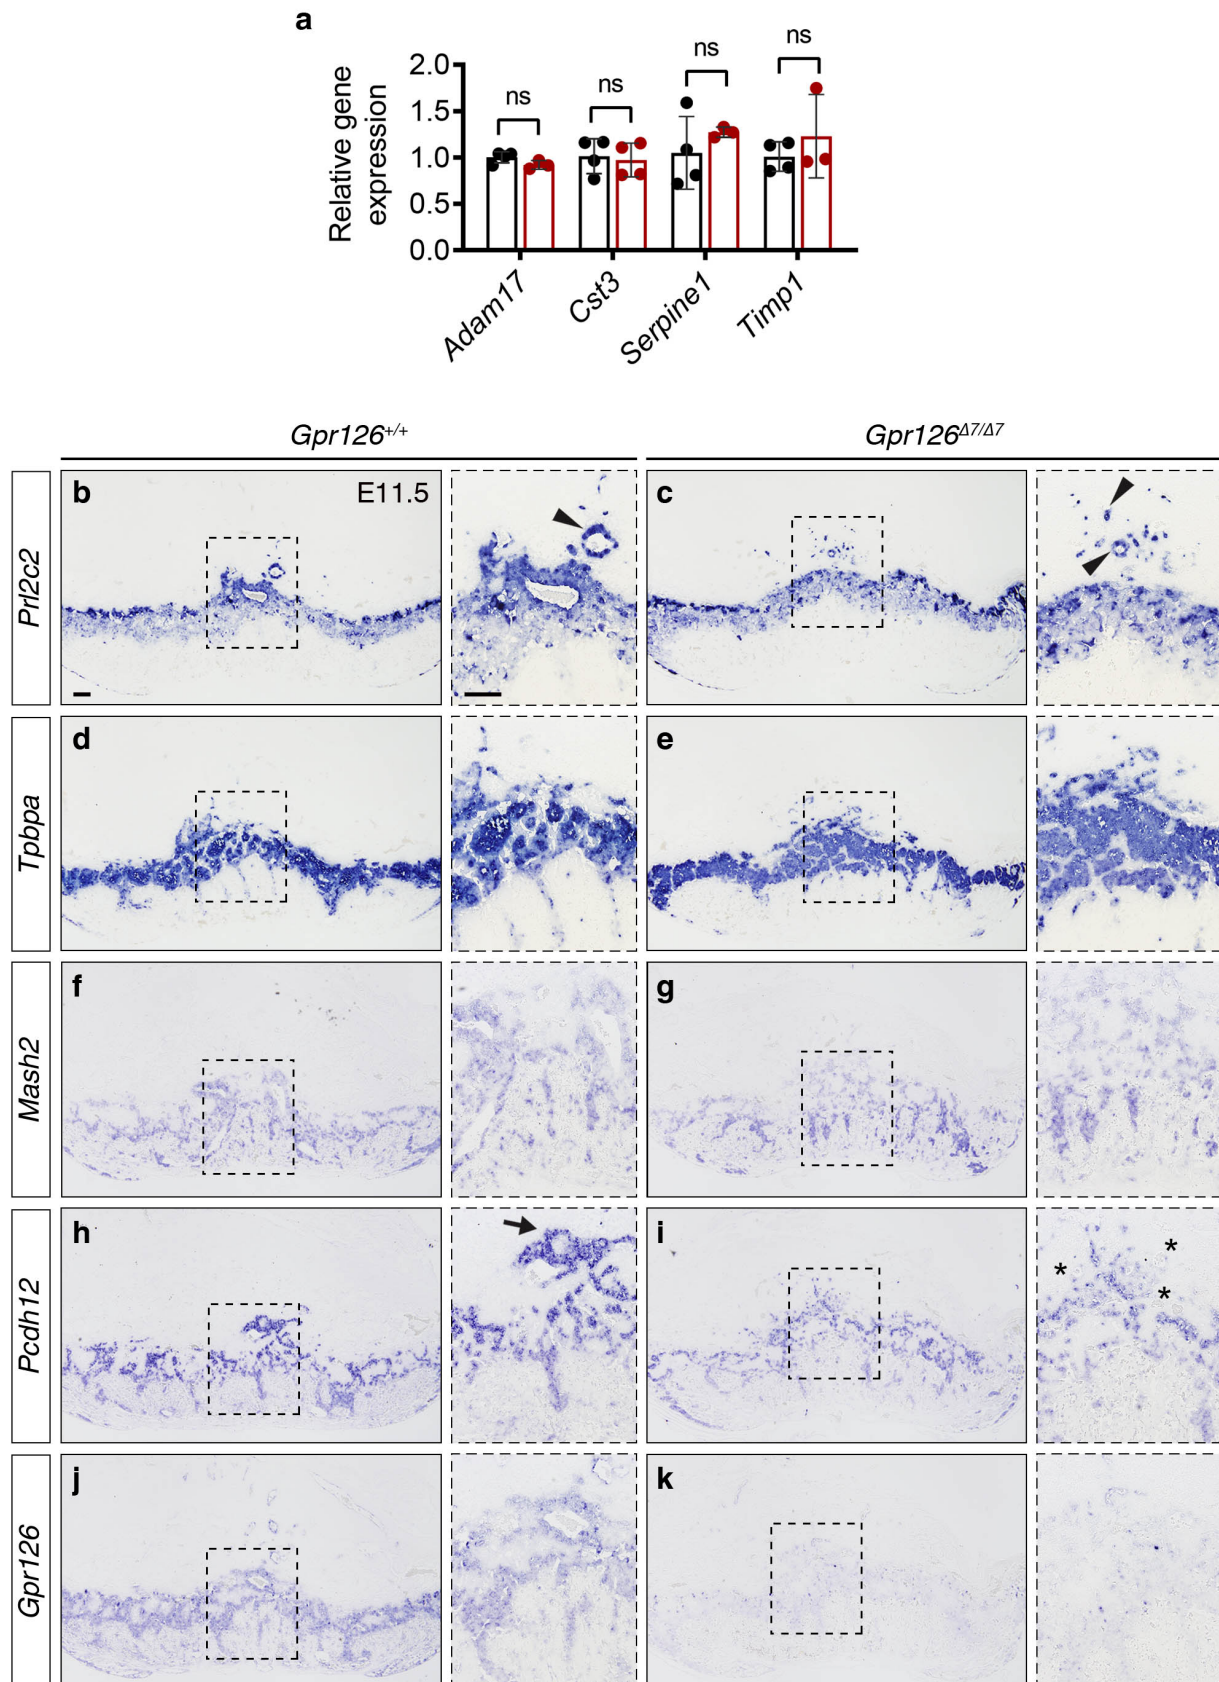

Torregrosa et al_Supplementary Figure 12

Supplementary Figure 12. ISH gene expression analysis of trophoblast-subtype associated markers and preeclampsia-associated factors in *Gpr126*^{Δ7/Δ7} placentas. (a) qRT-PCR showing relative gene expression of known preeclampsia-associated proteases and protease inhibitors. *B-actin* was used as a housekeeping gene. Data are means ± SD (n= 4 WT and 3 or 4 mutant placentas). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant). (b-k) ISH of *Prl2c2/Plf* (b-c), *Tpbpa* (d-e), *Mash2/Ascl2* (f-g), *Pcdh12* (h-i), and *Gpr126* (j-k) on sagittal sections of E11.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} placentas. High power magnification views corresponding to boxed areas are shown on the right. Arrowheads in (b,c) indicate *Prl2c2*-positive Spa-TGCs; arrows in (h) mark multi-layered expression of *Pcdh-12*-positive Spa-TGCs; asterisks in (i) indicate patchy expression of *Pcdh12*. Scale bars, 200 μm.

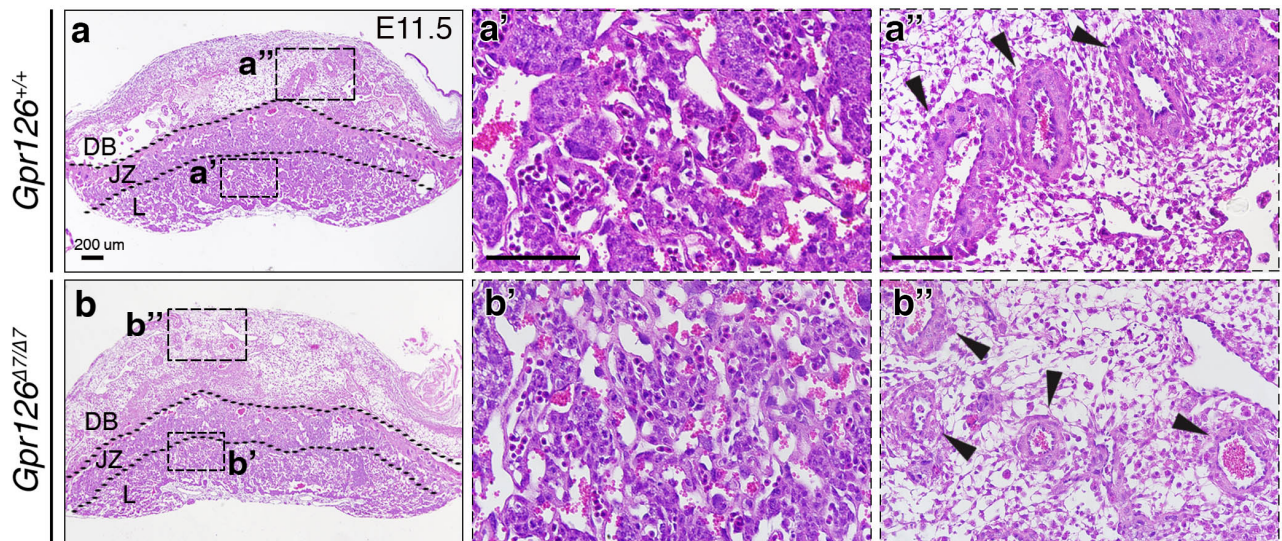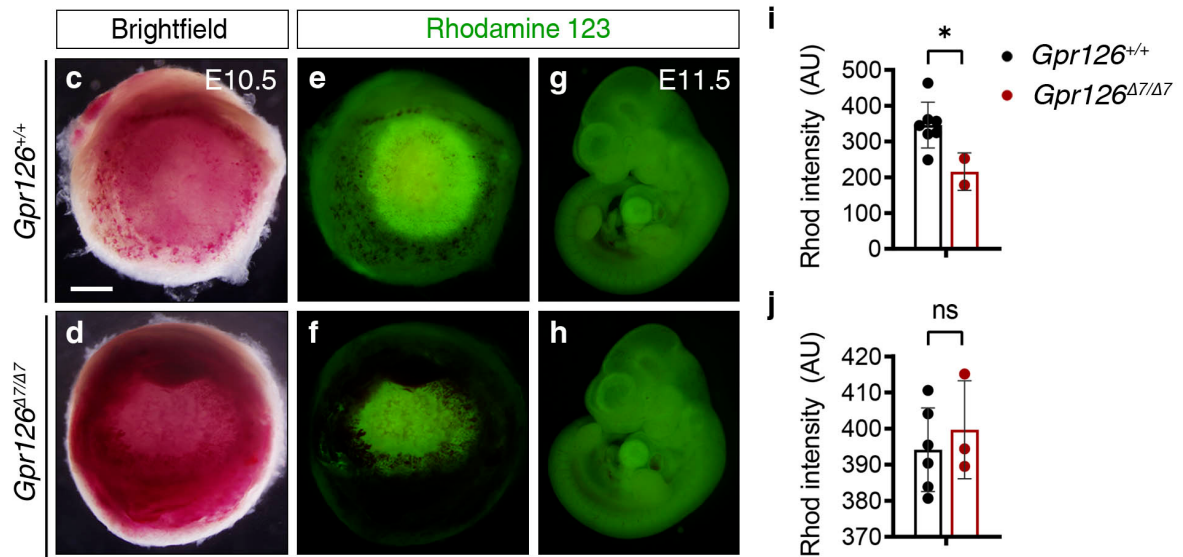

Torregrosa et al_Supplementary Figure 13

Supplementary Figure 13. *Gpr126*^{Δ7/Δ7} mutant placentas show blood accumulation in the labyrinth. (a-b'') H&E staining on E11.5 *Gpr126*^{+/+} (a) and *Gpr126*^{Δ7/Δ7} (b) sagittal placental sections. The black dotted lines delineate the different placental layers. The panels to the right ('',') are high magnification views of the boxed areas, showing the labyrinth (') and the maternal decidua (with maternal spiral arteries marked with arrowheads). (c,d) Whole-mount images of E10.5 *Gpr126*^{+/+} (c) and *Gpr126*^{Δ7/Δ7} (d) mouse placentas. (e,f) Whole-mount images of intracellular accumulation of rhodamine 123 in the labyrinth of E10.5 *Gpr126*^{+/+} (e) and *Gpr126*^{Δ7/Δ7} (f) placentas. Scale bar, 1 mm. (g,h) Whole-mount images of the transplacental passage of rhodamine 123 in E11.5 *Gpr126*^{+/+} (g) and *Gpr126*^{Δ7/Δ7} (h) embryos. (i,j) Quantification of rhodamine 123 fluorescence intensity (AU) in E10.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} placentas (i) and E11.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} embryos (j). Data are means ± SD (n= 7 *Gpr126*^{+/+} and 2 *Gpr126*^{Δ7/Δ7} placentas; n= 6 *Gpr126*^{+/+} and 3 *Gpr126*^{Δ7/Δ7} embryos). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant; *P < 0.05). Scale bars, 100 μm, otherwise it is indicated. DB, decidua basalis; JZ, junctional zone; L, labyrinth.

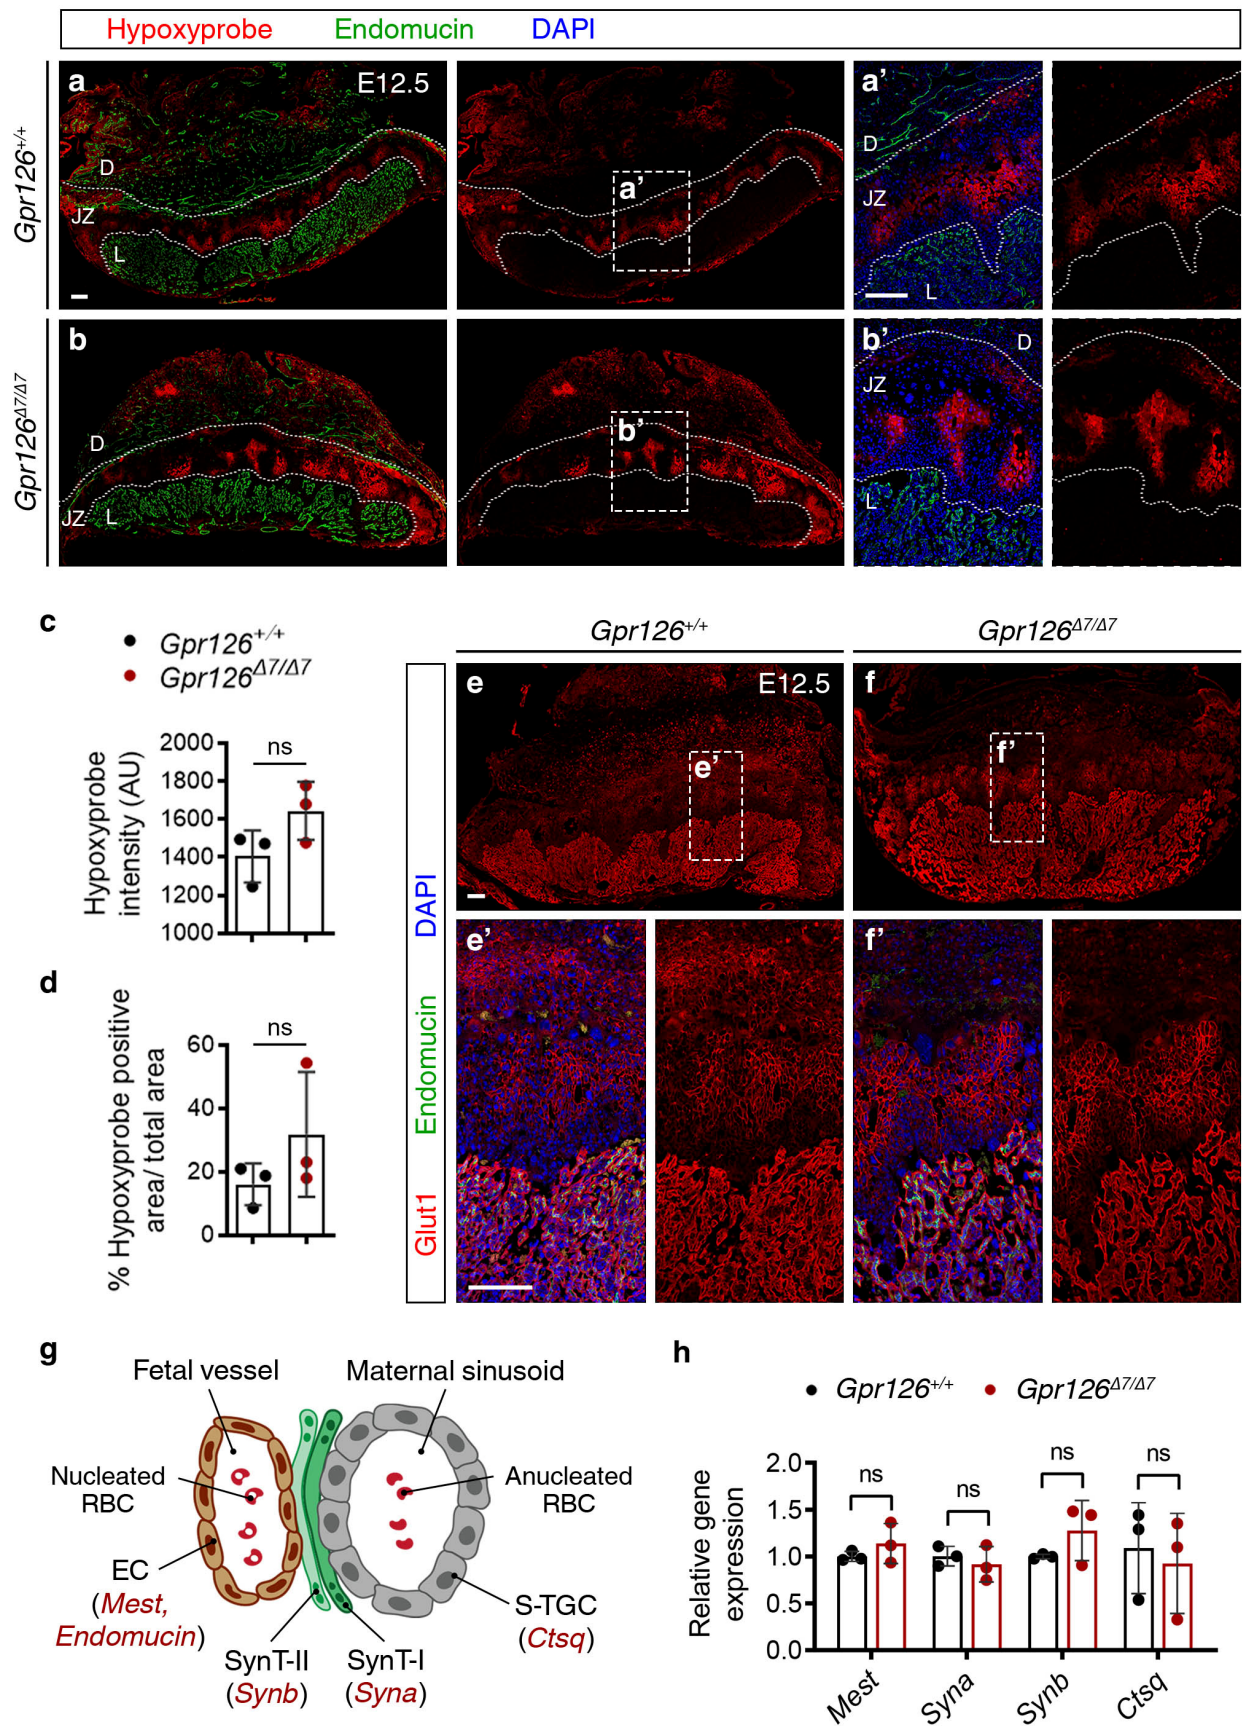

Torregrosa et al_Supplementary Figure 14

Supplementary Figure 14. Placental transport is unaffected in *Gpr126*^{Δ7/Δ7} placentas. (a-b') Hypoxyprobe labelling (red) of sagittal sections from E12.5 *Gpr126*^{+/+} (**a, a'**) and *Gpr126*^{Δ7/Δ7} placentas (**b, b'**). Sections were counterstained with endomucin (green) and DAPI (blue). Boxed areas are shown at high magnification on the right (*). The white dotted lines delineate the decidua (D), junctional zone (JZ), and labyrinth (L) layers. **(c,d)** Quantification of hypoxypromean thresholded intensity levels (AU) (**c**) and the area of hypoxypromean-positive staining as a proportion of total placental area (ratio) (**d**) in E12.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} placentas. Data are means ± SD (n= 3 *Gpr126*^{+/+} and 3 *Gpr126*^{Δ7/Δ7} placentas). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant). **(e-f')** Immunostaining for GLUT1 (red) and the endothelial marker endomucin (green) in E12.5 *Gpr126*^{+/+} (**e, e'**) and *Gpr126*^{Δ7/Δ7} (**f, f'**) sagittal placental sections. Nuclei were counterstained with DAPI (blue). Boxed areas are shown at high magnification beneath the main panels (*). Scale bars, 200 μm. **(g)** Cartoon illustrating the interhemal barrier separating foetal blood vessels and maternal sinusoids, indicating marker gene expression. EC, endothelial cells; RBC, red blood cells; SynT-II, syncytiotrophoblast II; SynT-I, syncytiotrophoblast I; S-TGC, sinusoidal trophoblast giant cells. **(h)** qRT-PCR showing relative gene expression of the foetal endothelial marker *Mest*, the syncytiotrophoblast markers *Syna* and *Synb*, and the S-TGC marker *Ctsq* in E11.5 *Gpr126*^{+/+} and *Gpr126*^{Δ7/Δ7} placentas. *B-actin* was used as a housekeeping gene. Data are means ± SD (n= 3 WT and 3 mutant placentas). Statistical significance was determined by unpaired Student's *t*-test (ns, not significant).

Supplementary Tables

Supplementary Table 1. Viability analysis of *Gpr126* genetically modified mice resulting from different intercrosses. **Sheet 1:** Genotype analysis of mouse embryos derived from heterozygous *Gpr126*^{A7/+} intercrosses. **Sheet 2:** Genotype analysis of embryos derived from crosses of *Gpr126*^{fl/+}; *Nfatc1*^{panCre/+} males and *Gpr126*^{fl/fl} females. **Sheet 3:** Genotype analysis of embryos derived from crosses of *Gpr126*^{fl/+}; *Tie2*^{Cre/+} males and *Gpr126*^{fl/fl} females. **Sheet 4:** Genotype analysis of embryos derived from crosses of *Gpr126*^{fl/+}; *Mesp1*^{Cre/+} males and *Gpr126*^{fl/fl} females. **Sheet 5:** Genotype analysis of embryos derived from crosses of *Gpr126*^{A7/+}; *Tie2*^{Cre/+} males and *Gpr126*^{fl/fl} females. **Sheet 6:** Genotype analysis of embryos derived from crosses of *Gpr126*^{A7/+}; *Mesp1*^{Cre/+} males and *Gpr126*^{fl/fl} females. **Sheet 7:** Genotype analysis of embryos derived from crosses of *Tie2*^{Cre/Cre} males and *GPR126*^{GOF/+} females. **Sheet 8:** Genotype analysis of embryos derived from crosses of *Gpr126*^{A7/+}; *Tie2*^{Cre/+} males and *GPR126*^{GOF/+}; *Gpr126*^{A7/+} females. **Sheet 9:** Genotype analysis of embryos derived from heterozygous *Gpr126*^{A3,4/+} intercrosses. **Sheet 10:** Genotype analysis of embryos derived from crosses of *Gpr126*^{fl/+}; *Sox2*^{Cre/+} males and *Gpr126*^{fl/fl} females. **Sheet 11:** Genotype analysis of embryos derived from crosses of *Gpr126*^{fl/fl} males and *Gpr126*^{fl/+}; *Sox2*^{Cre/+} females. **Sheet 12:** Genotype analysis of embryos derived from crosses of *Gpr126*^{A7/+}; *Sox2*^{Cre/+} males and *GPR126*^{GOF/GOF}; *Gpr126*^{A7/+} females. **Sheet 13:** Genotype analysis of embryos derived from crosses of *GPR126*^{GOF/GOF}; *Gpr126*^{A7/+} males and *Gpr126*^{A7/+}; *Sox2*^{Cre/+} females.

Supplementary Table 2. RNA-seq analysis of *Gpr126*^{A7/A7} versus *Gpr126*^{+/+} ventricles at E12.5. List of the differentially expressed genes (DEG) identified by RNA-seq ($P < 0.05$). Upregulation is shown in orange and downregulation in blue.

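Table S2 holds 156 genes, and 154 of them passed an adjusted p under 0.05 in the same direction when the deposited values were tested with limma. The transporter Abcc3, with a log2 fold change of -1.48 (adjusted p = 0.0572), and Gm3650, with -1.15 (adjusted p = 0.0601), did not pass. The log2 fold changes of the 156 genes and those printed in Table S2 differed by at most 0.02. Another 14 genes passed the threshold that are not in Table S2. With limma voom on the recovered reads, 156 genes passed, 79 higher and 77 lower. Its log2 fold changes of Adgrg6, Tmem100 and Rgs16 were those printed in Table S2 (-2.54812, -1.2602 and 1.00322), so it is not an independent method here. The number of Table S2 genes past the threshold was 79, 90 and 95 without wild-type pool 1, 2 and 3, and 101 without mutant pool 5. It was 42 with a variance prior that does not follow expression.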

Supplementary Table 3. GO enrichment analysis of DEG genes. Overrepresented GO terms and KEGG pathways for the differentially upregulated (red) and downregulated genes (blue). GO terms are listed by the Z-score value. Data are the standard output from GO Elite.

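Table S3 includes terms on oxygen levels and glycolysis among the higher genes. Of 23 genes of glucose uptake and glycolysis, 4 were higher in the mutant, none was lower and 19 did not pass the threshold (19 higher and none lower when adjusted over the list alone). The median log2 fold change was 0.16, and all 23 were above 0. The lactate transporter Slc16a3 was at 0.34 (adjusted p = 0.0323 from limma), and the glycolytic enzymes Pfkl, Aldoa and Gapdh were at 0.24 (adjusted p = 0.0356), 0.20 (adjusted p = 0.0423) and 0.18 (adjusted p = 0.0323). Of 30 genes known to be induced by low oxygen, 7 were higher, none was lower and 23 did not pass (24 higher and none lower when adjusted over the list alone), with a median of 0.34. Ddit4, an inhibitor of mTOR signaling, was at 35.6 ± 3.47 CPM (SD, n = 4) in the mutant and 26.4 ± 1.42 CPM (SD, n = 4) in the wild type (log2 fold change 0.43, standard error 0.07, adjusted p = 0.00924). Plod2 was at 0.43 (adjusted p = 0.00988) and P4ha2 at 0.54 (adjusted p = 0.0172). Both are also in the collagen modification list, and Slc16a3 is in the glycolysis and the low oxygen list, so these lists are not independent. Of 13 measured genes of the immediate early and heat shock response, none passed on its own (4 higher when adjusted over the list alone). The median of this list was 0.30 (camera adjusted p = 0.00393; adjusted p = 0.412 with an estimated correlation), with Jund at 0.11 and Jun at 0.05. Without mutant pool 5 its median was 0.184 and its call ended (adjusted p = 0.0536), and without mutant pool 2 the median was 0.195.
Camera gave adjusted p = 3.8e-19 for glycolysis and 7.7e-24 for low oxygen. With an estimated correlation these were adjusted p = 0.241 for both. No other split of the pools reached the camera p of glycolysis or low oxygen (exact permutation test, p = 0.0286 for each, adjusted p = 0.162 over the 34 lists). By the same exact permutation test, 10 of the 35 reached that of the immediate early list (p = 0.286). These comparisons were chosen after the results were seen, and the lists were written after Tables S2 and S3 had been read. Leaving out 1 pool at a time, the calls of Slc16a3, Pfkl, Gapdh, Aldoa and P4ha2 held in 3, 2, 2, 1 and 4 of 8 runs. Their highest adjusted p was 0.109, 0.133, 0.131, 0.145 (these 4 without wild-type pool 2) and 0.067 (without wild-type pool 1). These 5 calls also ended with a variance prior that does not follow expression (0.225, 0.225, 0.182, 0.209 and 0.167), as did those of Ddit4 and Plod2 (0.0871 and 0.124). A Y-linked covariate ended the calls of Slc16a3, Pfkl, Gapdh and Aldoa (0.0674, 0.0746, 0.0704 and 0.0918), library-size scaling that of Aldoa (0.0543) and robust estimation of the prior those of Slc16a3 and P4ha2 (0.141 and 0.129).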

Supplementary Table 4. Sequence comparisons of *Gpr126* zebrafish and mouse genes. **Sheet 1:** Sequence similarity analysis of zebrafish *gpr126*. **Sheet 2:** Sequence similarity analysis of mouse *Gpr126*.

Supplementary Table 5. CRISPR-Cas9 reagents, genotyping and probes primers, and antibodies. **Sheet1:** CRISPR-Cas9 elements used for the generation of mouse and zebrafish lines. Top: Sequences of Alt-R tracrRNA, crRNAs, and ssODNs used to generate *Gpr126*^{A3,4}, *Gpr126*^{A7}, and *Gpr126*^{lox} mouse lines by CRISPR/Cas9 technology. Bottom: Sequences of

constant and crRNA oligos used to generate *gpr126^{bns341}* and *gpr126^{bns342}* zebrafish mutants by CRISPR/Cas9 technology. crRNA, crispr RNA; tracrRNA, trans-activating crispr RNA; ssODN, single-stranded oligodeoxynucleotide. **Sheet 2:** List of primers used for genotyping of mouse lines (top) and zebrafish lines (bottom). Ann, annealing; E, exon; I, intron; T^a, temperature; For, forward; Rev, reverse; mut, mutated; tg, transgene. **Sheet 3:** List of primers used for mRNA probe generation. **Sheet 4:** List of primary and secondary antibodies used in this study. **Sheet 5:** List of qRT-PCR primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

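Gene expression was measured by RNA sequencing of pooled E12.5 mouse ventricles, in 4 pools from Gpr126 mutants (numbered 2 to 5) and 4 pools from wild-type embryos (numbered 1 to 4), with 4 ventricles in each pool. The other experiments of the paper have no deposited values and were not analysed. According to the methods and the sample labels, the authors demultiplexed the reads with bcl2fastq 2.20.0.422, trimmed them with Cutadapt 1.6, mapped them to the mouse transcriptome (GRCm38; the methods name Ensembl release 70) and quantified them with RSEM 1.2.3. The libraries were made from polyadenylated RNA with the NEBNext Ultra kit. The methods name edgeR for the authors' comparison and the labels list limma. Limma voom on the recovered reads gave the log2 fold changes printed in Table S2 for Adgrg6, Tmem100 and Rgs16 (-2.54812, -1.2602 and 1.00322). Its match with Table S2 is thus not that of an independent method. The authors discarded 1 knockout sample as an outlier.

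As deposited, the values are CPM that the authors made by adding 0.5 to the reads of each gene and dividing by 1 scaling factor per library, without a log transformation. The library sums of 988476 to 1009165 CPM show that library sizes were rescaled, by a method that was not identified. The factor of each library was recovered from the steps between its values, and value times factor minus 0.5 was whole for 100% of values within 1e-06. The reads in the table sum to 14101562 to 17261913 per pool, and 1 read corresponds to 0.0579 to 0.0712 CPM, which bounds the precision of low values. The authors had filtered the table to 13799 genes. Each of these reached 1 CPM in at least 4 pools, although the methods state at least 2 samples. Gene symbols were taken from the table, 130 genes having none, and 13783 of the 13799 identifiers were found in GENCODE M21 (GRCm38), which gave positions, lengths and the exons of Adgrg6.

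Log2 CPM were compared between mutant and wild-type pools with limma 3.58.1 in R 4.3.3, with an empirical Bayes prior that follows expression (limma-trend), no pseudocount beyond the authors' 0.5 read, no further filter, and Benjamini-Hochberg adjustment with a threshold of 0.05. The design set before the data were examined named a quasi-likelihood test for a table of counts. The deposited table holds CPM, so limma-trend took its place and the alternatives that model counts directly were not run. Comparisons of single genes between pools used two-sided exact permutation tests, in which 4 pools against 4 allow no p under 0.0286.

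Of 35 gene lists with 696 entries, written before the data were examined but after Tables S2 and S3 had been read, 34 were tested with camera (preset correlation 0.01), and again with an estimated correlation and with fry. The 35th list holds sex-linked genes and describes the mix of the pools. For each tested list, the camera p was also compared with those of all 35 splits of the pools into 4 and 4, a test chosen after the results were seen. Which lists the text describes in detail was chosen after all list results were seen. These are the 15 that passed and 7 more on subjects of the paper, and the other 12 are given by their range. The genes named are those the paper names, the 10 largest rises and 10 largest declines among genes past the threshold with the pools fully apart and a mean of at least 1 CPM, up to 4 members of each described list and of each GO term the paper names, and the genes behind counts of 5 or fewer. The values in Table S2 had been seen when this rule was written. Other genes were named after their values were seen (Nfatc1, Npr3, Pecam1, Cdh5, Vegfa, Notch1 and Flt1).

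The alternatives set beforehand were median-of-ratios, upper-quartile and library-size scaling, limma voom on the recovered reads, robust estimation of the prior, haemoglobin genes left out, a covariate of Y-linked expression, the replicate number as a block, and each pool left out in turn. Alternatives added after seeing the data were pseudocounts of 0.5 and 1 CPM, a mean of at least 5 CPM, and a prior that does not follow expression. The procedure was tested on simulated data with 4 pools per group and 13799 genes in 10 runs. It recovered 52.6% of genes changed 1.25-fold, 75.4% at 1.5-fold, 91.8% at 2-fold and 96% at 4-fold, and 5.37% of its calls were false. In the same runs, camera called 10 of 10 lists of 30 genes changed by 1.25-fold and 0 of 40 unchanged lists, whose genes were simulated without correlation. Figures were drawn with matplotlib 3.10.9.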

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

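Of the tests below, the one on red blood cells and the splits of the pools for gene lists were chosen only after the result was seen. An earlier test on red blood cells, within genotypes over 4 pools each, had been undecided. The other predictions were written before list medians were computed, but after Tables S2 and S3 had been read.

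The number of changed genes was compared over all 35 splits of the pools into 4 and 4. Only 1 split, the one by genotype, gave 168 genes, and the highest of the others gave 2. This argues against chance for the count of genes, although 35 splits allow no exact permutation p under 0.0286. The splits cannot separate genotype from anything that runs with it, and the authors had discarded 1 knockout sample as an outlier. For the 15 gene lists past the camera threshold chance stays open: 9 of the 35 splits gave as many, with up to 18 lists in the others. Taken one by one, fibrous matrix, glycolysis, low oxygen, pan-endothelial and hepatic lists were the 5 of the 15 for which no other split gave as small a camera p (exact permutation test, p = 0.0286 each, adjusted p = 0.162 over the 34 lists), as for the Rgs family, which did not pass camera.

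The first pattern is the lower expression of the 8 endothelial genes. If the mutant pools held fewer endothelial and endocardial cells, the pan-endothelial list would fall as a whole. Its median log2 fold change was -0.092 (95% bootstrap interval over members -0.20 to -0.03), far from the -1.27 of Tmem100 and the -1.07 of Ednrb. This argues against an even loss of endothelial and endocardial cells as the whole cause for those genes. The median cannot tell whether only a part of these cells, rich in Tmem100 and Ednrb, was scarcer. For Stab1, Eng, Kdr, Plxnd1, Adamts1 and Tie1, at -0.33 to -0.19, the same median of -0.092 does not settle the cause. The lower bound of its interval, -0.205, is past the level set beforehand for a lower share. That interval concerns the median of the list and not single genes, and it resamples members rather than pools. The members spread wider, with quartiles of -0.246 and -0.007 (Eng, Kdr and Tie1 are themselves in the list). A lower cell share stays open, as does an effect of the genotype on expression per cell, which these libraries cannot test. By in situ hybridization, the paper reports weaker Ednrb and Eng signal in the mutant endocardium. From BrdU labelling, it reports no effect on proliferation in mutant hearts, endocardium included.

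The second pattern is the higher expression of fibrous matrix genes (median log2 fold change 0.22). A trend with GC content and transcript length as the whole cause is argued against: without these trends the median was 0.21 and the list still passed camera (adjusted p = 1.5e-15; before this correction, adjusted p = 0.241 with an estimated correlation). More cushion mesenchyme left on the mutant ventricles at dissection cannot be told apart, because the median of its 12 measured genes was 0.11 (interval -0.06 to 0.18), between the levels set beforehand for either outcome, and it rests on single pools (0.0175 without wild-type pool 3, 0.0242 and 0.0527 without mutant pool 2 and 5, 0.185 without mutant pool 3 and 0.172 without wild-type pool 4; also 0.00139 with a Y-linked covariate). A larger share of epicardial cells, whose list also had a higher median of 0.16 (camera adjusted p = 0.0033; 0.412 with an estimated correlation; 0.083 without mutant pool 2), and a response of the ventricle to the mutation, or to the placental defect the paper describes, stay open and were not tested.

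The third pattern is the higher expression of glucose use and low oxygen genes, with medians of 0.16 and 0.34 (camera adjusted p = 0.241 each with an estimated correlation); the paper, from in situ hybridization and staining rather than these libraries, reports metabolism and hypoxia of the mutant hearts as unaffected, with Ldha signal extending to right ventricular trabeculae. Against GC content and transcript length, the glycolysis median was still 0.16 without these trends. The low oxygen list was not tested in this way. Against more red blood cells in the mutant pools, the glycolysis genes rose by 1892 CPM in sum and the haemoglobin genes by 478 CPM, a ratio of 3.96 (3.00 to 5.40 without 1 pool), where red blood cells would bring more haemoglobin than glycolysis RNA. Longer handling of the mutant tissue before lysis may account for part of it, as the immediate early and heat shock list had a median of 0.30, the level set beforehand for this explanation. That value rests on single pools (0.184 without mutant pool 5, where the list no longer passed camera, and 0.195 without mutant pool 2; also 0.189 with a Y-linked covariate), its interval is 0.05 to 0.71, and 10 of 35 splits gave as small a camera p, so handling stays open, and no biological explanation was tested.

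Signals also appeared in gene lists that the paper's text does not discuss for these libraries. Median log2 fold changes were 0.042 for oxidative phosphorylation, 0.19 for erythroid genes, -0.35 for platelet genes, -0.50 for hepatic genes, 0.16 for epicardial genes and 0.062 for ribosomal proteins, each past the camera threshold and none with an estimated correlation. Single pools and other settings moved several of these medians by over 1.5 times. The erythroid median was 0.113, 0.109 and 0.337 without wild-type pool 2, 3 and 4, 0.101 with a Y-linked covariate, 0.121 with a pseudocount of 1 CPM and 0.0872 with haemoglobin genes left out, where the list no longer passed camera, and the epicardial median 0.063 without mutant pool 2. The platelet median was -0.203 without mutant pool 2 and -0.168 and -0.555 without wild-type pool 1 and 3, and that of oxidative phosphorylation 0.073, 0.0252 and 0.0276 without mutant pool 2, mutant pool 4 and wild-type pool 1.

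In 11 of 172 groups of 4 pools a single pool stood apart from the other 3 (Dixon's test), where chance gives about 8.6. In mutant pool 5 these were Rgs2 at 18.0 CPM (others 20.5 to 20.9), Irx5 at 28.9 (23.4 to 24.0), Lrrc73 at 0.639 (0.243 to 0.293) and Nppa at 3131 (2475 to 2569). Mutant pool 2 had Hbb-bs at 142 CPM (others 78.5 to 87.1) and mutant pool 4 had Sema3a at 60.4 (66.4 to 67.3). In wild-type pool 1 they were Hey2 at 121 CPM (others 128 to 129) and Wnt4 at 8.71 (8.00 to 8.11). Wild-type pool 2 had Irx6 at 7.72 CPM (others 9.40 to 9.69) and Cited1 at 465 (498 to 505), and wild-type pool 4 had Oit3 at 5.68 (7.33 to 7.58).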

How the results depend on the processing

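The runs without a variance trend, at a mean of at least 5 CPM and with a pseudocount were chosen after seeing the data. The count of 168 genes past the threshold (88 higher, 80 lower) stayed within 1.5 times under median-of-ratios, upper-quartile and library-size scaling, limma voom, robust estimation, haemoglobin genes left out, a Y-linked covariate, pseudocounts of 0.5 and 1 CPM and a mean of at least 5 CPM, between 129 and 201. With the replicate number as a block it was 81 (27 higher; 68 of the Table S2 genes; 27 of the named genes no longer passed, Nppa and the compact myocardium list newly passed, and the ribosomal median was 0.0372), although pools of the same number were no more alike than others (correlations of their deviations -0.07, -0.03 and 0.00), and without a variance trend it was 45 (13 higher, 32 lower; 42 of the Table S2 genes). The block leaves wild-type pool 1 and mutant pool 5 without a partner of the same number. The genotype contrast in that run thus rests on the pools numbered 2, 3 and 4, with fewer samples. The run without a variance trend gives all genes the same prior whatever their expression, and the cause of its lower count was not tested. Leaving out 1 pool at a time gave 82 to 200 genes, 36 to 120 higher, 46 to 87 lower, 79 to 141 of the Table S2 genes, 12 to 17 gene lists, and log2 fold changes of Adgrg6 from -2.59 to -2.48. The lowest counts of genes were without wild-type pool 1 (82), 2 (94), 3 (102) and 4 (110), with fewer samples in the test. With equally few samples, the runs without mutant pool 2, 3, 4 and 5 gave 166, 200, 164 and 120 genes. Among calls, 52.4% were higher, against 37.5% without mutant pool 5, 60.0% without mutant pool 3, 33.3% with the block and 28.9% without a variance trend. Of the 34 lists, 15 passed camera, 0 with an estimated correlation (6 at an unadjusted p under 0.05) and 4 by fry, which tests each list by itself.

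Over the named genes and described lists, 1454 and 435 values kept direction and side of the threshold, 228 and 37 no longer passed, 4 and 7 newly passed, and 3 and 5 turned in direction, none of which passed in the run in which it turned. Without 1 pool, log2 fold changes ranged from -0.052 to 0.027 for Cited1, from -0.0015 to 0.056 for Tbx20 and from -0.015 to 0.058 for Adgrl2, each turning without mutant pool 2. List medians ranged from -0.074 to 0.023 for trabecular myocardium (0.00082 without wild-type pool 1), from -0.046 to 0.028 for the Rgs family and from -0.10 to 0.0052 for adhesion receptors (these 2 turned without mutant pool 4), and the Rgs median was 0.033 at a mean of at least 5 CPM. Tests that model counts directly and filters wider than the deposited table were not run, and a filter of 1 CPM in at least 4 pools removes no gene. Depth limits low values: Apob and Lrrc73 had as few as 4 and 3 reads in a pool.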

Differences from the paper's values

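No value that the text or Table S2 states differs from the value obtained here by more than 1.5 times or by more than the replicate spread. The paper's text gives more down-regulated than up-regulated genes, whereas 88 genes were higher and 80 lower here. Table S2 itself holds 79 genes with a positive and 77 with a negative log2 fold change (the paper's values), the reverse of the text's order. Limma voom, set before the data were examined, gave 79 higher and 77 lower, and scaling by library size only, also set beforehand, gave 72 higher and 79 lower. Voom also gave the printed log2 fold changes of Adgrg6, Tmem100 and Rgs16, so its match with Table S2 is not that of an independent method. The paper lists Abcc3 and Gm3650 as differentially expressed, and here their adjusted p was 0.0572 and 0.0601. Both passed with limma voom, under which all 156 genes of Table S2 passed, and with pseudocounts of 0.5 and 1 CPM, which were chosen after seeing the values and drop none of the genes of Table S2. The other 154 genes of Table S2 passed here in its direction. The methods state a minimum of 1 CPM in at least 2 samples, whereas every gene of the deposited table reached 1 CPM in at least 4 pools.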

Other observations

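Of 17 measured erythroid genes, the adult globins Hba-a1, Hbb-bt and Hbb-bs were higher and none was lower (5 higher when adjusted over the list alone). Hba-a1 rose from 204 ± 18.0 to 325 ± 44.6 CPM (SD, n = 4 each; log2 fold change 0.67, adjusted p = 0.00114 from limma), Hbb-bt from 68.0 to 105 CPM (adjusted p = 0.0086) and Hbb-bs from 50.6 to 97.3 CPM (adjusted p = 0.0133, and 0.0514 without wild-type pool 1). These paralogs share sequence, and how reads were divided between them is not known. Another adult globin, Hba-a2, was at 481 CPM in the mutant and 364 CPM in the wild type (log2 fold change 0.39) and did not pass (adjusted p = 0.141 from limma). The embryonic globins Hbb-y, Hba-x and Hbb-bh1 were at 0.31, 0.19 and -0.03, none past the threshold. The erythroid list passed camera (adjusted p = 7.4e-06; adjusted p = 0.283 with an estimated correlation; reached by 4 of 35 splits, exact permutation p = 0.114), but not with the haemoglobin genes left out (adjusted p = 0.12), and robust estimation ended the calls of all 3 globins (adjusted p up to 0.2), as did a variance prior that does not follow expression (up to 0.161). Of 3 measured hepatic genes of 15 listed, Apob was lower and none was higher (2 lower when adjusted over the list alone), with Trf, which encodes transferrin, at -0.50 (adjusted p = 0.111, and 0.0177 without mutant pool 5). The hepatic list passed camera (adjusted p = 2.7e-04, and adjusted p = 0.241 with an estimated correlation). At a mean of at least 5 CPM, which leaves Apob out, its median of -0.50 was that of Trf alone. Its camera adjusted p there was 0.0502, but a run on a single gene does not test the list.

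None of 8 platelet genes passed on its own (0 when adjusted over the list alone), and all 8 were below 0, with Itgb3 at -0.10 and Itga2b at -0.25 (camera adjusted p = 0.00622; adjusted p = 0.412 with an estimated correlation; reached by 11 of 35 splits, exact permutation p = 0.314). Its camera call ended without mutant pool 2 (0.0734) and without wild-type pool 1 (0.0898) or 4 (0.0692), and at a mean of at least 5 CPM, where its median was -0.175 (adjusted p = 0.36). Of 14 measured epicardial genes none passed on its own (1 higher when adjusted over the list alone), with Krt19 at 0.22 and Upk3b at -0.07 (camera adjusted p = 0.0033, and 0.083 and 0.0528 without mutant pool 2 and wild-type pool 1; adjusted p = 0.412 with an estimated correlation; reached by 10 of 35 splits). Of 36 genes of oxidative phosphorylation, Cox7a1 was higher, at a log2 fold change of 0.24 (adjusted p = 0.0446), with Atp5b and Atp5a1 both at 0.02 (1 higher when adjusted over the list alone; camera adjusted p = 2.7e-05; 0.412 with an estimated correlation; reached by 9 of 35 splits). The call of Cox7a1 ended without mutant pool 4 or 5 and without wild-type pool 1, 2 or 3 (0.105 to 0.158), with library-size scaling (0.0544), a Y-linked covariate (0.0918) and a prior that does not follow expression (0.153). Of 56 ribosomal protein genes, Rps12, Fau and Rpl39 were higher, at 0.86, 0.37 and 0.23, and none was lower (7 higher when adjusted over the list alone; camera adjusted p = 1.4e-10; 0.412 with an estimated correlation; reached by 8 of 35 splits). Ribosomal protein genes share reads with pseudogenes, and the call of Fau ended without mutant pool 5 and without each wild-type pool (0.0777 to 0.121), that of Rpl39 without mutant pool 4 or 5 and without wild-type pool 1, 3 or 4 (0.0811 to 0.15). The call of Rpl39 also ended with library-size scaling (0.0522) and a Y-linked covariate (0.0502). Robust estimation ended the calls of Fau and Rps12 (0.141 and 0.0621), and a prior that does not follow expression those of all 3 genes (0.226 for Fau, 0.212 for Rpl39 and 0.0678 for Rps12).

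The paper examined several genes by in situ hybridization in mutant hearts, which is another assay. In the sequenced ventricles, the compact myocardium gene Hey2 was at 136 ± 4.84 CPM in the mutant and 127 ± 3.83 CPM in the wild type (SD, n = 4 each; log2 fold change 0.10, adjusted p = 0.308 from limma). The trabecular gene Bmp10 was at 329.9 ± 32.3 and 272 ± 10.6 CPM (log2 fold change 0.27, adjusted p = 0.0367), and its call ended without mutant pool 2 or 5 and without each wild-type pool (0.0655 to 0.138), with library-size scaling (0.053), a Y-linked covariate (0.078) and a prior that does not follow expression (0.226). Irx5 was at 0.09 (adjusted p = 0.734). Ldha, Pdk1 and Slc2a1, genes of glucose use, were at 0.17, 0.22 and 0.33 (adjusted p = 0.149, 0.261 and 0.154), and Slc2a1 passed without mutant pool 4 (adjusted p = 0.0398). Of 11 trabecular genes, Bmp10 was higher and the rest did not pass, with Nppa at -0.21 (past the threshold without mutant pool 5, adjusted p = 0.00616; 1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.86). Of 4 compact myocardium genes and 33 cell cycle genes none passed (0 when adjusted over either list alone), with list medians of 0.05 and 0.02 (camera adjusted p = 0.111 and 0.12) and with Top2a at 0.08 and Mki67 at 0.07. The cell cycle list was past the threshold with a Y-linked covariate (0.0098) and without mutant pool 2 (0.00179) or wild-type pool 3 (0.0315). Its median was 0.0419, 0.00353, 0.00483 and 0.0332 without mutant pool 2, 3, 4 and 5 in turn, 0.0383 with a Y-linked covariate and 0.0126 with library-size scaling. The compact myocardium median was 0.0318, 0.0802 and 0.0336 without mutant pool 2, mutant pool 4 and wild-type pool 4.

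The 12 lists not described in detail cover coronary capillaries, Notch, BMP and TGF-beta signaling, sarcomere, calcium handling and conduction, fatty acid oxidation, mural cells, atria, macrophages, epithelium, nerve and neural crest, and the response to cAMP. None passed camera, with adjusted p from 0.0581 to 0.839, none passed fry, and 1, fatty acid oxidation, had an unadjusted camera p under 0.05 (0.0274). Adgrg2 and Adgrg4, which the paper names, are not among the genes of the table. The sex mix of the pools varied within both genotypes, with Xist at 184 to 486 CPM and Ddx3y at 18.1 to 51.3 CPM over the 8 pools.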
